# Chitinase-like protein 3: A novel niche factor for mouse neural stem cells

**DOI:** 10.1016/j.stemcr.2022.10.012

**Published:** 2022-11-10

**Authors:** Jun Namiki, Sayuri Suzuki, Shinsuke Shibata, Yoshiaki Kubota, Naoko Kaneko, Kenji Yoshida, Ryo Yamaguchi, Yumi Matsuzaki, Takeshi Masuda, Yasushi Ishihama, Kazunobu Sawamoto, Hideyuki Okano

**Keywords:** choroid plexus, endothelial cell, endothelial colony forming cell, ependymal cell, Neurogenesis, retinal tip cell, self-renewal, ventricular-subventricular zone

## Abstract

The concept of a perivascular niche has been proposed for neural stem cells (NSCs). This study examined endothelial colony-forming cell (ECFC)-secreted proteins as potential niche factors for NSCs. Intraventricle infusion with ECFC-secreted proteins increased the number of NSCs. ECFC-secreted proteins were more effective in promoting NSC self-renewal than marrow stromal cell (MSC)-secreted proteins. Differential proteomics analysis of MSC-secreted and ECFC-secreted proteins was performed, which revealed chitinase-like protein 3 (CHIL3; also called ECF-L or Ym1) as a candidate niche factor for NSCs. Experiments with recombinant CHIL3, small interfering RNA, and neutralizing antibodies demonstrated that CHIL3 stimulated NSC self-renewal with neurogenic propensity. CHIL3 was endogenously expressed in the neurogenic niche of the brain and retina as well as in the injured brain and retina. Transcriptome and phosphoproteome analyses revealed that CHIL3 activated various genes and proteins associated with NSC maintenance or neurogenesis. Thus, CHIL3 is a novel niche factor for NSCs.

## Highlights

• CHIL3 (ECF-L or Ym1) is a novel niche factor for NSCs
• CHIL3 induces self-renewal of NSCs with neurogenic propensity in the niche
• CHIL3 is endogenously expressed in the uninjured and injured brain and retina
• CHIL3 activates NSC maintenance or neurogenesis-related genes/proteins in NSCs

## Introduction

During embryonic development, neural stem cells (NSCs) in the ventricular zone of the mammalian brain undergo symmetric division (self-renewal) to expand the NSC pool. Next, the expanded NSCs undergo asymmetric division to generate neurons that migrate to the parenchyma. NSC expansion and neurogenesis are closely associated with vascular development in the brain. Neurogenesis from early NSCs and proliferation and differentiation of angioblasts into endothelial cells (ECs) are completed by midgestation. Late NSCs with neurogenic propensity exhibit decreased self-renewal capacity and undergo differentiation into glia, except in two neurogenic niches, throughout adult life: the ventricular-subventricular zone (V-SVZ) of the lateral ventricle and the subgranular zone (SGZ) of the hippocampal dentate gyrus. Adult NSCs in the V-SVZ undergo self-renewal and divide into transit-amplifying cells, which subsequently generate neuroblasts. The neuroblasts migrate from the V-SVZ into the olfactory bulb and differentiate into interneurons (reviewed in Akter et al., 2021). The correlation between self-renewal of early NSCs with neurogenic propensity and vasculogenesis of mesoderm-derived angioblasts during development indicates that mesodermal bone marrow-derived endothelial colony-forming cells (ECFCs; reviewed in Critser and Yoder, 2010) secrete microenvironment-related molecules that maintain the NSC niche.

The concept of a perivascular niche has been proposed for the adult mammalian SGZ (Palmer et al., 2000) and V-SVZ (Shen et al., 2008; Tavazoie et al., 2008). The local microvascular bed is important for providing a permissive environment for NSC expansion and neurogenesis. For example, the long basal processes of NSCs directly contact blood vessels, which suggests that NSCs receive signals from the vessels (reviewed in Obernier and Alvarez-Buylla, 2019). Various ECs that secrete soluble factors have been reported to modulate NSC activity and regulate NSC self-renewal.

This study demonstrated that the ECFC-secreted protein chitinase-like protein 3 (CHIL3) is a critical factor for the NSC niche. Experiments with the recombinant protein, small interfering RNA (siRNA), and neutralizing antibodies revealed that CHIL3 promoted the self-renewal of NSCs with neurogenic propensity. This study demonstrated endogenous expression of CHIL3 in the brain and retina. CHIL3 activated various genes and proteins associated with NSC maintenance or neurogenesis in NSCs.

## Results

### ECFC-secreted factors promote NSC self-renewal

ECFC-secreted soluble factors that promote NSC expansion *in vivo* were examined. The conditioned medium (CM) obtained from ECFCs (ECFC-CM) were infused into the adult mouse lateral ventricle for 7 days, followed by administration of bromodeoxyuridine (BrdU) to label NSCs (long labeling [BrdU^long^]; Figure 1A) that retain BrdU for a prolonged duration (Doetsch et al., 1999) or transit-amplifying cells that retain BrdU for a short duration (short labeling [BrdU^short^ and BrdU^short-1d^]; Figure 1A). The counts of NSCs in the V-SVZ of the ECFC-CM-treated group were significantly higher than those in the V-SVZ of the vehicle-treated group (p < 0.05; Figures 1B and S1). This indicated that ECFC-secreted factors promote NSC expansion. A single injection of BrdU labeled the proliferating transit-amplifying cells. In contrast to NSCs, the counts of transit-amplifying cells in the ECFC-CM-treated group were lower than those in the vehicle-treated control group (p < 0.05, BrdU^short^). On day 1 after ECFC-CM infusion cessation, the number of transit-amplifying cells markedly increased, which indicated that large numbers of transit-amplifying cells were derived from accumulated NSCs (p < 0.01, BrdU^short-1d^). Thus, infusion of ECFC-CM *in vivo* increased the number of NSCs and suppressed generation of transit-amplifying cells until cessation of the infusion. These findings indicate that ECFC-CM promotes NSC self-renewal in the V-SVZ.

**Figure 1:**
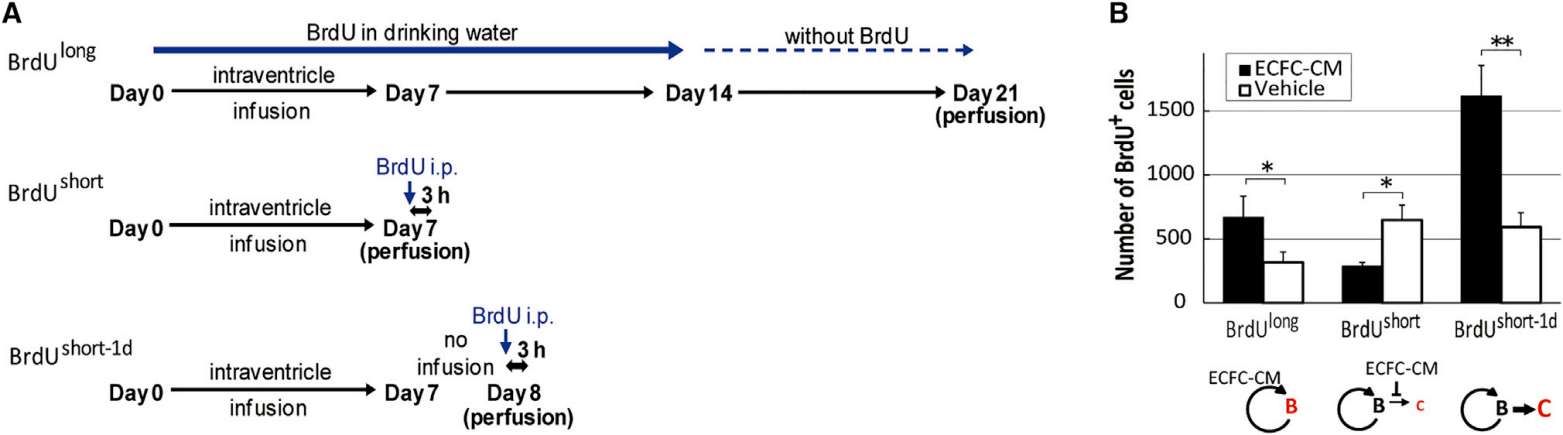
Endothelial colony-forming cell (ECFC)-secreted factors increase the number of neural stem cells (NSCs) in the adult ventricular-subventricular zone (V-SVZ) (A) Intraventricular infusion and distinct regimen of BrdU administration. (B) Numbers of BrdU-positive cells on the infusion side of the V-SVZ after infusion with CM of ECFCs (ECFC-CM) or vehicle. Red letters indicate BrdU-labeled cell types based on long-term (BrdU^long^) or short-term (BrdU^short^ and BrdU^short-1d^) labeling. B, NSCs; C, transit-amplifying cells. See also Figure S1 for immunohistochemistry images. 3–7 independent experiments for each group; ^∗^p < 0.05, ^∗∗^p < 0.01.

### Differential proteomics analysis identified CHIL3 as a novel ECFC-specific niche factor for NSCs

Next, the principal component of ECFC-CM involved in NSC self-renewal was examined. Self-renewal and multipotency are definitive characteristics of NSCs. The multipotency of neurospheres cultured with ECFC-CM was confirmed (Figure 2A). An *in vitro* neurosphere assay was performed to assess the self-renewal capacity of NSCs, and the results are expressed as the number of neurospheres (tertiary neurospheres; see culture protocol in Figure S7) generated from neurosphere-initiating cells in ECFC-CM-treated neurospheres (secondary neurospheres) (Soares et al., 2021). The percentage of neurosphere-initiating cells in the group treated with ECFC-CM supplemented with neutralizing anti-fibroblast growth factor 2 (FGF-2) and anti-epidermal growth factor (EGF) antibodies (ECFC-CM + anti-growth factor [GF]) was significantly higher than that in the group treated with a control medium containing medium hormone mix (MHM) supplemented with FGF-2 and EGF (GF), an appropriate culture medium for NSC expansion (p < 0.05; Figure 2B). This indicated that ECFC-CM comprised a distinct factor that was more effective in increasing the number of neurosphere-initiating cells than this combination and concentration of these GFs. The percentage of neurosphere-initiating cells in the ECFC-CM-treated group was higher than that in the ECFC-CM + anti-GF-treated group (p < 0.05; Figure 2B). Thus, the NSC self-renewal-promoting effect of ECFC-CM was not dependent on GF. GF potentiated the NSC self-renewal-promoting effects of ECFC-CM. The results of an enzyme-linked immunosorbent assay revealed the presence of GF in ECFC-CM at picogram concentrations (FGF-2 3.4 and EGF 20.6 pg/mL on average; Figure S2).

**Figure 2:**
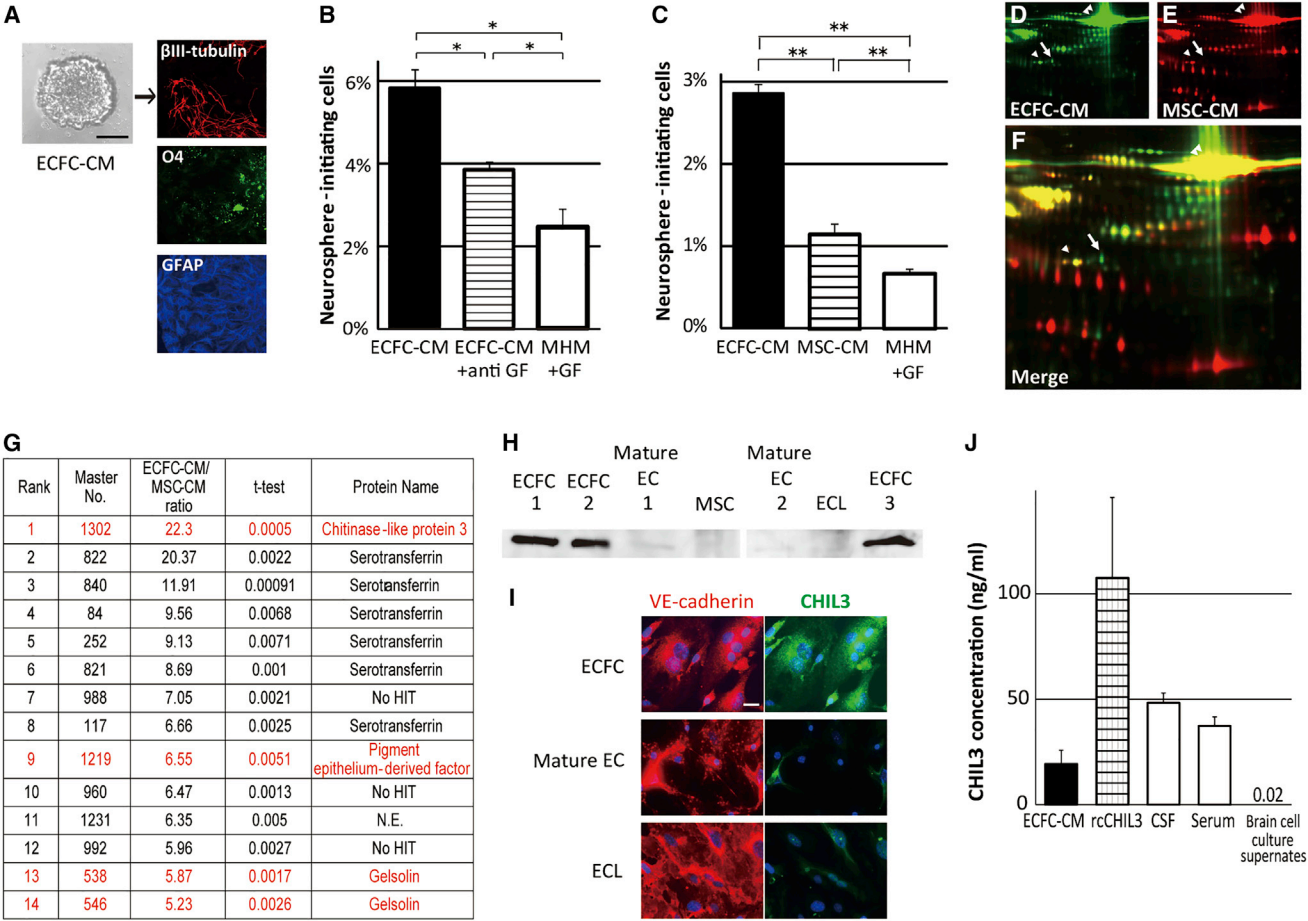
ECFC-secreted factors promote NSC self-renewal more effectively than marrow stromal cell (MSC)-secreted factors *in vitro*. Differential proteomics analysis of these factors (A) ECFC-CM-treated neurospheres exhibiting multipotency and differentiating into the following three neural lineages: neurons (βIII-tubulin, red), oligodendrocytes (O4, green), and astrocytes (GFAP, blue). See also Figure S7 for the culture protocol. Scale bars, 50 μm. (B and C) Percentages of neurosphere-initiating cells in neurospheres cultured with ECFC-CM, growth factor (GF)-depleted ECFC-CM (ECFC-CM + anti-GF), or control medium with GF (MHM + GF) (B) as well as with ECFC-CM, MSC-CM, or MHM + GF (C). 3 (B) and 20 (C) independent experiments; ^∗^p < 0.05, ^∗∗^p < 0.01. (D–F) 2D-DIGE analysis of spots from ECFC-CM (green in D and F) and MSC-CM (red in E and F). See also grayscale images in Figure S3. Arrow, the most ECFC-CM-specific spot (spot 1,302 in G); arrowheads and double arrowheads, nonspecific spots of β-actin and transferrin, respectively. (G) Proteins identified using MS. The top 14 ECFC-CM-specific spots for which the protein abundance ratio (ECFC-CM/MSC-CM) was greater than 5 (p < 0.01) were processed. Serotransferrin is derived from the serum in the medium. Red letters indicate ECFC-CM-specific proteins. No HIT, no database match; N.E., not examined because of technical difficulties. (H–J) CHIL3 expression analysis using immunoblotting (H), immunostaining (I), and enzyme-linked immunosorbent assay (J). ECL, endothelial cell line. 2–5 independent experiments for each group (J). Scale bars, 20 μm.

The results of the neurosphere assay demonstrated that the ability of ECFC-CM to increase the percentage of neurosphere-initiating cells was higher than that of marrow stromal cell (MSC)-CM (p < 0.01; Figure 2C). Hence, ECFC-CM and MSC-CM (control) were subjected to differential proteomics analyses to identify the candidate ECFC-specific niche factors for NSCs. MSCs, also called mesenchymal stem cells, are derived from the bone marrow and secrete various GFs, including EGF and VEGF. EGF and VEGF were detected in MSC-CM and ECFC-CM (Figure S2). Two-dimensional fluorescence difference gel electrophoresis (2D-DIGE) analysis revealed that the expression levels of approximately 2,000 proteins with distinct molecular weights and electric charges were different between ECFC-CM and MSC-CM (Figures 2D–2F and S3A–S3C). Fourteen ECFC-CM-specific spots exhibiting the highest protein abundance ratio were analyzed, and their peptide composition was identified using nanoscale liquid chromatography and tandem mass spectrometry (nanoLC-MS/MS) (Figures 2G and S3D). The most ECFC-CM-specific protein was CHIL3, also called ECF-L or Ym1 (Figures 2G, S3E, and S3F). In total, 14 spots were examined and identified Pigment epithelium-derived factor (PEDF) (Castro-Garcia et al., 2015; Ramirez-Castillejo et al., 2006) and Gelsolin (Kronenberg et al., 2010). Immunoblotting and immunocytochemical analyses confirmed that CHIL3 expression was high in the culture supernatant or the cytoplasm of ECFCs but faint or absent in the culture supernatant or the cytoplasm of mature ECs, EC lines, and MSCs (Figures 2H and 2I). Endogenous CHIL3 was detected in the cerebrospinal fluid (CSF) and serum (Figure 2J).

### CHIL3 stimulates NSC self-renewal and neurogenesis

To determine the function of CHIL3 in NSCs, recombinant CHIL3 (rcCHIL3) was used. CM was prepared from ECFCs transfected with *Chil3* siRNA (siChil3:ECFC-CM) for a *Chil3* knockdown experiment (Figure S4A). The results of the neurosphere assay revealed that the percentage of neurosphere-initiating cells in the group treated with culture medium containing rcCHIL3 was similar to that in the group treated with ECFC-CM but higher than that in the group treated with MHM + GF (p < 0.01, Figure 3A; p < 0.05, Figure S4B). Culture medium supplemented with rcCHIL3 generated neurospheres even in the absence of GF. The percentage of neurosphere-initiating cells in the siChil3:ECFC-CM + GF-treated group was similar to that in the MHM + GF-treated group (Figure 3B). This indicated that CHIL3 is a principal component of ECFC-CM that promotes NSC self-renewal. Expression of the NSC marker in rcCHIL3-treated neurospheres was confirmed using flow cytometry analysis. E/nestin:dVenus transgenic mouse embryos were used, in which *Nes* expression is upregulated only in neural stem/progenitor cells during G1-S phase (Sunabori et al., 2008). The percentages of CD15-positive and Venus-positive cells in rcCHIL3-treated neurospheres were higher than those in the MHM + GF-treated control (p < 0.01, Figure 3C; p < 0.05, Figure S4C). Next, the effect of rcCHIL3 on neurogenesis was examined. rcCHIL3-treated NSCs were dissociated, cultured, and allowed to differentiate in the absence of rcCHIL3. The number of cells exhibiting the neuronal phenotype in the rcCHIL3-treated group was higher than that in the MHM + GF-treated control group (p < 0.01, Figures 3D and S4D; for the culture protocol, see Figure S7). Neurospheres treated with ECFC-CM also exhibited enhanced neurogenesis (p < 0.05). However, the number of cells exhibiting the neuronal phenotype in the siChil3:ECFC-CM + GF-treated group was similar to that in the MHM + GF-treated control group.

**Figure 3:**
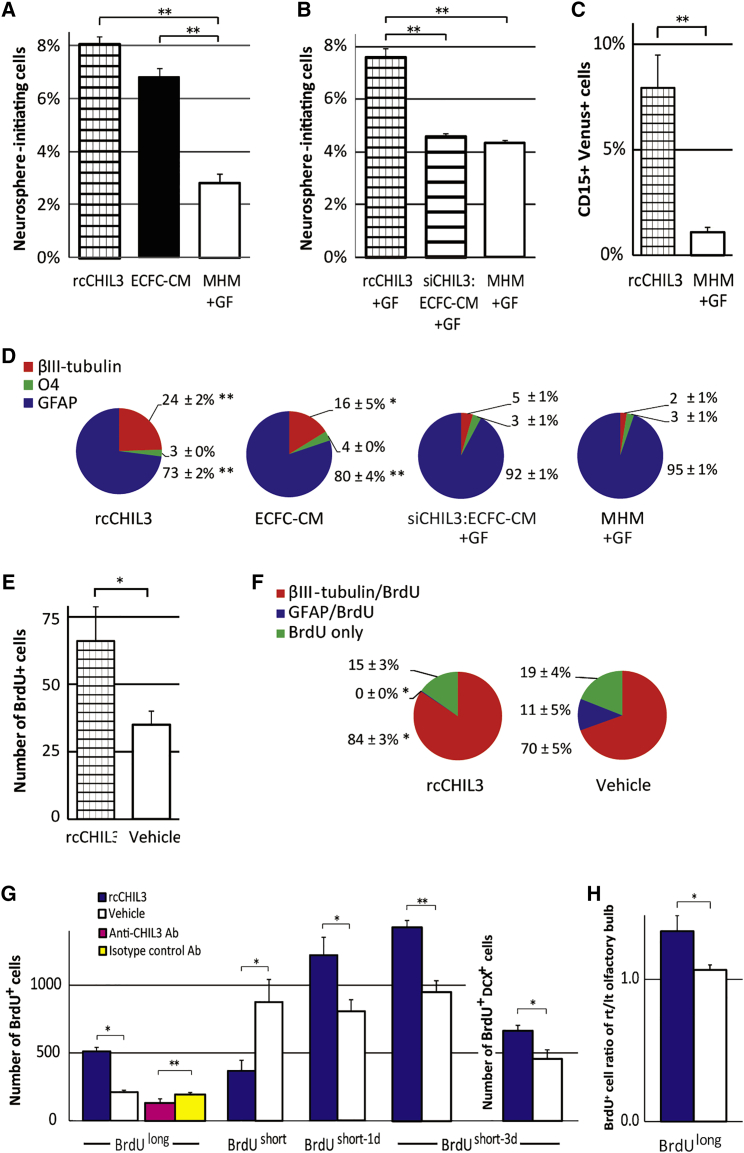
CHIL3 promotes NSC self-renewal and neurogenesis *in vitro* and *in vivo* (A and B) Percentages of neurosphere-initiating cells in groups treated with recombinant CHIL3 (rcCHIL3), ECFC-CM, or control medium with GF (MHM + GF) (A; data of adult NSCs are provided in Figure S4B) as well as with rcCHIL3 + GF, *Chil3* knockdown ECFC-CM + GF (siChil3:ECFC-CM + GF), or MHM + GF (B). See also Figure S7 for the culture protocol. 18 or 20 (A) and 10 (B) independent experiments. (C) Flow cytometry analysis of CD15- and Venus-positive cells in the population of rcCHIL3-treated or MHM + GF-treated neurospheres derived from E/nestin:dVenus transgenic mouse embryos. See also Figure S4C for plots. 3 independent experiments. (D) Percentages of neurons (βIII-tubulin), oligodendrocytes (O4), or astrocytes (GFAP) after differentiation of neurospheres treated with rcCHIL3, ECFC-CM, siChil3:ECFC-CM + GF, or MHM + GF. See also Figure S4D for triple labeling images. 8 independent experiments. (E and F) *Ex vivo* differentiation of V-SVZ NSCs obtained from mice infused with rcCHIL3 or vehicle. V-SVZ cells were dissected after infusion and cultured to differentiate with BrdU. BrdU-positive (E), βIII-tubulin/BrdU double-positive, or GFAP/BrdU double-positive cells (F) were counted. See also Figure S4E for images of βIII-tubulin/BrdU double-positive cells. 5 independent experiments. (G) BrdU-positive cell counts in the V-SVZ after ventricular infusion of rcCHIL3, vehicle, anti-CHIL3 neutralizing antibodies, or isotype control antibodies. Mice were assigned to distinct regimens of BrdU administration as shown in Figure 1A. Three days after short-term labeling (BrdU^short−3d^), BrdU/DCX double-positive cells in the V-SVZ were counted. 3–7 independent experiments for each group. (H) BrdU-positive cells in the granule cell layer of the olfactory bulb were expressed as ratios of the count at the injected side to that at the contralateral side. Mice were administered rcCHIL3 or vehicle and subjected to BrdU^long^. 2 or 3 independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01 (D and F, Student’s t test compared with the MHM + GF-treated group).

The results of *in vitro* experiments indicated that NSCs cultured in the presence of rcCHIL3 promoted neurogenesis. Next, an *in vivo* infusion experiment was performed. After rcCHIL3 infusion for 7 days, V-SVZ cells were dissected and allowed to differentiate with BrdU *ex vivo*. The number of BrdU-incorporating cells in the rcCHIL3-infused group was higher than that in the vehicle-infused control group (p < 0.05; Figure 3E). An increased number of dividing V-SVZ cells exhibited the neuronal phenotype rather than the glial phenotype (p < 0.05; Figures 3F and S4E). The *in vivo* effects of CHIL3 on NSC self-renewal and neurogenesis were examined using the same protocol as the ECFC-CM infusion experiment shown in Figure 1A. The number of V-SVZ NSCs labeled with BrdU^long^ increased after infusion of rcCHIL3 (p < 0.05) but decreased after infusion of anti-CHIL3 neutralizing antibodies (p < 0.01; Figure 3G). Similar to ECFC-CM infusion (Figure 1B), production of proliferative transit-amplifying cells that were labeled with a single BrdU administration (BrdU^short^) was suppressed at the end of rcCHIL3 infusion (p < 0.05) but increased 1 day after terminating rcCHIL3 infusion (BrdU^short-1d^) (p < 0.01; Figure 3G). The number of DCX/BrdU double-positive cells in the rcCHIL3-infused group was higher than that in the vehicle control-infused group on day 3 after termination of the rcCHIL3 infusion (BrdU^short-3d^) (p < 0.05; Figure 3G). This indicated that the increased number of transit-amplifying cells resulted in an enhanced number of neuroblasts in the V-SVZ. Neuroblasts retain the BrdU^long^ phenotype as they differentiate, migrate, and cease dividing. The number of BrdU-positive cells of the olfactory bulb, which were considered to be progenies of neuroblasts that migrated from the V-SVZ, on the infused side of the rcCHIL3-infused group was higher than that of the vehicle control group (p < 0.05; Figure 3H). These *in vivo* infusion experiments indicate that rcCHIL3 promoted NSC self-renewal and consequently increased the number of NSCs in the V-SVZ. Subsequently, neuroblasts were generated from the NSCs and migrated into the olfactory bulb.

### CHIL3 is endogenously expressed in the neurogenic niches of the brain and retina

Immunohistochemistry analysis demonstrated the endogenous distribution of CHIL3 in the close vicinity of the SVZ vasculature (exclusively on the lateral side of the ventricle, where adult NSCs reside) (Figures 4D–4F) as well as in the vasculature of the SGZ, another neurogenic niche in the brain (Figures 4A and 4C), but not in the cortex (Figure 4B). VEFGR2 has been reported to be expressed in ECFCs (Chambers et al., 2021). Hence, the expression patterns of VEGF receptors were examined. The V-SVZ harbored a lot of VEGFR2-positive ECs (Figure 4G). CHIL3 was distributed close to VEGFR2-positive ECs rather than VEGFR1 single-positive vessels (Figure 4H). CD31-positive microvessels expressed CHIL3, especially at sites in contact with SVZ GFAP-positive NSCs (Figure 4I). CHIL3-expressing SVZ microvessels did not express Aquaporin-4 (AQP4) (Figure 4J). This was consistent with the results of a previous study, which reported that the SVZ vasculature is in direct contact with NSCs at sites lacking a covering of astrocyte endfeet (Tavazoie et al., 2008). The specialized microanatomy and CHIL3 expression patterns of the SVZ vessels indicate that the CHIL3 signal diffuses from the microvessels to NSCs. In addition to the SVZ microvessels, ECs in the choroid plexus (Chp) of the lateral ventricle did not exhibit AQP4 expression but did exhibit CHIL3 expression (Figure 4J). Because Chp contributes to production of CSF, CHIL3 may be secreted into the CSF. Marked amounts of CHIL3 were detected in crude CSF (48.3 ng/mL on average; Figure 2J). Another specialized structure of V-SVZ NSCs extends a minute apical ending that comprises a cilium at the ventricle surface (reviewed in Obernier and Alvarez-Buylla, 2019), which suggests that NSCs receive the CHIL3 signal from the ventricular CSF. Expression of CHIL3 was also detected in ependymal cells lining the wall of the ventricle (Figures 4J and S5A). Therefore, VEGFR2-positive ECs in the SVZ, CSF in the ventricle, and ventricular ependyma may provide the CHIL3 signal to NSCs in the V-SVZ NSC niche. Immunoelectron microscopy analysis confirmed CHIL3 expression in multi-ciliated ependymal cells and ECs of SVZ microvessels but not in cortical microvessels (Figures 4K–4M).

**Figure 4:**
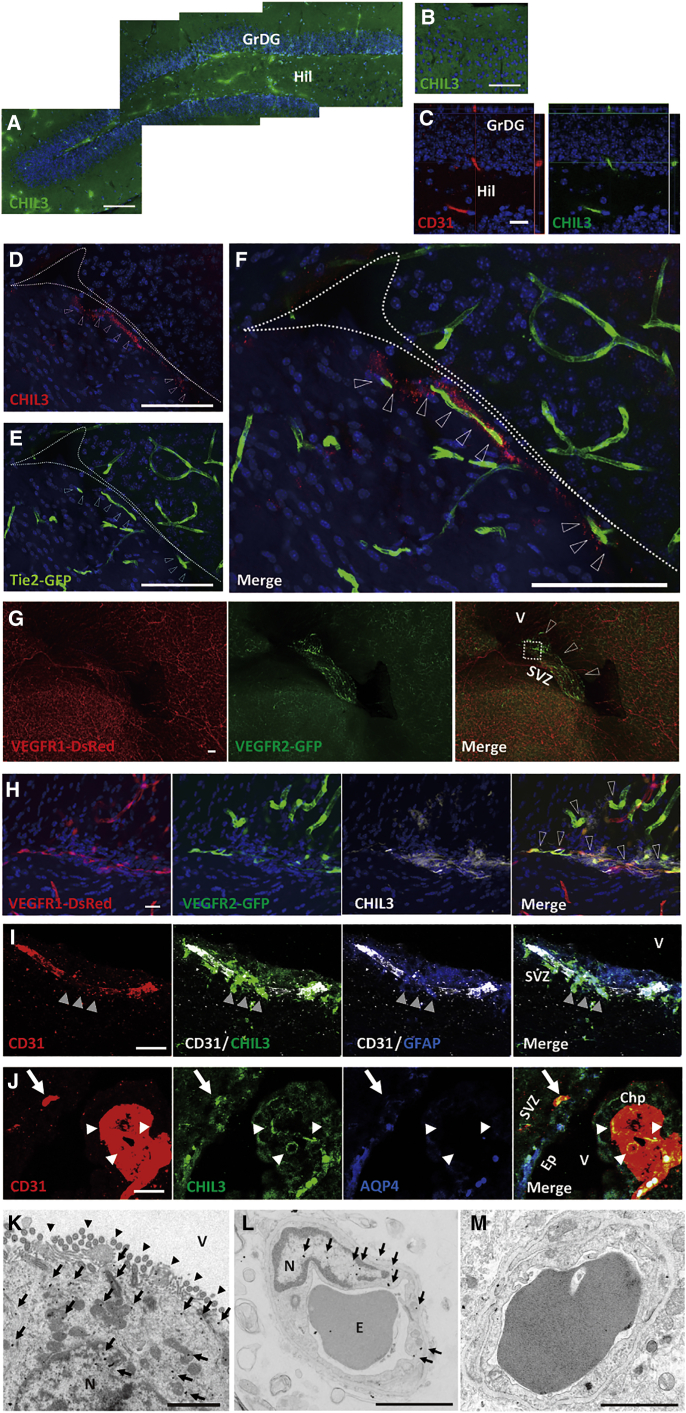
CHIL3 is endogenously expressed in the SGZ of the hippocampus and the V-SVZ (A) Coronal views of the SGZ, the border between the granular layer of the dentate gyrus (GrDG), and the hilus (Hil). (B) Negative for CHIL3 in the cortex. (C) Confocal images demonstrating that CD31-positive ECs co-express CHIL3 in the SGZ. (D–F) Coronal views of z stack confocal images of a Tie2-GFP transgenic mouse, showing the distribution of endogenous CHIL3. Dotted lines indicate the lateral ventricle. CHIL3 expression was marked in the vicinity of Tie2-positive ECs in the SVZ of the lateral side of the ventricle (open arrowheads). (G) Sagittal images of the forebrain of an Flk1-GFP BAC; Flt1-tdsRed BAC double transgenic mouse. VEGFR2 was exclusively expressed in the V-SVZ (open arrowheads). (H) VEGFR1, VEGFR2, and CHIL3 expression in SVZ microvessels of an Flk1-GFP BAC; Flt1-tdsRed BAC double-transgenic mouse. High magnifications of a rectangle in panel G demonstrate the closeness of the distributions of CHIL3 and VEGFR2-positive ECs (open arrowheads). (I) CD31-positive ECs, GFAP-positive NSCs, and CHIL3 expression in the V-SVZ. V-SVZ NSCs are in contact with ECs expressing CHIL3 (arrowheads). (J) CD31-positive ECs and CHIL3 and AQP4 expression in the V-SVZ. Vessels of the SVZ (arrows) and the Chp (arrowheads) lack the AQP4 covering and express CHIL3. The AQP4-positive ependymal layer also expresses CHIL3. See also Figure S5A for CHIL3 expression in S100β-positive ependymal cells. (K–M) Immunoelectron micrographs of a ciliated (arrowhead) ependymal cell (K), an SVZ microvessel (L), and a cortical microvessel encompassing an erythrocyte (M). CHIL3-labeled nanogold particles are shown as black dots (arrows in K and L). Chp, choroid plexus; Ep, ependymal layer; E, erythrocyte; N, nucleus; V, lateral ventricle. Scale bars, 100 μm (A, B, and D–G), 20 μm (C and H–J), and 2 μm (K–M).

Endogenous expression of CHIL3 was also examined in the retina, another neurogenic niche that has been well studied for postnatal formation of blood vessels and pathological angiogenesis. Endothelial tip cells lead vascular sprouts at the tips of blood vessels and do not proliferate, whereas the neighboring stalk cells proliferate and form the vascular lumen (Siemerink et al., 2013). CHIL3 was expressed in tip cells but not in mature vessels (Figures 5A and 5B). Tip cells predominantly express *Vegfr2* rather than *Vegfr1* (Jakobsson et al., 2010). Thus, CHIL3-expressing ECs in the SVZ and the retina were not proliferative and expressed VEGFR2. In an ischemic retinopathy model, abnormally proliferated ECs (neovascular tufts) exhibited marked expression of CHIL3 (Figure 5C). Pathological CHIL3 expression was also observed in injury-related neovascularization of the brain (Figure S5B).

**Figure 5:**
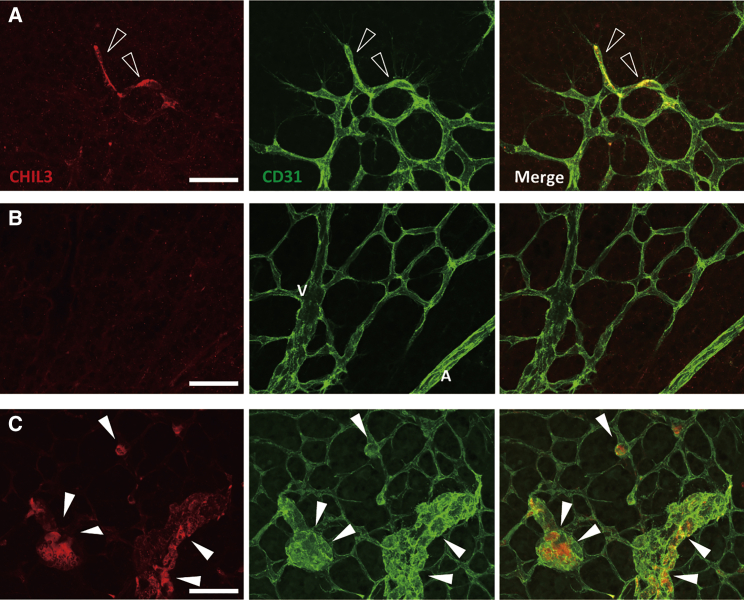
Retinal neovascular cells express CHIL3 (A–C) z stack confocal images showing CHIL3 expression and CD31-positive vasculature of post-natal day 5 (A), adult (B), and oxygen-induced retinopathy model (C) mouse retinas. CHIL3 is expressed in sprouting endothelial tip cells (open arrowheads in A) and pathological neovascular tufts (arrowheads in C) but not in mature ECs (B). See also Figure S5B for CHIL3 expression patterns in CD31-positive ECs in the injured brain. A, artery; V, vein. Scale bars, 50 μm.

### rcCHIL3 induces specific gene expression and protein phosphorylation in NSCs

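NSCs grown as secondary neurospheres were cultured in rcCHIL3, the medium conditioned by cells that express transfected Chil3, or in the control medium MHM + GF, which contains growth factors, for 3 or 7 days. Total RNA from 2 independent experiments for each of these 4 groups was labeled from 100 ng and hybridized to 8 Affymetrix GeneChip mouse genome arrays. The authors made the deposited values, intensities on a linear scale, with the MAS5 algorithm and a global scaling. These values cover 45101 probe sets, of which 64 are array controls, and their averages over all probe sets lay between 267.3 and 316.6 on the 8 arrays. Each array was therefore rescaled to an average of 100, the scale named in the note to Data S1, and the signals below are on that scale. Expression was compared as log2(signal + 20) for the 15679 probe sets that reached a signal of 50 on at least 2 arrays. On each array between 30.1% and 31.5% of all probe sets reached that signal. A single limma model with 4 group means and 4 residual degrees of freedom gave the log2 change, its standard error (SE) and a two-sided p for each comparison, and p was adjusted over these probe sets by the Benjamini-Hochberg method with a threshold of 0.05. Signals of arrays from the same group are given as mean ± SD with n = 2 arrays. Gene lists were compared with all other measured genes by limma's camera test, with the brightest probe set for each gene and adjustment over 28 lists. The small number of arrays limits the precision of every value.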

To explore the intracellular responses elicited by CHIL3 in NSCs, gene expression was analyzed using a microarray. Cluster analysis revealed that rcCHIL3 upregulated cluster 1 gene expression as early as at 3 days and downregulated by 7 days compared with those in the groups treated with MHM + GF for 3 and 7 days (Figure 6A). 

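Islr, which encodes a leucine-rich repeat protein, rose in cluster 1 from a signal of 5.9 ± 2.0 in MHM + GF to 333 ± 11.6 in rcCHIL3 at 3 days (SD, n = 2 arrays), a log2 change of 3.77 (SE 0.09, adjusted p = 4e-10). Tagln3, a neuronal protein of the calponin family, rose by 3.64 (SE 0.08) and Hspb8, a small heat shock protein, by 3.45 (SE 0.09). The 10 largest rises at 3 days were ranked among genes with a mean signal of at least 200 in the brighter group. Of these rises, 7 were in cluster 1, namely the 3 genes above with Eva1a (3.75), Sorl1 (2.99), the retinol dehydrogenase gene Rdh5 (2.93) and Padi2 (2.86). Efemp1, which encodes an extracellular matrix protein, rose by 3.10 and is in cluster 3. At 7 days the difference from MHM + GF was smaller for Islr (1.69, SE 0.09) and Hspb8 (0.85, SE 0.09), and Rdh5 was lower with rcCHIL3 (-0.57, SE 0.07, adjusted p = 0.0001). Of the 220 probe sets of cluster 1, 156 were tested. At 3 days 152 of them were higher with rcCHIL3 and none was lower, with a median log2 change of 1.56. At 7 days 81 were higher and 29 were lower than in MHM + GF, with a median of 0.32. Between 3 and 7 days in rcCHIL3, 124 fell and none rose, with a median of -0.72. The rcCHIL3 effect itself was smaller at 7 days than at 3 days for 136 probe sets and larger for 4. The group with the highest mean signal was rcCHIL3 at 3 days for 143 of the 156. The cluster was made from these arrays, so its counts describe it and are not independent evidence of its direction.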

The expression levels of cluster 2 genes were specifically upregulated at 7 days by rcCHIL3. 

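Vegfa, the vascular growth factor gene induced by low oxygen, had a signal of 855 ± 1.9 in rcCHIL3 and 123 ± 8.0 in MHM + GF at 7 days (SD, n = 2 arrays), a log2 change of 2.61 (SE 0.08, adjusted p = 5.7e-09). Larger rises at 7 days were those of Dct, an enzyme of melanin synthesis (3.52, SE 0.12), the potassium channel gene Kcna1 (3.38, SE 0.11), the calmodulin-binding protein gene Pcp4 (3.31, SE 0.11), the glycogen branching enzyme gene Gbe1 (2.92, SE 0.17) and the endoplasmic reticulum oxidase gene Ero1a (2.80, SE 0.09). Each is a difference from MHM + GF on the same day. Vegfa fell in MHM + GF from 843 ± 75.8 at 3 days and rose in rcCHIL3 from 389 ± 7.3. Ero1a fell in MHM + GF from 229 ± 4.5 to 36.3 ± 2.5 and rose in rcCHIL3 from 82.4 ± 0.3 to 372 ± 32.5. For Vegfa and Ero1a the difference at 7 days thus includes a fall in MHM + GF. From 3 to 7 days Dct and Kcna1 rose in both media, and Pcp4 and Gbe1 rose in rcCHIL3 alone. Of the 10 largest rises at 7 days, 9 were in cluster 2, including Carns1 (2.53), Hspb6 (2.44) and Tppp3 (2.44), and Klf9 (2.56) was in cluster 1. Dct, Kcna1, Pcp4, Carns1, Hspb6 and Tppp3 were also higher at 3 days, whereas Vegfa fell by 1.07 on the log2 scale at 3 days (SE 0.08, adjusted p = 4.1e-07). Of the 490 probe sets of cluster 2, 321 were tested. At 7 days 257 were higher with rcCHIL3 and 3 were lower, with a median log2 change of 0.93. At 3 days 205 were higher and 52 were lower, with a median of 0.70. From 3 to 7 days 266 rose in rcCHIL3, and 222 rose in MHM + GF with a median of 0.84. The rcCHIL3 effect was larger at 7 days than at 3 days for 151 probe sets and smaller for 103. The highest group mean was that of rcCHIL3 at 7 days for 298 of the 321, on arrays that also defined the cluster.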

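Genes of ependymal and choroid plexus cells, of myelin and of the hypoxia response were found in cluster 2 more often than other genes. Of the 243 named genes of cluster 2 among 8975 measured genes, 7 were among the 8 measured ependymal and choroid plexus genes (odds ratio 258.16, adjusted p = 2e-09, Fisher's exact test, two-sided, over 26 lists), among them Foxj1, a regulator of motile cilia, and Ttr, a carrier protein made by the choroid plexus. With all named genes of the array as background, 7 of 14 ependymal and choroid plexus genes were in cluster 2 (odds ratio 48.88, adjusted p = 5.5e-08, same test). Of the 12 myelinating oligodendrocyte genes 6 were in cluster 2 (Cldn11, Mag, Mbp, Mobp, Opalin and Tspan2; adjusted p = 2.6e-06), and of the 17 glycolysis and hypoxia genes 7 were (adjusted p = 2e-06). Smaller groups were 4 of 21 astrocyte genes (adjusted p = 0.011), 4 of 23 genes of quiescent NSCs (adjusted p = 0.013) and 3 of 8 interferon response genes (adjusted p = 0.0065). Of the 6 measured genes of the CHIL3 family list, 2 were in cluster 2 (Chil1 and Lgals3; adjusted p = 0.038, and 0.075 with all named genes of the array as background). All 17 glycolysis and hypoxia genes rose at 7 days (17 adjusted over the list alone), with a median log2 change of 1.67, and Hk2 (2.48), Ankrd37 (2.42) and Adm (2.27) were among the largest (camera adjusted p = 3.02e-17, and adjusted p = 0.019 with an estimated correlation). At 3 days 15 of the same list fell and none rose (17 lower adjusted over the list alone), with a median of -0.88 (camera adjusted p = 3.69e-10, and adjusted p = 0.0287 with an estimated correlation). From 3 to 7 days all 17 glycolysis and hypoxia genes fell in MHM + GF (median -1.72), and 15 rose in rcCHIL3 (median 0.80). Of the myelinating oligodendrocyte genes, 7 rose at 7 days and none fell (7 higher and 1 lower adjusted over the list alone), led by Opalin (1.78, SE 0.11) and Tspan2 (1.67, SE 0.08). The camera call for this list (adjusted p = 0.00056) had adjusted p = 0.125 with an estimated correlation. At 3 days 11 of them rose and Aspa fell by 0.72 on the log2 scale, with a median of 0.90 (camera adjusted p = 4.59e-05, and adjusted p = 0.108 with an estimated correlation). Of the ependymal and choroid plexus genes, 4 rose at 7 days, among them Rsph1 (1.17, SE 0.12) and Rarres2 (1.05, SE 0.15), and Otx2 fell by 0.46 on the log2 scale (the same counts adjusted over the list alone). At 3 days 5 rose and 2 fell, and the list did not pass the camera test at 3 days (adjusted p = 0.515) or 7 days (adjusted p = 0.0556). At 7 days it passed under several alternatives, among them no filter (adjusted p = 0.025). On the deposited scale it passed at both days (adjusted p = 0.035 and 0.02). From 3 to 7 days 6 of the 8 ependymal and choroid plexus genes rose in MHM + GF (median 1.27) and 6 in rcCHIL3 (median 1.25). The median difference of their rcCHIL3 effect between the days was -0.10 (camera adjusted p = 0.73). Their place in cluster 2 thus goes with a rise over time in both media. Of the interferon response genes, 5 rose at 7 days and none fell (5 higher and 1 lower adjusted over the list alone), with Ifitm3 (2.15, SE 0.09) and Gbp3 (1.33, SE 0.10) the largest (camera adjusted p = 0.0243, and adjusted p = 0.13 with an estimated correlation). That camera call ended when no filter was used (adjusted p = 0.094) and with a filter of 100 (adjusted p = 0.057), and at 3 days 2 of these genes rose and 2 fell (the same adjusted over the list alone; camera adjusted p = 0.671).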

Cluster 1 comprised canonical pathway-related genes associated with embryonic stem cell pluripotency, axon guidance signaling, vitamin D receptor, and retinoid X receptor activation (the regulation of NSC proliferation and differentiation is reviewed in Cui et al., 2017) or factors promoting cardiogenesis (Figure S6A). 

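Bmp4 and Tgfb2, which encode secreted growth factors, were the cluster 1 members of the lists for pluripotency (2 of 15 measured genes) and for cardiogenesis (2 of 12). Sema3b and Efna1, which encode guidance ligands, were the cluster 1 members of the axon guidance list (2 of 38), and Tgfb2 was that of the vitamin D and retinoid X receptor list (1 of 11). The lists were written from general knowledge, and the Ingenuity pathways were not used here. Against the 8975 genes with a tested probe set, of which 111 were in cluster 1, Fisher's exact test (two-sided, adjusted over 26 lists) gave adjusted p = 0.075 for pluripotency, 0.26 for axon guidance, 0.3 for vitamin D and retinoid X receptor and 0.06 for cardiogenesis. With all named genes of the array as the background, in which genes under the filter count too, these values were 0.01, 0.048, 0.3 and 0.0013. The lists past the threshold in cluster 1 were those of astrocytes (Agt, Aqp4, Cd44 and S100b of 21 genes; odds ratio 19.42, adjusted p = 0.0029), of oligodendrocyte progenitors (Bmp4, Enpp6 and Nkx2-2 of 13; 24.56, adjusted p = 0.0063) and of quiescent NSCs (Aqp4, Hes5 and Id3 of 23; 12.27, adjusted p = 0.024). Counted over all measured members, inside and outside cluster 1, the 4 pathway lists changed both ways at 3 days. Of the axon guidance genes, 18 rose and 13 fell (18 and 13 adjusted over the list alone), with rises in Sema3b and in the semaphorin gene Sema5a (1.14, SE 0.10) and falls in the Slit receptor gene Robo1 (-1.49, SE 0.10) and Ephb3 (-1.10, SE 0.11). Of the pluripotency genes, 7 rose, among them S1pr3 (1.88, SE 0.08), and 5 fell, among them Klf4 (-1.24, SE 0.10), and adjusted over the list alone 8 rose and 5 fell. Of the vitamin D and retinoid X receptor genes, 6 rose, among them Gadd45a (1.72, SE 0.08), and 3 fell, among them Igfbp3 (-2.26, SE 0.10), with the same counts adjusted over the list alone. Of the cardiogenesis genes, 4 rose, among them the BMP receptor gene Bmpr1a (0.71, SE 0.09), and 3 fell, among them the cardiac actin gene Actc1 (-2.42, SE 0.15), again with the same counts adjusted over the list alone. None of these 4 lists passed the camera test at 3 days (adjusted p of 0.537, 0.393, 0.511 and 0.879 in the order given here). At 7 days 11 axon guidance genes were higher and 13 lower (12 and 15 adjusted over the list alone), and the counts were 4 and 4 for pluripotency, 4 and 5 for vitamin D and retinoid X receptor (4 and 6 adjusted over the list alone) and 0 and 5 for cardiogenesis.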

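The genes Sema3b, Efna1, S100b, Tgfb2, Bmp4, Cntn3, Dcx, Nog, Nkx2-2 and Hes5 of Figure 6D are represented in cluster 1 by 15 probe sets. Sema3b, which encodes a secreted semaphorin, was called absent on both MHM + GF arrays at 3 days and reached a signal of 87.9 ± 4.7 with rcCHIL3 (SD, n = 2 arrays), which is at least 14.9-fold higher. The glial calcium-binding protein gene S100b rose from 68.1 ± 10.5 to 283 ± 2.5 (log2 change 1.79, SE 0.09, adjusted p = 3.1e-08), and Bmp4 from 165 ± 4.4 to 478 ± 41.8 (1.43, SE 0.09, adjusted p = 2.7e-07). Dcx, which encodes doublecortin of migrating neuroblasts, rose from 74.4 ± 0.4 to 220 ± 22.5 at 3 days (1.35, SE 0.09, adjusted p = 2.5e-07) and was lower with rcCHIL3 at 7 days (67.2 ± 3.4 against 223 ± 0.0; -1.48, SE 0.09, adjusted p = 3.2e-07). The ephrin gene Efna1 rose by 1.14 (SE 0.09, adjusted p = 1.4e-06). The adhesion molecule gene Cntn3 was under the filter, with 16.8 ± 0.7 in MHM + GF and 46.2 ± 2.3 in rcCHIL3. The rise of Nkx2-2, a transcription factor of ventral and oligodendrocyte lineages, was 0.31 (SE 0.09, adjusted p = 0.015) and did not pass the threshold without MHM + GF 3 days replicate 1 (adjusted p = 0.091) or without rcCHIL3 3 days replicate 2 (adjusted p = 0.089). It did not pass on the deposited scale (adjusted p = 0.23). Hes5, a target of Notch signaling, did not pass the threshold at 3 days (0.16, SE 0.12, adjusted p = 0.28) and fell at 7 days (-1.75, SE 0.12, adjusted p = 6.9e-07). Of the 8 genes measured over the filter, 7 rose at 3 days and none fell, and at 7 days 3 were higher and 3 lower, with the same counts adjusted over the list alone. The camera call at 3 days (adjusted p = 0.000119) had adjusted p = 0.0678 with an estimated correlation. The study chose these genes on these arrays, so the counts are not independent evidence of their direction.

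**Figure D1:**
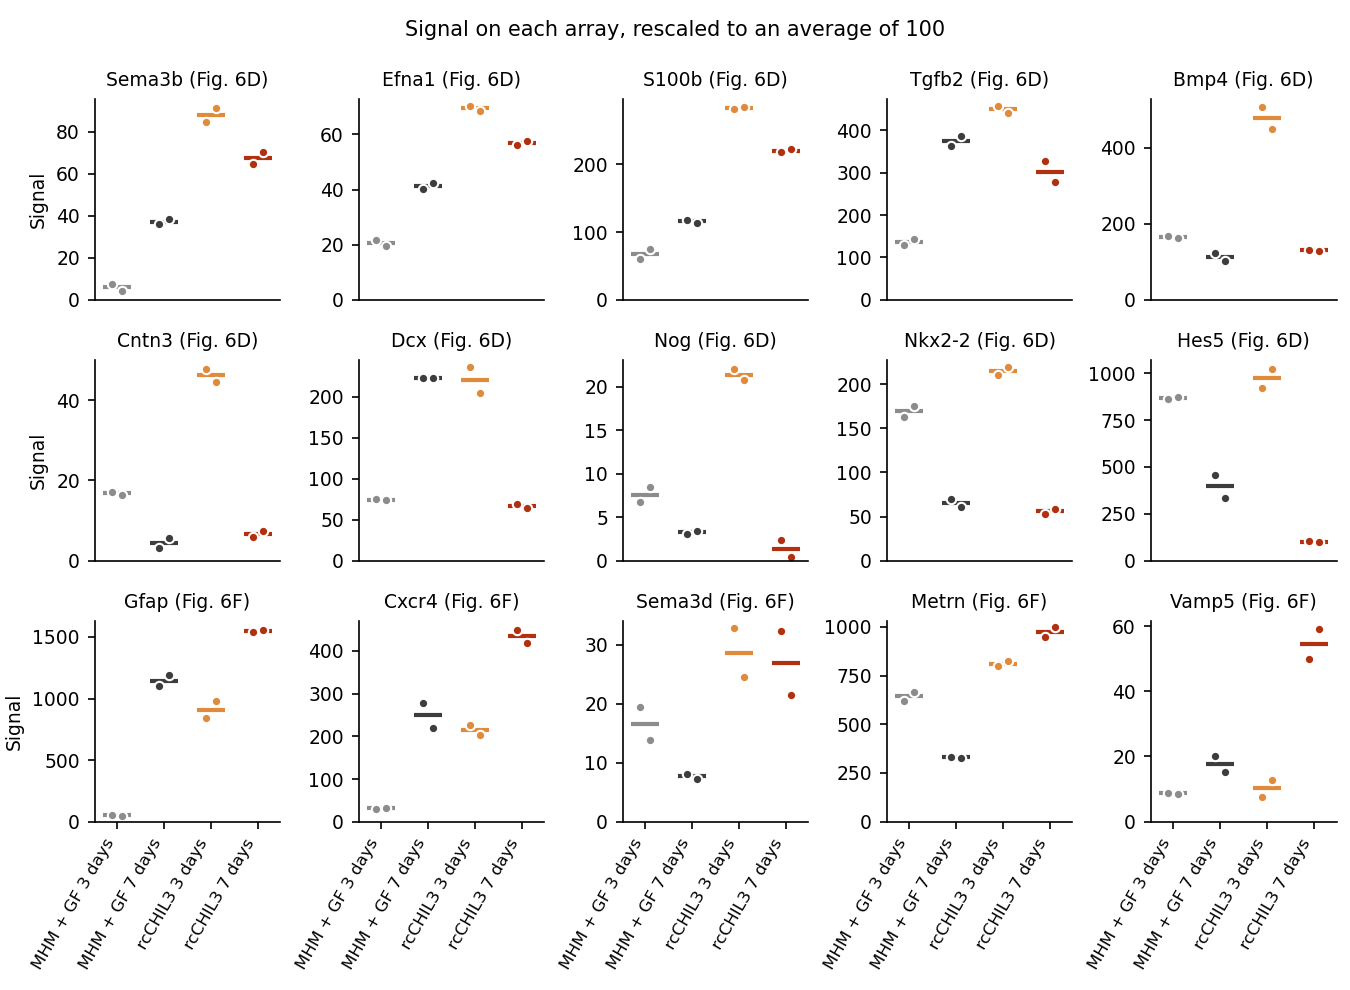
Signal of the 10 genes of Figure 6D and of 5 genes of Figure 6F on each of the 8 arrays (dots) with the group mean (bars), at the brightest probe set of each gene in its cluster, by medium and day; each linear axis starts at 0. Dcx is at 220 with rcCHIL3 and 74.4 with MHM + GF at 3 days, and at 67.2 and 223 at 7 days.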

Cluster 1 genes included 10 titles of genes related to the maintenance of neural stem/progenitor cells or neurogenesis according to the annotation of the protein database Swiss-Prot or publications (Figure 6D). For example, the cluster 1 gene *Tgfb2*, which is reported to be a Chp-secreted factor, promotes NSC colony formation (Silva-Vargas et al., 2016). 

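Tgfb2 encodes transforming growth factor beta 2, and all 3 of its cluster 1 probe sets were higher with rcCHIL3 at 3 days. At the brightest the signal was 449 ± 12.2 in rcCHIL3 and 137 ± 9.4 in MHM + GF (SD, n = 2 arrays), a log2 change of 1.58 (SE 0.09, adjusted p = 5.5e-08). The middle and the dimmest changed by 1.56 (SE 0.13) and 1.30 (SE 0.10). Tgfb2 also rose with time in MHM + GF, to 374 ± 17.4 at 7 days (1.33, SE 0.09, adjusted p = 2.1e-07). In rcCHIL3 it fell to 302 ± 35.4 at 7 days (-0.54, SE 0.09, adjusted p = 0.00056). At 7 days rcCHIL3 and MHM + GF differed by -0.29 at the brightest probe set (SE 0.09, adjusted p = 0.017), which did not pass the threshold without rcCHIL3 7 days replicate 2 (adjusted p = 0.16) or without MHM + GF 7 days replicate 2 (adjusted p = 0.093). It did not pass on the deposited scale (adjusted p = 0.28), without a filter (adjusted p = 0.051) or with the test given in the methods (unadjusted p = 0.14). At the middle and the dimmest probe set the difference was 0.20 (adjusted p = 0.24) and -0.22 (adjusted p = 0.084; unadjusted p = 0.024 with the test given in the methods). The decrease in the rcCHIL3 effect from 3 to 7 days was -1.88 (SE 0.12, adjusted p = 5.8e-07).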

*Nog*, a cluster 1 gene reported to play a major role in the neurogenic microenvironment of the brain (Lim et al., 2000), was examined in this study as a representative gene induced by CHIL3 in NSCs. 

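Nog encodes noggin, an extracellular inhibitor of BMPs, and its probe set was called present on the 2 rcCHIL3 arrays at 3 days and absent on the 6 others. Its signal was 21.4 ± 0.8 in rcCHIL3 and 7.6 ± 1.2 in MHM + GF at 3 days (SD, n = 2 arrays), at least 2.8-fold higher with rcCHIL3. At 7 days it was 1.4 ± 1.4 in rcCHIL3 and 3.3 ± 0.2 in MHM + GF, with no signal called present in either medium. These signals are under the filter of 50, so Nog was fitted together with all probe sets of the array. In that fit the difference at 3 days (adjusted p = 0.0017) and the fall from 3 to 7 days in rcCHIL3 (adjusted p = 0.00024) passed the threshold.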

Quantitative reverse-transcriptase polymerase chain reaction (qRT-PCR) analysis revealed that the expression of *Nog* in the group treated with rcCHIL3 for 3 days was more than 10 times higher than that in the group treated with MHM + GF for 3 days (Figure S6B). Expression of *Nog* was downregulated in the group treated with rcCHIL3 for 7 days, which is consistent with the expression pattern of cluster 1 genes. Immunostaining of neurospheres revealed that synthesis and secretion of Noggin on day 3 after rcCHIL3 treatment were prominent compared with those on day 3 after MHM + GF treatment, and high expression was observed for at least 7 days (Figure S6C). Cluster 2 genes that were associated with maintenance of neural stem/progenitor cells or neurogenesis comprised seven titles of genes, including *Spp1*, which has been proposed as a novel Chp factor for NSC activation (Silva-Vargas et al., 2016; Figure 6F). 

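Gfap, which encodes the intermediate filament of astrocytes and adult NSCs, rose most among the genes of Figure 6F at 3 days. Its signal was 910 ± 96.7 in rcCHIL3 and 52.0 ± 8.0 in MHM + GF at 3 days (SD, n = 2 arrays; log2 change 3.69, SE 0.09, adjusted p = 4e-10), and 1546 ± 12.3 and 1145 ± 62.6 at 7 days (0.43, SE 0.09, adjusted p = 0.0028). Cxcr4, the receptor of the chemokine CXCL12, rose by 2.20 at 3 days (SE 0.10, adjusted p = 1.8e-08) and by 0.76 at 7 days (SE 0.10, adjusted p = 0.00017). Metrn, which encodes the secreted glial regulator meteorin, rose by 0.32 at 3 days (SE 0.06, adjusted p = 0.0012), which was lost on the deposited scale (0.26, adjusted p = 0.088). It was at 973 ± 33.3 against 331 ± 3.8 at 7 days (SE of the log2 change 0.06, adjusted p = 2.5e-08). In MHM + GF, Gfap rose by 4.02 (SE 0.09) and Cxcr4 by 2.40 (SE 0.10) from 3 to 7 days, whereas Metrn fell by 0.92 on the log2 scale (SE 0.06, adjusted p = 3.3e-07). Between 3 and 7 days in rcCHIL3, Gfap rose by 0.76 (SE 0.09), Cxcr4 by 0.95 (SE 0.10) and Metrn by 0.26 (SE 0.06). Sema3d and Vamp5 were under the filter. The semaphorin gene Sema3d had signals of 28.7 ± 5.8 and 16.6 ± 4.0 at 3 days and 27.0 ± 7.7 and 7.7 ± 0.6 at 7 days in rcCHIL3 and MHM + GF. Vamp5 was called present on the rcCHIL3 arrays of 7 days alone, with a signal of 54.5 ± 6.3 against 17.6 ± 3.6, at least 3.1-fold higher. The 3 genes over the filter were higher with rcCHIL3 at both days (3 adjusted over the list alone), and the camera calls (adjusted p = 0.006 and 0.00746) had adjusted p = 0.112 at 3 days and adjusted p = 0.125 at 7 days with an estimated correlation. These genes were picked from the same arrays, which makes the counts no independent evidence.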

The complete gene list is shown in Data S1.

**Figure 6:**
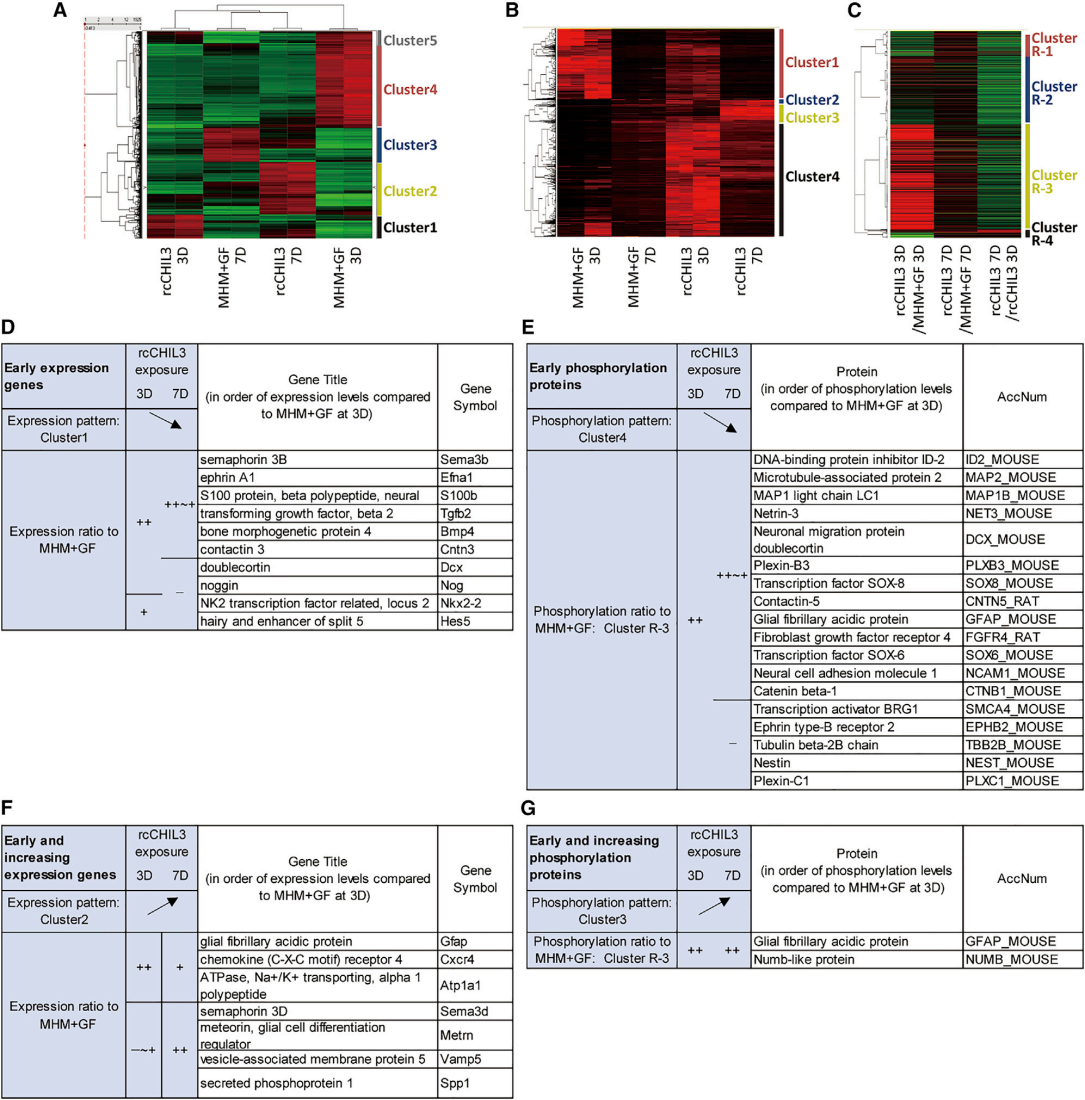
CHIL3 induces specific gene expression and protein phosphorylation in NSCs (A–C) Cluster analyses of gene expression levels (A; red, upregulated expression; green, downregulated expression), protein phosphorylation levels (B; red, higher levels of phosphorylation; dark red, lower levels of phosphorylation), and the ratio of phosphorylation levels between samples (C; red and green indicate the ratio of phosphorylation levels of >1 and <1, respectively) in rcCHIL3-treated NSCs relative to those in NSCs cultured with the control medium supplemented with GF (MHM + GF). NSCs cultured for 3 days or 7 days were subjected to microarray or phosphoproteome analysis (2 for each). See also Figure S7 for the culture protocol. Canonical pathways of the cluster 1 genes in (A) are provided in Figure S6A. (D–G) rcCHIL3-induced gene expression and protein phosphorylation associated with maintenance of neural stem/progenitor cells or neurogenesis in NSCs. CHIL3-induced responses are characterized as “early” (D and E) and “early and increasing” (F and G). The ratios of gene expression (D and F) and protein phosphorylation levels (E and G) in the rcCHIL3-treated groups to those in the MHM + GF-treated group of >2, 1–2, and 0–1 are designated as ++, +, and —, respectively. Complete lists of the genes, proteins with phosphorylated sites, and the results of cluster analysis are provided in Data S1 and S2.

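Genes of cell division were lower with rcCHIL3 than with MHM + GF at 3 days. All 29 measured mitosis genes fell, with a median log2 change of -2.23, and 23 of 24 DNA replication genes fell, with a median of -1.26 (29 and 23 adjusted over the list alone). Examples are Cdc20, an activator of the anaphase-promoting complex (-3.02, SE 0.08, adjusted p = 4.5e-10), the cyclin gene Ccnb2 (-2.98, SE 0.11), the proliferation marker Mki67 (-2.85, SE 0.10), Uhrf1 (-2.43, SE 0.09) and the replication helicase gene Mcm5 (-2.10, SE 0.08). At 7 days 27 mitosis genes and 22 DNA replication genes fell and none rose (28 and 22 adjusted over the list alone), each list with a median of -0.73. Both lists passed the camera test at 3 days (adjusted p = 2.86e-25 and 1.71e-14, and adjusted p = 0.0298 and 0.0287 with an estimated correlation). At 7 days they passed as well (adjusted p = 3.61e-13 and 3.24e-11), and for mitosis adjusted p = 0.0605 with an estimated correlation. The larger falls at 3 days included the carbonic anhydrase gene Car3 (-4.66, SE 0.14), the glutamate receptor gene Grm5 (-3.64, SE 0.11), the insulin-like growth factor binding protein genes Igfbp2 (-3.49, SE 0.08) and Igfbp4 (-3.06, SE 0.11), the GABA transporter gene Slc6a11 (-3.43, SE 0.13), A2m (-3.16, SE 0.06) and the mitotic genes Cdca8 (-3.12) and Cdca3 (-3.04). The largest falls at 7 days were ranked among genes with a mean signal of at least 200 in the brighter group. They were those of the transcription factor genes Dlx1, Insm1 and Dlx2, of Angptl4 (-2.53, SE 0.08) and the growth factor gene Mdk (-2.33, SE 0.09). Next came the replication factor genes Pclaf (-2.09) and Mcm5, Rnase4 (-2.01), the BMP antagonist gene Nbl1 (not called present with rcCHIL3) and Rgs5 (-1.86).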

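The MHM + GF arrays of 3 days stood apart from the other 6. The first principal component held 55.3% of the variance and separated them (-51.3 and -51.8) from the others (9.5 to 28.9). The root mean square log2 difference between group means was 0.390 for the rcCHIL3 groups of 3 and 7 days, 0.426 for rcCHIL3 and MHM + GF at 7 days and 0.562 for these media at 3 days, and between the arrays of a group it was 0.144 to 0.169. Average linkage joined the rcCHIL3 groups first, then MHM + GF at 7 days and then MHM + GF at 3 days. At 3 days 7872 of the 15679 probe sets differed between rcCHIL3 and MHM + GF (4341 higher and 3531 lower), and 1699 of them by at least 2-fold in mean signal. At 7 days 6899 differed (3343 higher and 3556 lower), 981 of them by at least 2-fold. Counted with the brightest probe set of each of 8975 genes, 4701 genes differed at 3 days and 3990 at 7 days. The rcCHIL3 effect itself differed between the days for 6490 probe sets. Over time, 8956 probe sets changed in MHM + GF and 5617 in rcCHIL3, the last 3731 without rcCHIL3 3 days replicate 2. The split between higher and lower depends on the scale of the arrays: higher probe sets made up 55.1% at 3 days and 48.5% at 7 days, and 42.6% and 63.8% without rescaling. Cluster 3 (195 tested probe sets) was higher with rcCHIL3 for 129 and lower for 27 at 3 days, with a median of 0.51, and lower for 158 and higher for none at 7 days. Cluster 4 (527 tested) was lower for 526 at 3 days, and lower for 278 and higher for 91 at 7 days. Cluster 5 (72 tested) was lower for 50 and higher for 3 at 3 days, and higher for 57 and lower for 6 at 7 days.

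**Figure D2:**
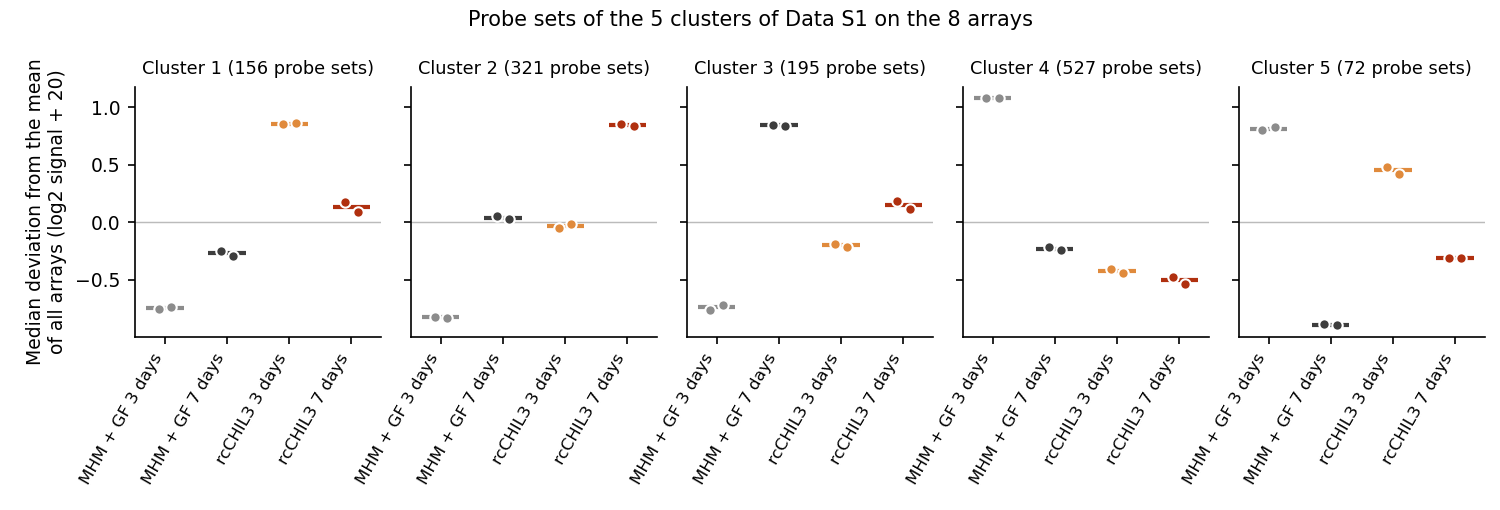
Probe sets of the 5 clusters on each of the 8 arrays (dots) with the group mean (bars), as the median deviation of log2(signal + 20) from each probe set's mean over all arrays. Cluster 4 lies at 1.08 in MHM + GF at 3 days and below 0 in the other groups.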

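For the 15 cluster 1 probe sets of the genes in Figure 6D, the ratio of mean signals between rcCHIL3 and MHM + GF was over 2 for 12 and between 1 and 2 for 3 at 3 days. At 7 days it was between 1 and 2 for 8 and under 1 for 7. S100b, at 1.90 here, has a ratio of 2.04 in the paper's Data S1, which is over 2. The probe sets under 1 at 7 days were those of Dcx (0.30), Nkx2-2 (0.86), Hes5 (0.26 and 0.47), Nog and 2 of the 3 of Tgfb2 (0.81 and 0.82). Nog was called absent in both media at 7 days, so its ratio there gives no direction. Cntn3 was called absent in MHM + GF at 7 days, and its ratio there is a lower bound (at least 1.5-fold). In the limma fit to all probe sets this difference did not pass the threshold (log2 change 0.13, adjusted p = 0.51). For the 7 cluster 2 probe sets of 5 genes in Figure 6F, the ratio at 3 days was over 2 for Gfap (10.35 to 17.51) and Cxcr4 (6.93) and between 1 and 2 for Sema3d (1.73), Metrn (1.26) and Vamp5. At 7 days it was over 2 for Sema3d (3.51), Metrn (2.94) and Vamp5 (3.10) and between 1 and 2 for Gfap (1.26 to 1.41) and Cxcr4 (1.74). Sema3d and Vamp5 are dim. Vamp5 was called absent in both media at 3 days, so its ratio there gives no direction, and in MHM + GF at 7 days, so its ratio there is a lower bound.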

The levels of phosphorylated proteins, which indicate functional activation of target proteins, in rcCHIL3-treated NSCs were examined. Cluster analysis revealed that rcCHIL3 induced early phosphorylation of cluster 4 proteins on day 3 (Figure 6B). The phosphorylation levels of cluster 3 proteins were increased on day 7 by rcCHIL3 treatment. Cluster analysis of the ratio also revealed that cluster R-3 proteins were markedly phosphorylated by rcCHIL3 on day 3 compared with those in the MHM + GF-treated group (rcCHIL3/MHM + GF on day 3 > 1) (Figure 6C). Nineteen proteins related to maintenance of neural stem/progenitor cells or neurogenesis were classified into cluster R-3 (Figures 6E and 6G). The complete list of phosphorylated proteins is shown in Data S2.

## Discussion

This study demonstrated that CHIL3 is a novel niche factor for NSCs. The findings of this study and specialized microanatomy of the adult mammalian V-SVZ suggest that NSCs receive the CHIL3 signal through direct contact with the AQP4-deficient SVZ vasculature and from the CSF through an apical ending to the ventricle. Thus, CHIL3 is a key niche factor for NSCs and promotes NSC expansion in the V-SVZ and NSC neurogenesis after NSCs migrate from the V-SVZ (for a presumptive mechanism, see Figure 7). CHIL3 is considered an intrinsic factor for the NSC niche because of its endogenous expression and distribution in the CSF. The principal sources of CHIL3 were VEGFR2-positive ECs of the microvasculature, ependymal cells of the ventricular wall, and Chp in the ventricle. Chp, which produces CSF, has been proposed as an NSC niche compartment that secretes novel candidate factors (Silva-Vargas et al., 2016). However, CHIL3 was not previously identified as a secretory protein. Preliminary data revealed expression of CHIL3 in endothelial tip cells of the developing retina and the serum, which indicated that CHIL3 is a critical neurogenic niche factor outside of the brain as well.

**Figure 7:**
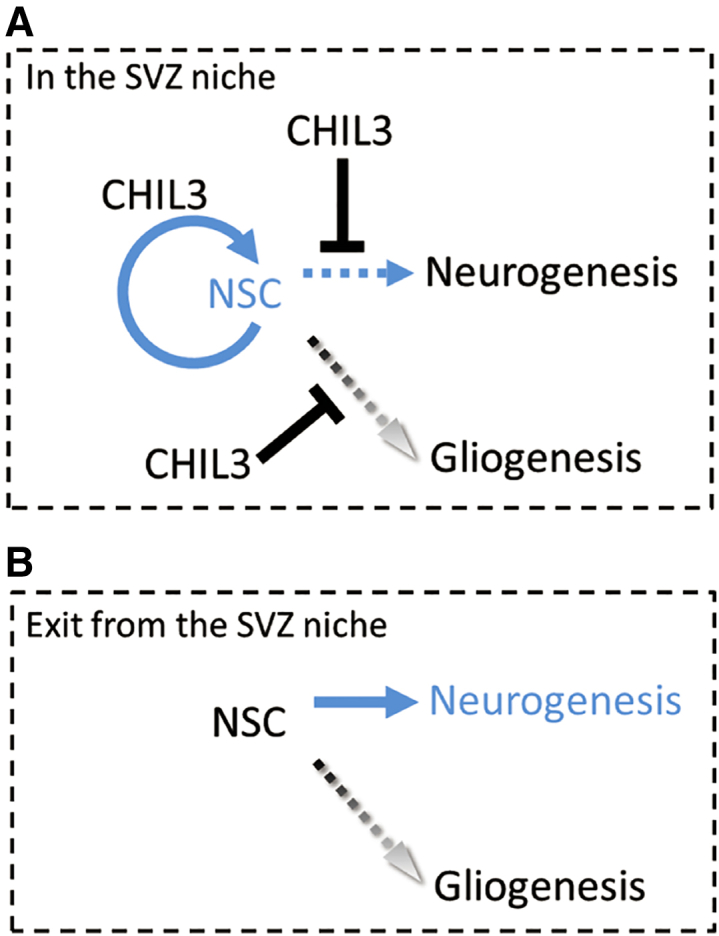
Schematic of the role of CHIL3 in the V-SVZ niche (A) CHIL3 promotes NSC self-renewal in the V-SVZ niche. Multipotent NSCs commit to neurogenesis rather than gliogenesis. (B) NSCs migrate from the niche with the CHIL3 signal and predominantly differentiate into neurons through transit-amplifying cells and neuroblasts.

The amino acid sequence of CHIL3 (also called ECF-L or Ym1) is highly conserved in the chitinase family, but CHIL3 does not exhibit chitinase activity (Bussink et al., 2007). In the CNS, CHIL3 is expressed in microglial cells (Ponomarev et al., 2007) and has been reported recently to induce NSCs to activate oligodendrogenesis in the V-SVZ of the experimental autoimmune encephalomyelitis model (Starossom et al., 2019). This discrepancy between promotion of neurogenesis and oligodendrogenesis can be attributed to the difference between non-pathological and inflammatory models and the different *in vitro* experimental protocols. Neural stem/progenitor cells are exposed to various signals in the niche microenvironment, including the CHIL3 signal. The migration of NSCs from the V-SVZ niche promotes their differentiation because of the absence of the CHIL3 signal. To mimic the dynamics of *in vivo* fate, NSCs were cultured with rcCHIL3, and the rcCHIL3-treated NSCs were allowed to differentiate in the absence of rcCHIL3 (see culture protocol in Figure S7). The results indicate that CHIL3 recruits neuronal lineage-committed neural stem/progenitor cells in the V-SVZ niche rather than supporting NSC maturation into the neuronal lineage. In contrast to the findings of this study, CHIL3-mediated oligodendrogenesis was observed in medium supplemented with CHIL3 (Starossom et al., 2019). A plausible explanation for this observation is that CHIL3 induces neuronal fate in the V-SVZ NSC niche but mediates oligodendrogenesis at inflammatory lesions away from the niche. In this study, the results of experiments with a cold injury model revealed CHIL3 expression in the vasculature of the brain lesion (Figure S5E). Ectopic expression of CHIL3 in various CNS disorders is expected to promote tissue repair. For example, chitinase-3-like protein 1 (CHI3L1), a human paralog of mouse CHIL3, has been widely studied as a biomarker of disease progression and tissue damage in multiple sclerosis (Burman et al., 2016), although its functions in the CNS remains unclear. Injury-related CHIL3 expression was detected in the experimental model of the cold-injured brain (Figure S5B) and ischemic retinopathy (Figure 5C). In humans, CHI3L1 signaling also plays a critical role in cancer and is increasingly applied as a therapeutic target for various malignancies, including glioma and colon cancer (Zhao et al., 2020). Further studies using mouse models or human/patient-derived induced pluripotent stem cells are needed to examine whether mouse CHIL3 and human CHI3L1 are involved in tissue repair in diseases of the CNS and other organs.

The *in vivo* infusion and *in vitro* neurosphere assays demonstrated that CHIL3 induced NSC expansion by promoting NSC self-renewal. NSCs have been reported to undergo slow division. Hence, expansion of NSCs is unlikely to enhance BrdU incorporation into neurospheres when cultured with BrdU *in vitro* and requires the BrdU^long^ regimen for *in vivo* visualization (see also Figure 1). The results of the neurosphere assay revealed the self-renewal capacity of rcCHIL3-treated neurospheres that were passaged in medium without rcCHIL3 (expressed as the number of tertiary neurospheres generated from neurosphere-initiating cells in rcCHIL3-treated secondary neurospheres; see culture protocol in Figure S7). The results of *in vivo* studies indicate that CHIL3 suppresses generation of transit-amplifying cells from NSCs (see the proposed model of CHIL3 functions in Figures 1B and 7A). Thus, the *in vitro* and *in vivo* data indicate that CHIL3 maintains NSCs with self-renewal capacity and promotes their commitment to the neuronal lineage in the neurogenic niche. Because we detected endogenous expression of CHIL3 in the SGZ of the hippocampus and retina, additional studies focused on these regions are expected to further reveal the biological effects of CHIL3 in neurogenic regions other than the SVZ.

Among approximately 2,000 differential proteins between ECFC-CM- and MSC-CM-specific spots identified in this study using differential proteomics analysis, the top 14 ECFC-CM-specific spots were subjected to MS and searched against the protein database. CHIL3, PEDF, and Gelsolin were identified, but the remaining four candidates could not be matched to the database, except for serotransferrin derived from serum in the medium (Figure 2G). EC-secreted soluble factors have been reported to modulate NSC activity and regulate NSC self-renewal (Shen et al., 2004). In particular, PEDF has been proposed as a candidate signal (Ramirez-Castillejo et al., 2006). PEDF alone could not sustain neurosphere formation in the absence of FGF-2 or EGF, whereas CHIL3 sustained neurosphere formation in medium not supplemented with FGF-2 or EGF and potentiated GF-induced generation of neurospheres. Further studies are needed to examine the synergistic activities of CHIL3 and PEDF as NSC niche factors. Gelsolin, which has been identified as an ECFC-specific protein in this study, is an actin-binding protein that has been reported to play a critical role in NSC migration (Kronenberg et al., 2010) and can be detected in the CSF (Lind et al., 2016). This study demonstrated that CHIL3 solely maintained NSCs with neuronal commitment. However, it is plausible that CHIL3 and several factors, including PEDF, Gelsolin, known GFs, and unknown proteins not identified in the differential proteomics analysis, synergistically maintain the neurogenic niche microenvironment.

The crystal structure of CHIL3 comprises a saccharide-binding site (Sun et al., 2001). Functional studies have demonstrated that CHIL3 does not bind to chitin (an oligomer of N-acetylglucosamine) but binds to saccharides with a free amine group, such as glucosamine and its oligomers (Chang et al., 2001). Transcriptome and phosphoproteome analyses did not reveal specific intracellular signaling of NSCs induced by CHIL3 but showed that CHIL3 activated large numbers of genes and proteins associated with maintenance of neural stem/progenitor cells or neurogenesis. 

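Targets of several signaling pathways changed with rcCHIL3, in both directions within most lists. The control medium contains FGF-2 and EGF, and the paper names no added growth factor for the rcCHIL3 medium of these arrays. Lower growth factor responses can therefore come from that difference, which these arrays cannot separate from an effect of CHIL3. Of the 20 measured genes that respond to growth factors through ERK, 10 fell and 3 rose at 3 days (10 and 3 adjusted over the list alone). The ETS factor genes Etv5 (-2.86, SE 0.11) and Etv4 (-2.35, SE 0.12) and the cyclin gene Ccnd1 (-2.56, SE 0.07) fell, and Myc rose (0.51, SE 0.09). Etv4 had a signal of 1.1 ± 0.2 with rcCHIL3 at 3 days (SD, n = 2 arrays). This is below the lowest signals called present on these arrays in Data S1 (3.56 and 2.92), so the size of its fall depends on the offset of 20. The median of the list was -0.21 and the camera call (adjusted p = 0.006) had adjusted p = 0.111 with an estimated correlation. At 7 days 4 rose, among them Egr2 (1.22, SE 0.08), and 6 fell, among them Il17rd (-1.35, SE 0.12), with 5 and 6 adjusted over the list alone (camera adjusted p = 0.788). Of the 6 BMP response genes, 5 rose at 3 days and none fell, with the BMP-induced genes Id4 (1.93, SE 0.08), Id1 (0.78, SE 0.07) and Id3 (0.70, SE 0.07) among them, and 4 rose at 7 days, with the same counts adjusted over the list alone. The camera calls for this list (adjusted p = 0.00675 and 0.00784) had adjusted p = 0.112 at 3 days and adjusted p = 0.13 at 7 days with an estimated correlation. Of the 13 Notch genes, 6 fell at 3 days, among them the ligand genes Dll3 (-1.51, SE 0.08), Jag1 (-1.43, SE 0.12) and Dll1 (-1.42, SE 0.07), and 3 rose, among them Notch2 (0.54, SE 0.13). At 7 days 8 fell and Hey1 rose (0.98, SE 0.08). The counts adjusted over the list alone were the same, and the camera calls (adjusted p = 0.017 and 0.013) had adjusted p = 0.112 at 3 days and adjusted p = 0.125 at 7 days with an estimated correlation. All 3 measured targets of Wnt and beta-catenin fell at 3 days, Ccnd1 and the Wnt inhibitor genes Apcdd1 (-1.13, SE 0.10) and Znrf3 (-0.27, SE 0.09), and Ccnd1 and Apcdd1 fell at 7 days, as they did adjusted over the list alone (camera adjusted p = 0.00675 and 0.033, and adjusted p = 0.112 and 0.139 with an estimated correlation). The Wnt call at 3 days also ended without a filter (adjusted p = 0.13). That at 7 days ended with a filter of 100 (adjusted p = 0.051), on the deposited scale (adjusted p = 0.073) and with the mean of all probe sets (adjusted p = 0.085). Of the 5 hedgehog genes, Gli2 (0.77, SE 0.09) and Smo (0.20, SE 0.08) rose and Ptch1 (-1.03, SE 0.08) and Gli3 (-0.29, SE 0.09) fell at 3 days, and 2 fell at 7 days, with the same counts adjusted over the list alone (camera adjusted p = 0.605 and 0.34). Of the 8 TGF-beta targets, 3 rose, among them Ccn1 (1.62, SE 0.11), and 3 fell, among them the fibronectin gene Fn1 (-2.37, SE 0.11), at 3 days, with a median of 0.06 and a mean of -0.20 (camera adjusted p = 0.605). At 7 days 4 rose, with Fn1 (2.21, SE 0.11) the largest, and Ccn2 fell (-1.87, SE 0.13). Adjusted over the list alone these counts were 3 and 3 at 3 days and 5 and 1 at 7 days, and the camera call at 7 days (adjusted p = 0.0302) had adjusted p = 0.13 with an estimated correlation. It also ended without a filter (adjusted p = 0.075) and with a filter of 100 (adjusted p = 0.15).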

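Markers of neuroblasts and neurons were higher with rcCHIL3 at 3 days for 11 of 20 genes and lower for 6, and at 7 days they were lower for 16 and higher for 1 (the same counts adjusted over the list alone). Dlx1, a transcription factor of interneuron precursors, was at 204 ± 9.4 in rcCHIL3 and 15.8 ± 3.2 in MHM + GF at 3 days (SD, n = 2 arrays; log2 change 2.65, SE 0.10, adjusted p = 2.4e-09) and at 39.9 ± 4.3 and 544 ± 4.0 at 7 days (-3.24, SE 0.10, adjusted p = 5.7e-09). Dlx2 changed in the same way (1.46, SE 0.16, and -2.48, SE 0.16), as did the neuronal tubulin gene Tubb3 (0.94, SE 0.12, and -1.61, SE 0.12). Insm1, a factor of neurogenic progenitors outside this list, rose by 0.82 at 3 days (SE 0.11) and fell by 2.95 on the log2 scale at 7 days (SE 0.11). Stmn2 rose at 3 days (1.88, SE 0.09), and Elavl3 was the 1 gene higher at 7 days (0.36, SE 0.08). The list did not pass the camera test at 3 days (adjusted p = 0.18) and passed it at 7 days with a mean log2 change of -1.09 (adjusted p = 5.23e-11, and adjusted p = 0.0418 with an estimated correlation). The call at 3 days depended on the processing, as the list passed without a filter (adjusted p = 0.041) and on the deposited scale (adjusted p = 0.0018). Of the 18 neural stem and progenitor genes, 9 fell at 3 days, among them the nestin gene Nes (-2.19, SE 0.13) and the EGF receptor gene Egfr (-1.83, SE 0.07), and 4 rose, among them Sox9 (0.58, SE 0.08) and Msi1 (0.48, SE 0.09). By flow cytometry the paper found a larger share of cells positive for CD15 and for the nestin reporter Venus with rcCHIL3 (Figure 3C). Nes on these arrays went the other way, but an RNA level and a share of reporter-positive cells are different measures. At 7 days 11 of the 18 genes fell, among them Egfr (-1.04, SE 0.07) and Olig2 (-0.96, SE 0.09), and Sox3 rose (0.43, SE 0.08). Adjusted over the list alone the lower counts were 10 and 12 and the higher counts 4 and 1, and the camera calls (adjusted p = 0.0188 and 0.000712) had adjusted p = 0.129 at 3 days and adjusted p = 0.0924 at 7 days with an estimated correlation. Of the 23 genes of quiescent NSCs, 13 rose at 3 days, among them Clu (2.46, SE 0.06), Ntsr2 (1.45, SE 0.07) and the water channel gene Aqp4 (1.41, SE 0.05), and Fgfr3 (-0.85, SE 0.06) was among the 3 that fell (14 and 3 adjusted over the list alone). The camera call at 3 days (adjusted p = 0.00428) had adjusted p = 0.209 with an estimated correlation, and at 7 days 5 rose and 3 fell (camera adjusted p = 0.788; the same counts adjusted over the list alone). Over all 28 lists, 15 passed the camera test at 3 days and 15 at 7 days, and 3 and 4 did with an estimated correlation. From the transcriptome and the phosphoproteome, the paper states that CHIL3 activated many genes and proteins linked to neural stem/progenitor maintenance or neurogenesis without revealing a specific intracellular signal, and proposes that it may act through several molecules of self-renewal and neuronal commitment.

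**Figure D3:**
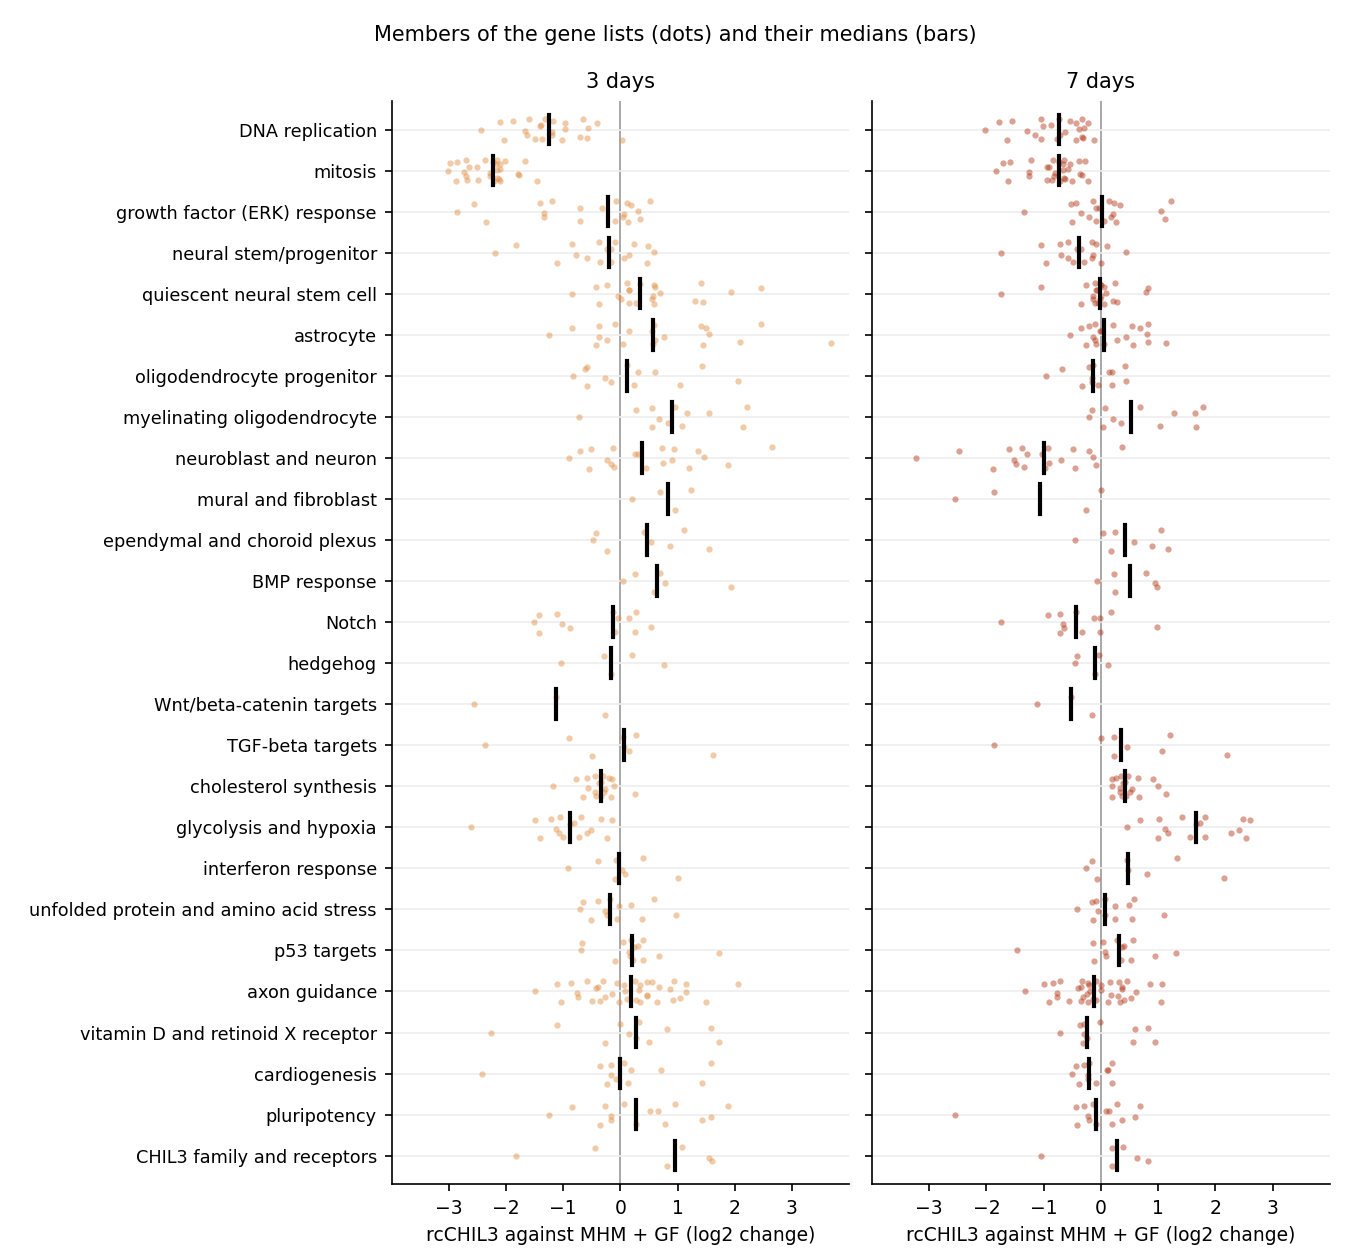
Log2 change with rcCHIL3 against MHM + GF for each measured member (dots) and the median (bars) of 26 gene lists at 3 and 7 days. Glycolysis and hypoxia genes have a median of -0.88 at 3 days and 1.67 at 7 days, and those of neuroblasts and neurons 0.38 at 3 days.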

CHIL3 is considered an EGFR ligand or a co-ligand because it induces the signaling molecules of the mitogen-activated protein kinase (MAPK) pathway to promote phosphorylation (Starossom et al., 2019). EGFR has an *N*-glycosylated extracellular domain. Interleukin-13 receptor subunit alpha-2, transmembrane protein 219, galectin-3, and CD44 have been identified as receptors of human CHI3L1 (reviewed in Zhao et al., 2020). The findings of this study suggest that CHIL3 may act as a positive modulator through activation of multiple molecules related to NSC self-renewal and neuronal commitment rather than targeting a specific intracellular signaling pathway. Development and phenotyping of a CHIL3 knockout or conditional knockout mouse model may elucidate the mechanisms underlying CHIL3 signaling.

Numb promotes neurogenesis by inhibiting the Notch pathway. This study demonstrated that CHIL3 elicited early and increased phosphorylation of Numb (cluster 3 and cluster R-3 in Figures 6B, 6C, and 6G). The phosphorylated site was S295 (Data S2), which corresponded with Numb phosphorylation at serine 7 and 295, involved in regulation of the polarity of radial glial cells during mammalian development (Smith et al., 2007). Phosphorylation is required to restrict Numb localization to the lateral membrane of polarized cells, which downregulates the levels of active Numb and, consequently, maintains radial glial cells in their progenitor state by activating Notch (Lui et al., 2011). In contrast, a daughter cell exhibits upregulated levels of active Numb, which leads to inhibition of Notch signaling and enhances neuronal differentiation. This mechanism of Numb phosphorylation is presumptive to the CHIL3 niche signal that maintains NSCs in the V-SVZ. NSCs undergo neurogenesis when they migrate from the V-SVZ niche (see also Figure 7). This asymmetric localization of Numb has been observed not only in dividing cells of the brain but also in progenitors of the retina (Kechad et al., 2012). In this study, expression of CHIL3 was detected in neovascular cells of the retina (Figure 5).

Using differential proteomics analysis, this study identified CHIL3 as an ECFC-specific secreted factor along with PEDF and Gelsolin. CHIL3 was demonstrated to be a novel niche factor for NSCs because it promoted NSC self-renewal and commitment to the neuronal lineage. Endogenous expression of CHIL3 was observed in the neurogenic niche of the brain and retina. In the V-SVZ of the brain, specialized VEGFR2-positive ECs, ependymal cells of the ventricular wall, and the Chp in the ventricle comprised the niche microenvironment of CHIL3. A diverse repertoire of intracellular factors mediated by CHIL3 suggests spatiotemporal regulation of NSCs in the V-SVZ niche. The molecular mechanisms of CHIL3 must be elucidated by investigating temporal subpopulations of NSCs and their progeny (quiescent NSCs, activated NSCs, transit-amplifying cells, and neuroblasts) (Codega et al., 2014; Pastrana et al., 2009).

## Experimental procedures

A detailed description of materials and methods can be found in the supplemental experimental procedures.

### Resource availability

#### Corresponding author

Requests for resources, reagents, and protocols should be addressed to and will be fulfilled by the corresponding author, J.N. ().

#### Materials availability

Unique reagents generated in this study are available upon request from the corresponding author.

### Animals

All animal-related procedures were approved by the Laboratory Animal Care and Use Committee of Keio University and were conducted in accordance with the guidelines of the National Institutes of Health. Adult (8- to 10-week-old) wild-type C57BL/6J mice, wild-type ICR mouse embryos, and adult CAG-EGFP transgenic mice were purchased from SLC (Shizuoka, Japan). E/nestin:dVenus transgenic mouse embryos (Sunabori et al., 2008) were bred in the animal facility at Keio University School of Medicine (Tokyo, Japan). Adult Tie2-GFP transgenic mice (The Jackson Laboratory, Bar Harbor, ME, USA) were obtained courtesy of H. Toriumi (Neurology, Keio University School of Medicine). Adult Flk1-GFP BAC; Flt1-tdsRed BAC double-transgenic mice (Matsumoto et al., 2012) were established and provided by M. Ema (University of Tsukuba, Ibaraki, Japan).

### Cell culture and CM

ECFCs were established under adherent culture conditions for 21 days *in vitro* (DIV) from adult murine bone marrow mononuclear cells (Suzuki et al., 2010). ECFCs were lifted and cultured for another 14 DIV to obtain committed mature ECs. Aliquots of ECFCs and mature ECs were processed for validation of the immunocytochemical phenotypes. A mouse brain endothelioma cell line (bEnd.3 cells, CRL-2299, American Type Culture Collection, Manassas, VA, USA) were cultured according to the manufacturer’s instructions. MSCs were isolated from whole bone marrow cells of adult mice by their adherence to plastic. Neurospheres were generated from embryonic day 14 or adult mouse forebrain striatum cells by the floating culture method in control medium of MHM supplemented with FGF-2 and EGF, as described previously with some modifications (Kase et al., 2019).

At the end of the culture period, ECFCs, mature ECs, EC lines, and MSCs were washed and cultured with MHM for another 1 DIV. CM was then collected and filtered. For immunoblot analysis, MHM was made without transferrin. For immunoblotting and *in vivo* intraventricle infusion, CM were concentrated with Amicon Ultra centrifugal filter devices (UFC9 010, UFC8 010, Millipore) at 2,380 × *g* for 30 min. Sample volumes were recovered at approximately 45-fold concentration.

### Immunostaining

Adult mouse forebrains were cut coronally through the anterior part of the lateral ventricles (from the level of the bregma to 1.2 mm rostral) and the olfactory bulb. Eyes isolated from mice were prepared for whole-mount samples. Indirect immunofluorescence was carried out with standard protocols and in more than two independent experiments to confirm immunoreactivity.

### Differential proteomics

Proteins were extracted from ECFC-CM and MSC-CM after removal of albumin, immunoglobulin G (IgG), and transferrin. Samples were labeled with fluorescence and processed for 2D-DIGE. Proteins were separated according to isoelectronic point and mass. After spot detection and statistical analysis, spots of interest were picked from the ECFC-CM gel, digested, and analyzed via nanoLC-MS/MS. The protein databases Swiss-Prot and NCBInr were searched using the nanoLC-MS/MS data with a Mascot search engine (Matrix Science, Boston, MA, USA).

### rcCHIL3 and *Chil3* knockdown

rcCHIL3 was produced from HEK293T cells that were transfected with the gene encoding *Chil3* using standard protocols. For *Chil3* knockdown experiments, *Chil3* siRNA was prepared by the Sigma Genosys siRNA Service (Sigma-Aldrich) and designed as follows: sense strand, 5′-GAUCAAGUUCAACGGUUUUUC-3′, anti-sense strand, 5′-AAAACCGUUGAACUUGAUCUU-3′. The optimal concentration of *Chil3* siRNA to effectively deplete CHIL3 in ECFC-CM was determined (Figure S4A). Cells transfected with *Chil3* DNA or *Chil3* siRNA were washed and cultured with MHM for another 1 DIV. CM of CHIL3-expressing HEK293T (rcCHIL3) or CHIL3-depleted ECFCs (siChil3:ECFC-CM) was then collected.

### Microarray analysis and qRT-PCR

Secondary neurospheres were cultured with rcCHIL3 or MHM + GF for 3 or 7 DIV (Figure S7). Total RNA was isolated from neurospheres and applied to DNA microarray analysis using Affymetrix Gene Chip technology. Total RNA isolated from neurospheres, V-SVZ cells, and heart muscle cells was also processed for qRT-PCR with the following *Nog* primers: forward, 5′-TGCTGTACGCGTGGAATGA-3′; reverse, 5′-TGAGGTGCACAGACTTGGATG-3′.

### Quantitative phosphoproteome analysis

Proteins were extracted from secondary neurospheres cultured with rcCHIL3 or MHM + GF for 3 or 7 DIV and processed for phosphoproteome analysis based on nanoLC-MS/MS (Figure S7). Peptides and proteins were identified, and the peak areas of each phosphopeptide were subjected to cluster analysis.

### *In vivo* intraventricle infusion and BrdU labeling

ECFC-CM, rcCHIL3, anti-CHIL3 antibody (rabbit polyclonal, 01404, STEMCELL Technologies, Vancouver, BC, Canada), isotype control antibody (rabbit polyclonal IgG, ab27472, Abcam, Cambridge, MA, USA), or vehicle (αMEM against ECFC-CM or MHM against rcCHIL3) was infused into the mouse right lateral ventricle for 7 days. rcCHIL3 and ECFC-CM were concentrated (8.9 μg/mL of rcCHIL3 on average, measured by ELISA, two independent experiments). Antibodies were purified with an antibody purification kit (ab102784, Abcam).

For BrdU^long^, BrdU (B5002, Sigma-Aldrich) was administered to adult mice through their drinking water (1 mg/mL) for 14 days (Figure 1). After BrdU administration, the mice were allowed to survive another 7 days without BrdU. Adult mice in the BrdU^short^ group were injected intraperitoneally with BrdU (50 mg/kg, 50 μL of 25 mg/mL) 3 h prior to sacrifice on the last day of the infusion. Mice in the BrdU^short-1d^ or BrdU^short-3d^ groups received BrdU 1 day or 3 days after termination of the infusion, respectively (Figures 1 and 3G).

### Oxygen-induced retinopathy and cold injury of the brain

Post-natal day 8 mice with nursing mothers were maintained for 3 days in 85% oxygen and then placed back in room air with modification as described previously (Kubota et al., 2009). The established vasculature was obliterated by hyperoxic insult, resulting in an ischemic area. Subsequently, revascularization occurred to recover normal vasculature.

Cold injury was induced in the adult mouse forebrain as described previously (Suzuki et al., 2010). A 2-mm-diameter metal probe, cooled in liquid nitrogen, was placed through the hole drilled into the skull and applied to the dura mater for 30 s. Neovascularization by ECs expressing vascular Nestin was established at the injury site within 14 days.

### Statistics

All results are expressed as mean ± SEM. Comparisons between the mean variables of 2 groups were made by 2-tailed Student’s t test. p values less than 0.05 were considered to be statistically significant.

## Author contributions

Conceptualization, J.N.; methodology, J.N., S. Suzuki, S. Shibata, Y.K., K.Y., Y.M., Y.I., K.S., and H.O.; investigation, J.N., S. Suzuki, S. Shibata, Y.K., N.K., K.Y., R.Y., and T.M.; manuscript preparation, J.N.; manuscript review and editing, Y.K., K.S., and H.O.; funding acquisition, J.N.

## Data Availability

The accession number for the microarray data in this paper is the GEO database (https://www.ncbi.nlm.nih.gov/geo/): GSE57794. The accession number for the phosphoproteome analyses in this paper is the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the jPOST partner repository (https://jpostdb.org): PXD037411.

## References

[bib1] Akter M., Kaneko N., Sawamoto K. (2021). Neurogenesis and neuronal migration in the postnatal ventricular-subventricular zone: similarities and dissimilarities between rodents and primates. Neurosci. Res..

[bib2] Burman J., Raininko R., Blennow K., Zetterberg H., Axelsson M., Malmeström C. (2016). YKL-40 is a CSF biomarker of intrathecal inflammation in secondary progressive multiple sclerosis. J. Neuroimmunol..

[bib3] Bussink A.P., Speijer D., Aerts J.M.F.G., Boot R.G. (2007). Evolution of mammalian chitinase(-like) members of family 18 glycosyl hydrolases. Genetics.

[bib4] Castro-Garcia P., Díaz-Moreno M., Gil-Gas C., Fernández-Gómez F.J., Honrubia-Gómez P., Álvarez-Simón C.B., Sánchez-Sánchez F., Cano J.C.C., Almeida F., Blanco V. (2015). Defects in subventricular zone pigmented epithelium-derived factor niche signaling in the senescence-accelerated mouse prone-8. Faseb. J..

[bib5] Chambers S.E.J., Pathak V., Pedrini E., Soret L., Gendron N., Guerin C.L., Stitt A.W., Smadja D.M., Medina R.J. (2021). Current concepts on endothelial stem cells definition, location, and markers. Stem Cells Transl. Med..

[bib6] Chang N.C., Hung S.I., Hwa K.Y., Kato I., Chen J.E., Liu C.H., Chang A.C. (2001). A macrophage protein, Ym1, transiently expressed during inflammation is a novel mammalian lectin. J. Biol. Chem..

[bib7] Codega P., Silva-Vargas V., Paul A., Maldonado-Soto A.R., Deleo A.M., Pastrana E., Doetsch F. (2014). Prospective identification and purification of quiescent adult neural stem cells from their in vivo niche. Neuron.

[bib8] Critser P.J., Yoder M.C. (2010). Endothelial colony-forming cell role in neoangiogenesis and tissue repair. Curr. Opin. Organ Transplant..

[bib9] Cui X., Gooch H., Petty A., McGrath J.J., Eyles D. (2017). Vitamin D and the brain: genomic and non-genomic actions. Mol. Cell. Endocrinol..

[bib10] Doetsch F., Caillé I., Lim D.A., García-Verdugo J.M., Alvarez-Buylla A. (1999). Subventricular zone astrocytes are neural stem cells in the adult mammalian brain. Cell.

[bib11] Jakobsson L., Franco C.A., Bentley K., Collins R.T., Ponsioen B., Aspalter I.M., Rosewell I., Busse M., Thurston G., Medvinsky A. (2010). Endothelial cells dynamically compete for the tip cell position during angiogenic sprouting. Nat. Cell Biol..

[bib12] Kase Y., Otsu K., Shimazaki T., Okano H. (2019). Involvement of p38 in age-related decline in adult neurogenesis via modulation of wnt signaling. Stem Cell Rep..

[bib13] Kechad A., Jolicoeur C., Tufford A., Mattar P., Chow R.W.Y., Harris W.A., Cayouette M. (2012). Numb is required for the production of terminal asymmetric cell divisions in the developing mouse retina. J. Neurosci..

[bib14] Kronenberg G., Gertz K., Baldinger T., Kirste I., Eckart S., Yildirim F., Ji S., Heuser I., Schröck H., Hörtnagl H. (2010). Impact of actin filament stabilization on adult hippocampal and olfactory bulb neurogenesis. J. Neurosci..

[bib15] Kubota Y., Takubo K., Shimizu T., Ohno H., Kishi K., Shibuya M., Saya H., Suda T. (2009). M-CSF inhibition selectively targets pathological angiogenesis and lymphangiogenesis. J. Exp. Med..

[bib16] Lim D.A., Tramontin A.D., Trevejo J.M., Herrera D.G., García-Verdugo J.M., Alvarez-Buylla A. (2000). Noggin antagonizes BMP signaling to create a niche for adult neurogenesis. Neuron.

[bib17] Lind A.L., Emami Khoonsari P., Sjödin M., Katila L., Wetterhall M., Gordh T., Kultima K. (2016). Spinal cord stimulation alters protein levels in the cerebrospinal fluid of neuropathic pain patients: a proteomic mass spectrometric analysis. Neuromodulation.

[bib18] Lui J.H., Hansen D.V., Kriegstein A.R. (2011). Development and evolution of the human neocortex. Cell.

[bib19] Matsumoto K., Azami T., Otsu A., Takase H., Ishitobi H., Tanaka J., Miwa Y., Takahashi S., Ema M. (2012). Study of normal and pathological blood vessel morphogenesis in Flt1-tdsRed BAC Tg mice. Genesis.

[bib20] Obernier K., Alvarez-Buylla A. (2019). Neural stem cells: origin, heterogeneity and regulation in the adult mammalian brain. Development.

[bib21] Palmer T.D., Willhoite A.R., Gage F.H. (2000). Vascular niche for adult hippocampal neurogenesis. J. Comp. Neurol..

[bib22] Pastrana E., Cheng L.C., Doetsch F. (2009). Simultaneous prospective purification of adult subventricular zone neural stem cells and their progeny. Proc. Natl. Acad. Sci. USA.

[bib23] Ponomarev E.D., Maresz K., Tan Y., Dittel B.N. (2007). CNS-derived interleukin-4 is essential for the regulation of autoimmune inflammation and induces a state of alternative activation in microglial cells. J. Neurosci..

[bib24] Ramírez-Castillejo C., Sánchez-Sánchez F., Andreu-Agulló C., Ferrón S.R., Aroca-Aguilar J.D., Sánchez P., Mira H., Escribano J., Fariñas I. (2006). Pigment epithelium-derived factor is a niche signal for neural stem cell renewal. Nat. Neurosci..

[bib25] Shen Q., Goderie S.K., Jin L., Karanth N., Sun Y., Abramova N., Vincent P., Pumiglia K., Temple S. (2004). Endothelial cells stimulate self-renewal and expand neurogenesis of neural stem cells. Science.

[bib26] Shen Q., Wang Y., Kokovay E., Lin G., Chuang S.M., Goderie S.K., Roysam B., Temple S. (2008). Adult SVZ stem cells lie in a vascular niche: a quantitative analysis of niche cell-cell interactions. Cell Stem Cell.

[bib27] Siemerink M.J., Klaassen I., Van Noorden C.J.F., Schlingemann R.O. (2013). Endothelial tip cells in ocular angiogenesis: potential target for anti-angiogenesis therapy. J. Histochem. Cytochem..

[bib28] Silva-Vargas V., Maldonado-Soto A.R., Mizrak D., Codega P., Doetsch F. (2016). Age-dependent niche signals from the choroid plexus regulate adult neural stem cells. Cell Stem Cell.

[bib29] Smith C.A., Lau K.M., Rahmani Z., Dho S.E., Brothers G., She Y.M., Berry D.M., Bonneil E., Thibault P., Schweisguth F. (2007). aPKC-mediated phosphorylation regulates asymmetric membrane localization of the cell fate determinant Numb. EMBO J..

[bib30] Soares R., Ribeiro F.F., Lourenço D.M., Rodrigues R.S., Moreira J.B., Sebastião A.M., Morais V.A., Xapelli S. (2021). The neurosphere assay: an effective in vitro technique to study neural stem cells. Neural Regen. Res..

[bib31] Starossom S.C., Campo Garcia J., Woelfle T., Romero-Suarez S., Olah M., Watanabe F., Cao L., Yeste A., Tukker J.J., Quintana F.J. (2019). Chi3l3 induces oligodendrogenesis in an experimental model of autoimmune neuroinflammation. Nat. Commun..

[bib32] Sun Y.J., Chang N.C., Hung S.I., Chang A.C., Chou C.C., Hsiao C.D. (2001). The crystal structure of a novel mammalian lectin, Ym1, suggests a saccharide binding site. J. Biol. Chem..

[bib33] Sunabori T., Tokunaga A., Nagai T., Sawamoto K., Okabe M., Miyawaki A., Matsuzaki Y., Miyata T., Okano H. (2008). Cell-cycle-specific nestin expression coordinates with morphological changes in embryonic cortical neural progenitors. J. Cell Sci..

[bib34] Suzuki S., Namiki J., Shibata S., Mastuzaki Y., Okano H. (2010). The neural stem/progenitor cell marker nestin is expressed in proliferative endothelial cells, but not in mature vasculature. J. Histochem. Cytochem..

[bib35] Tavazoie M., Van der Veken L., Silva-Vargas V., Louissaint M., Colonna L., Zaidi B., Garcia-Verdugo J.M., Doetsch F. (2008). A specialized vascular niche for adult neural stem cells. Cell Stem Cell.

[bib36] Zhao T., Su Z., Li Y., Zhang X., You Q. (2020). Chitinase-3 like-protein-1 function and its role in diseases. Signal Transduct. Targeted Ther..

# Supplementary material for: Chitinase-like protein 3: A novel niche factor for mouse neural stem cells
**Source:** Stem Cell Reports. 2022 Nov 10;17(12):2704–17. doi: 10.1016/j.stemcr.2022.10.012
**Supplement:** Document S1. Figures S1–S7 and supplemental experimental procedures

**Supplemental Information**

**Chitinase-like protein 3: A novel niche factor for mouse neural stem cells**

**Jun Namiki, Sayuri Suzuki, Shinsuke Shibata, Yoshiaki Kubota, Naoko Kaneko, Kenji Yoshida, Ryo Yamaguchi, Yumi Matsuzaki, Takeshi Masuda, Yasushi Ishihama, Kazunobu Sawamoto, and Hideyuki Okano**

Figure S1

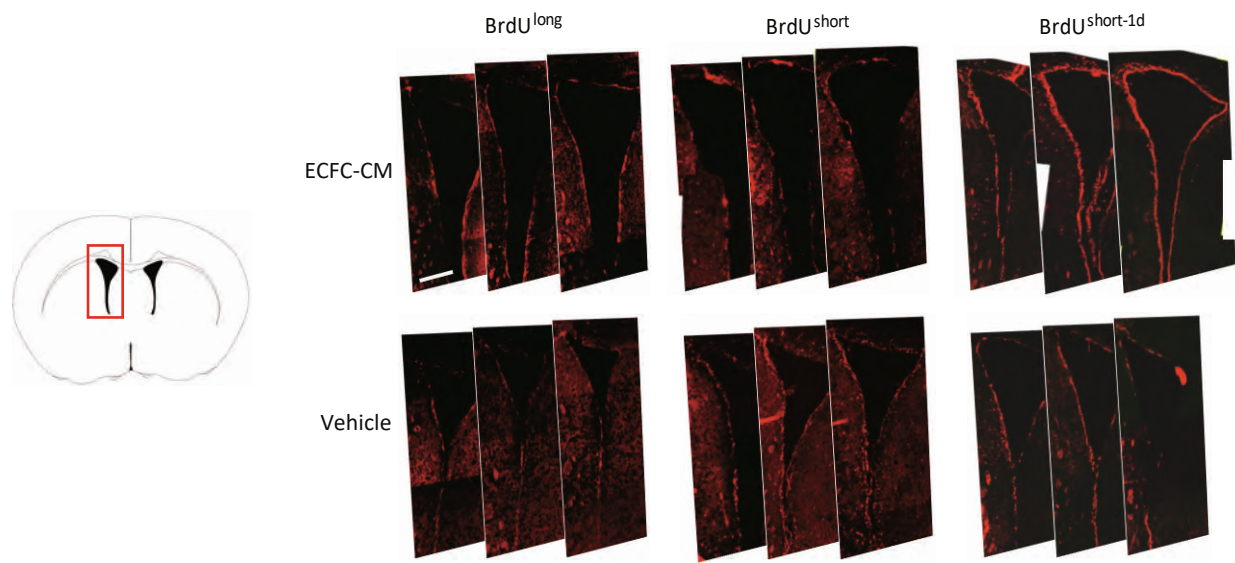

**Figure S1. Immunostaining of BrdU-labeled cells (red) in the adult V-SVZ (related to Figure 1).** ECFC-CM or vehicle was infused into the lateral ventricle for 7 days and assigned to distinct regimens of BrdU administration: BrdU<sup>long</sup>, BrdU<sup>short</sup>, or BrdU<sup>short-1d</sup>. Coronal sections were prepared through the anterior part of the lateral ventricles. Representative immunofluorescence images of the ventricular zone (red square) were shown. Scale bar, 200  $\mu$ m.

Figure S2

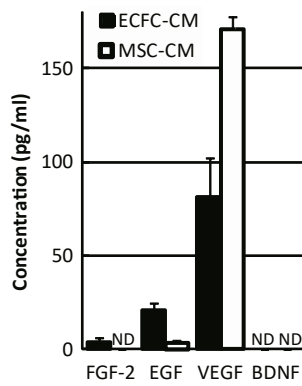

**Figure S2. Concentrations of known growth factors in ECFC-CM and MSC-CM measured by ELISA (related to Figures 2B and 2C).** ND, not detected. 2 or 3 independent experiments.

Figure S3

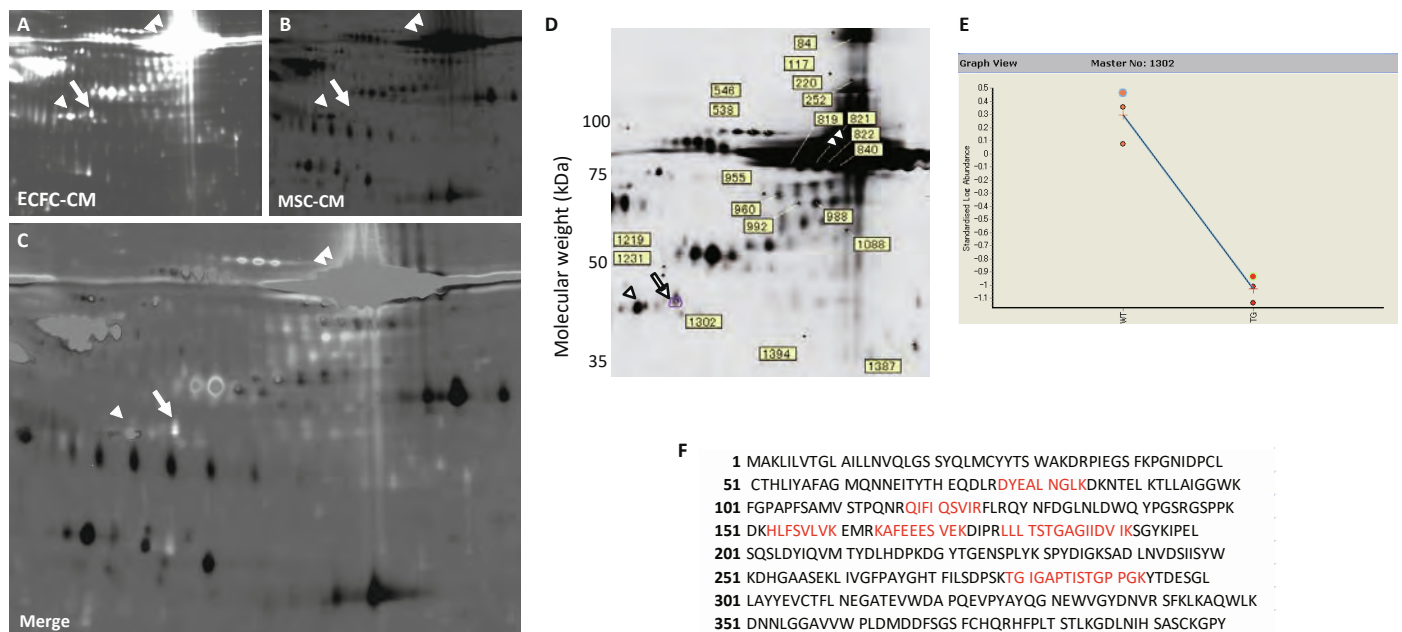

**Figure S3. ECFC-CM-specific spots in 2D-DIGE (related to Figures 2D-2G).** (A-C) Gray-scale images of 2D-DIGE showing spots from ECFC-CM (white in A and C) and MSC-CM (black in B and C). Arrow, the most ECFC-CM-specific spot; arrowheads and double arrowheads, nonspecific spots of  $\beta$ -actin and transferrin, respectively. (D) Spots of ECFC-CM for which the protein abundance ratio (ECFC-CM/MS-CM) was  $> 4$  (3 independent experiments,  $p < 0.01$ ). Numbers correspond to Master No. in Figure 2G. (E) The spot most specific to ECFC-CM exposure (No. 1302) showing 22.3-fold more abundant than the corresponding spot after MSC-CM exposure ( $p = 0.0005$ ). (F) Matched peptides of spot 1302 with the protein database search. The eluate of spot 1302 was processed for nanoLC-MS/MS and matched with seven peptides (red) from CHIL3 (sequence coverage = 16% of 398 amino acids, protein score = 370) in Swiss-Prot and NCBI nr.

Figure S4

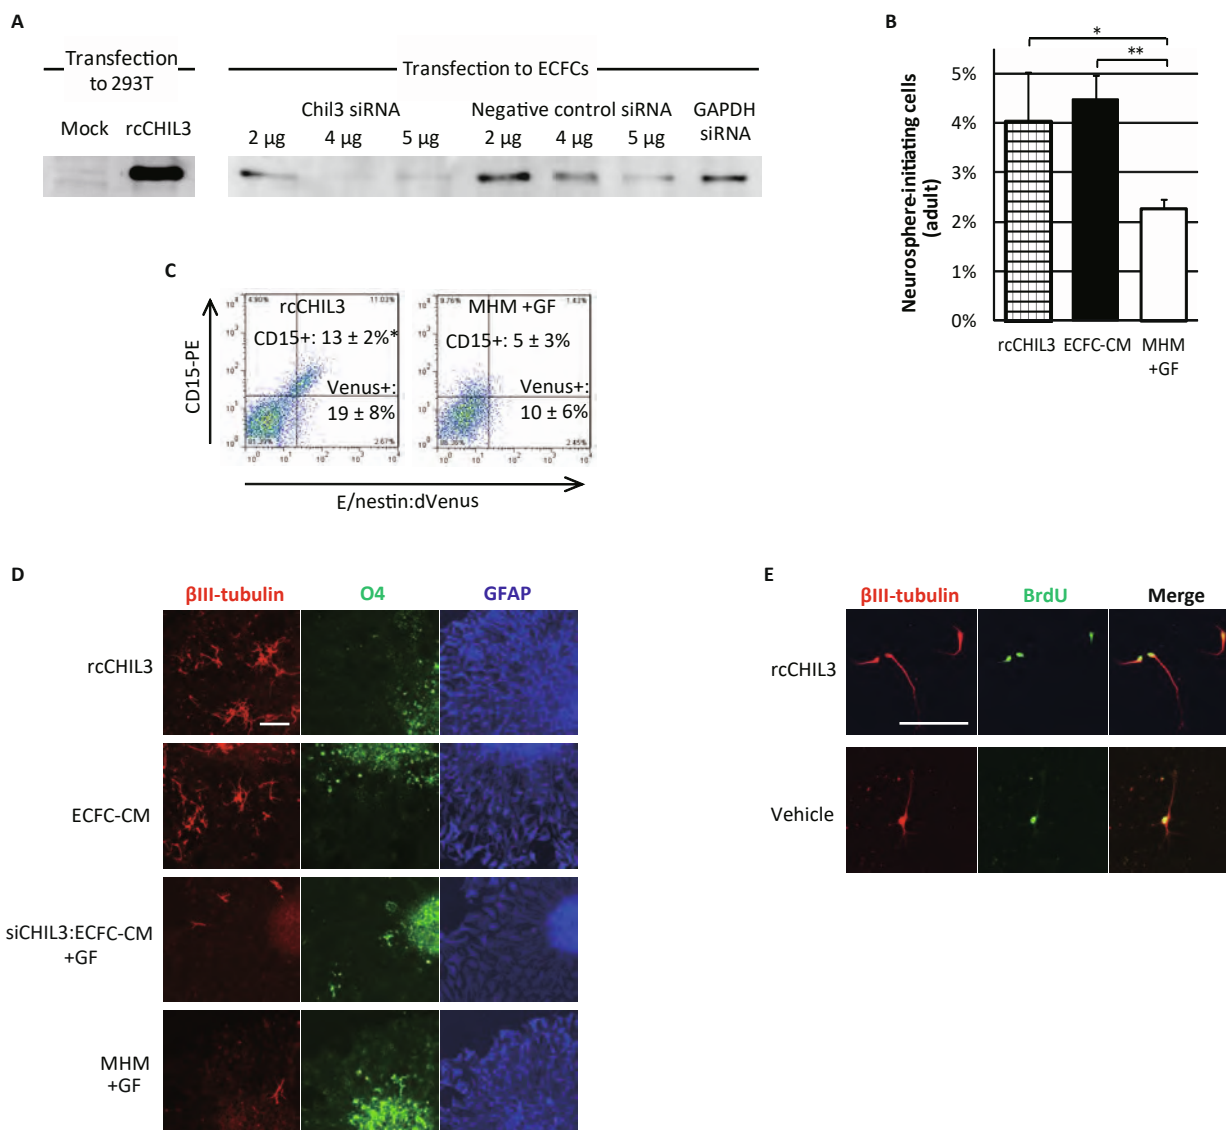

**Figure S4. The neurosphere assay, flow cytometry of NSC markers, differentiation of neurospheres, and ex vivo differentiation of V-SVZ cells showing that rcCHIL3 promotes NSC self-renewal and neurogenesis (related to Figures 3A-3F).** (A) Immunoblotting of rcCHIL3 and *Chil3* siRNA using CHIL3 antibody. Recombinant Venus protein was made as a mock experiment. siRNA that had no homology to any known mammalian gene was used as a negative control. CHIL3 was effectively depleted in ECFC-CM with *Chil3* siRNA of 4 or 5 µg/well. (B) Adult neurosphere assay with rcCHIL3, ECFC-CM, or MHM + GF. Data are mean ± SEM, \**p* < 0.05, \*\**p* < 0.01. 5 or 10 independent experiments. (C) Plots of flow cytometry showing expression levels of CD15 and Venus in the neurosphere cells treated with rcCHIL3 or MHM + GF. E/nestin:dVenus, a destabilized fluorescent protein Venus under the control of *Nes* second intronic enhancer. \**p* < 0.05, t-test versus MHM + GF controls. (D) Triple labeling immunocytochemistry after differentiation of neurospheres treated with rcCHIL3, ECFC-CM, siCHIL3:ECFC-CM+GF, or MHM + GF. βIII-tubulin (neurons, red), O4 (oligodendrocytes, green), and GFAP (astrocytes, blue). (E) Double labeling images of SVZ NSCs after ex vivo differentiation. βIII-tubulin (neurons, red) and BrdU (green). Adult mouse SVZ cells were dissected after 7 days of ventricular infusion with rcCHIL3 or vehicle, and cultured to differentiate with BrdU. Scale bar, 100 µm.

Figure S5

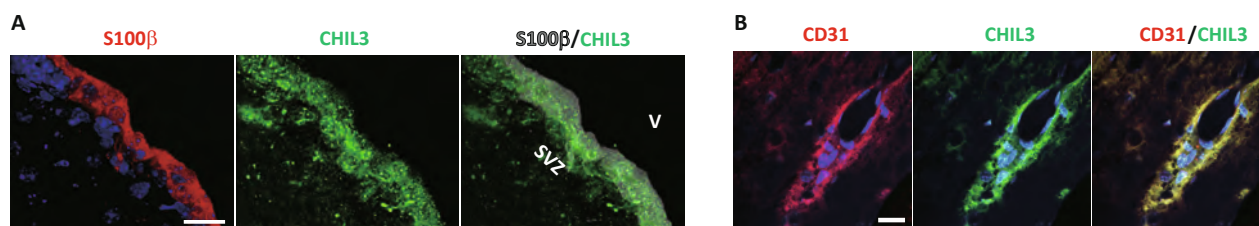

**Figure S5. CHIL3 expression of S100β-positive ependymal cells (related to Figure 4J), and vascular cells in the brain after injury (related to Figure 5C). (A) The ventricular ependyma. (B) The injury site of the mouse brain after cold injury. Nuclei were stained with DAPI (blue). V, ventricle. Scale bars, 20 μm (A and B).**

Figure S6

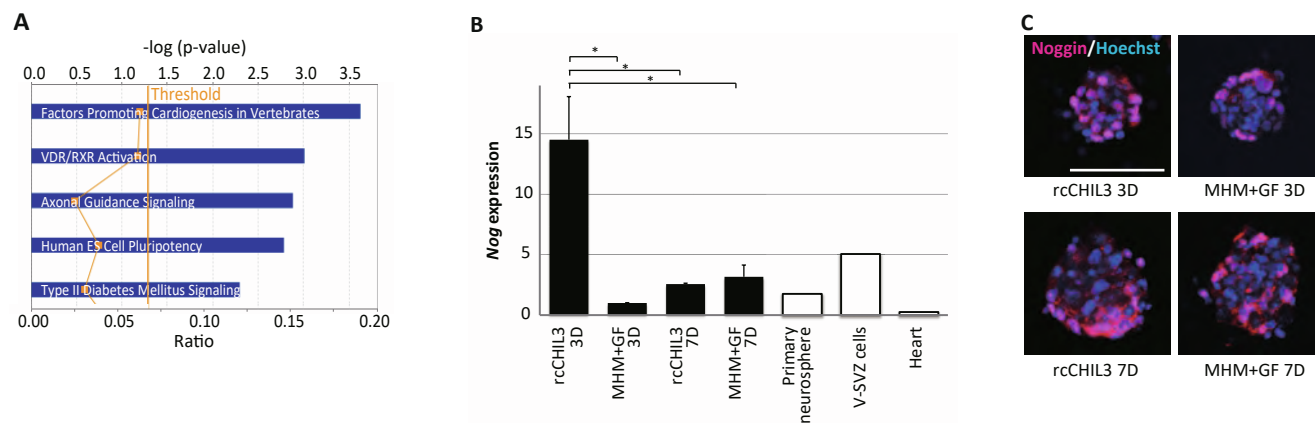

**Figure S6. CHIL3-induced canonical pathways and noggin expression in NSCs, related to Figures 6A and 6D.**

(A) Canonical pathways of the genes classified into Cluster 1. Blue bars, p-value (-Log) calculated with Fisher's exact test; orange line, threshold of  $p = 0.05$ ; orange squares, the ratio of list genes found in each pathway over the total number of genes in that pathway. (B) qRT-PCR of *Nog* gene expression. Expression levels are expressed as relative ratios, with the expression level at MHM+GF 3D set as 1. 2 independent experiments for each. Data are mean  $\pm$  SEM. \* $p < 0.05$ . Samples of primary neurospheres, V-SVZ cells, and heart muscle cells were simultaneously examined as reference data.  $n = 1$  each. (C) Immunocytochemistry of Noggin protein. CHIL3-treated NSCs highly express Noggin protein (red) as compared with MHM+GF-treated neurospheres at 3 DIV. At 7 DIV, Noggin expression illustrates cytoplasmic or intercellular distribution in neurospheres. Nuclei, blue. Scale bar, 20  $\mu$ m.

Figure S7

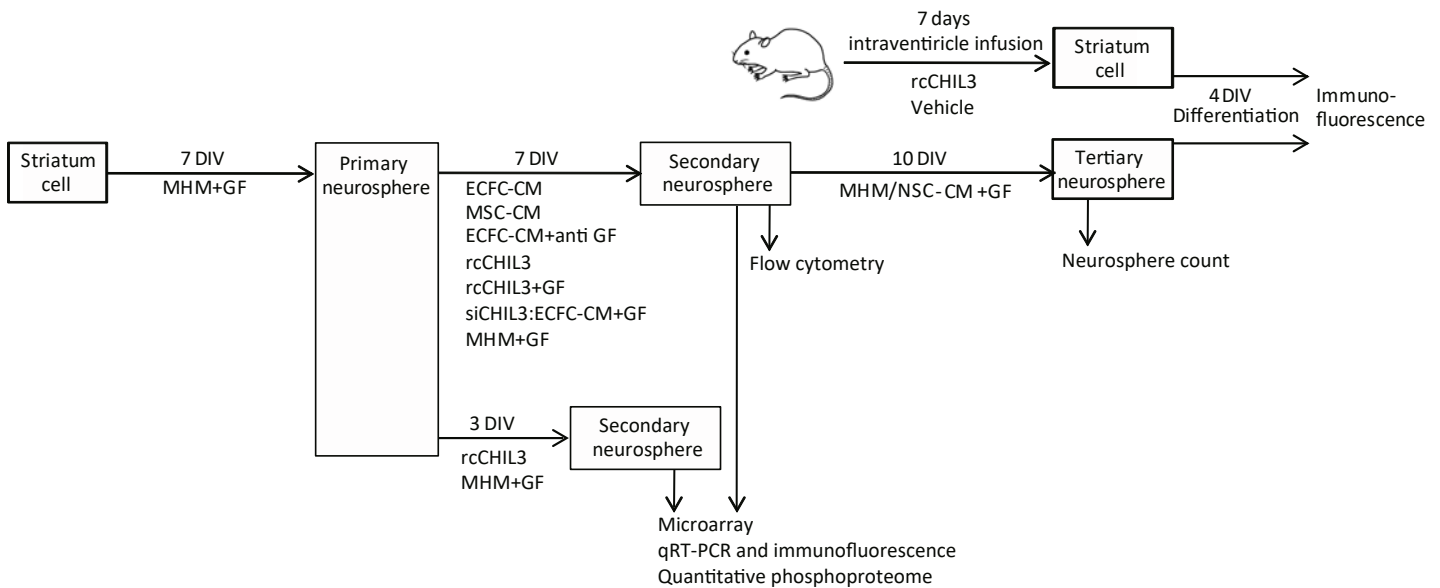

**Figure S7. Schematic of cell culture protocol (related to Figures 2A-C, 3A-F, 5, and 6).** Since dissected striatum cells are heterogenous, we used primary neurospheres and obtained secondary neurospheres that were treated with distinct media supplemented with test agents. To count neurosphere-initiating cells, which indicate the relative frequency of NSC self-renewal, we dissociated secondary neurospheres, cultured at clonal density with the NSC culture condition, and counted the number of tertiary neurospheres that were generated from the neurosphere-initiating cells in the test media-treated secondary neurosphere. To assess NSC differentiation, since neural stem/progenitor cells migrate away from the niche environment, differentiation culture media were not supplemented with test agents on the assumption as a component of the niche.

**Supplementary Dataset 1. Genes and expression values of microarray data and results of cluster analysis (related to Figures 6A, 6D, and 6F).** NSCs cultured with rcCHIL3 or control medium (MHM + GF) for 3 days (3D) or 7 days (7D) were processed for microarray analysis. Expression values are expressed as relative signal intensity after global normalization has been performed so that the average signal intensity of all probe sets is equal to 100. 

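The signals listed for the 1925 probe sets of Data S1 equal the deposited signals of the same probe sets and arrays (largest difference 0.0). On the scale of the deposited values the median signal of an array was 35.9 to 46.2. After each array was rescaled, by factors between 0.316 and 0.374, it was 13.3 to 15.0. A filter at a rescaled signal of 50 is thus higher than a signal of 100 on the scale of Data S1.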

Signal detection of gene expression is statistically denoted as present (P), medium (M), or absent (A) by the MAS5 algorithm. 

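These calls show how dim a signal can be and still be detected. In Data S1, before rescaling, 99.5% of the signals over 100 were called present, 91.5% of those from 50 to 100, 64.9% of those from 20 to 50, 27.6% of those from 10 to 20 and 2.1% of those under 10. A fold change against a group whose arrays were all called absent is given here as at least that size.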

Ratios < 1 are expressed as a reciprocal with a minus sign. 

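For the 22 probe sets of the genes in Figures 6D and 6F, 44 ratios between rcCHIL3 and MHM + GF at 3 and 7 days were recomputed from the rescaled signals. Each lay between 0.92 and 1.09 times the paper's reported ratio in Data S1, whose signals are not rescaled. Every one of the 1925 probe sets of Data S1 has at least a 3-fold ratio in at least 1 of its 4 listed comparisons, and 9565 of all 45101 probe sets have one too.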

The reproducibility of the gene expression ratio between two groups was calculated and expressed as  $\pm 4$  (consistent reproducibility between the two groups when four pairs (2 independent experiments for each group) of the gene expression values are compared) through 0 (no significant difference in gene expression between those two groups).

**Supplementary Dataset 2. Phosphorylated proteins, sites, and values of phosphoproteome data and results of cluster analysis (related to Figures 6B, 6C, 6E, and 6G).** NSCs cultured with rcCHIL3 or control medium (MHM + GF) for days (3D) or 7 days (7D) were processed for quantitative phosphoproteome analysis. Peak areas of each phosphopeptide were normalized across samples treated with MHM + GF 3D, MHM + GF 7D, rcCHIL3 3D, and rcCHIL3 7D. Ratios are expressed in log2. 2 independent experiments for each group. Analyses were duplicated for each sample.

## SUPPLEMENTAL EXPERIMENTAL PROCEDURES

### ECFC, mature EC, EC line, MSC, and neurosphere culture

Adherent culture for ECFCs and mature ECs was established on fibronectin-coated 6-well plates (#140675, Nunc, Roskilde, Denmark). Following culture media were used: for ECFCs, endothelial basal medium supplemented with 5% fetal bovine serum (FBS), VEGF, FGF-2, R<sup>3</sup>-IGF-1, EGF, hydrocortisone, ascorbic acid, and gentamicin/amphotericin-B (EGM-2-MV Bullet KitCC-3202, Lonza, Walkersville, MD); for committed mature ECs, endothelial maturation medium composed of endothelial basal medium with the supplements listed above but without FGF-2, R<sup>3</sup>-IGF-1, and EGF. ECFCs were positive for Ki67, uptake of Dil-Ac-LDL, and rarely positive for von Willebrand factor. both ECFCs and mature ECs were positive for CD31 and VE-cadherin.

Cells of a mouse brain endothelioma cell line were maintained in Dulbecco's Modified Eagle Medium (#12699, Gibco Life Technologies, Carlsbad, CA) supplemented with 10% FBS and 1% penicillin G (10,000 U/mL)-streptomycin sulfate (10,000 mg/mL). The medium was renewed every 3-4 days. At the first passage,  $3 \times 10^6$  cells were seeded on 6-well plates (9.6 cm<sup>2</sup> per well) with 3 mL of medium and cultured for 4 DIV.

For MSC culture, femurs and tibias of adult mice were dissected free of attached muscles, crushed, and suspended in  $\alpha$ MEM (#11900, Gibco) supplemented with 10% FBS and 1% penicillin-streptomycin. Cell suspensions were filtered through a 70- $\mu$ m filter. Cells ( $5 \times 10^6$  cells/mL) were cultured on non-coated 6-well plates with 3 mL of medium. At 24 h after plating, adherent cells were washed to remove non-adherent cells. The medium was changed weekly, and cells were nearly confluent at 21 DIV.

For neurosphere culture, the striata of embryonal day 14 or adult mouse forebrain were dissected and collected into phosphate-buffered saline (PBS) containing 0.6% glucose. Embryonal striata were mechanically triturated. Adult striata were incubated with trypsin solution for 15 min at 37 °C, triturated, and trypsin inhibitor solution was added. Dissociated cells ( $2 \times 10^5$  cell/mL for embryonic mice, 5000 cells/mL for adult mice) were cultured with serum-free neurosphere culture medium (MHM) supplemented with recombinant human EGF (20 ng/mL) and recombinant human FGF-2 (20 ng/mL) for 7 DIV, and formed floating primary neurospheres. MHM is composed of DMEM-F12 (1:1), glucose (0.6%), glutamine (2 mM), sodium bicarbonate (13.4 mM), HEPES (5 mM), insulin (25 mg/mL), transferrin (100 mg/mL), progesterone (20 nM), sodium selenate (30 nM), and putrescine (60 nM). Neurospheres were mechanically dissociated, clonally (10 cells/ $\mu$ L) cultured with distinct media and formed secondary neurospheres (Figure S7). The following neutralizing antibodies and concentrations were used for the neutralizing experiment (ECFC-CM + anti GF): mouse monoclonal anti-FGF-2 (10  $\mu$ g/mL; 05-117, Millipore, Billerica, MA) and rabbit polyclonal anti-EGF (20  $\mu$ g/mL; 06-102, Millipore). For the neurosphere assay, secondary neurospheres were mechanically dissociated into single cells, clonally plated with a 1:1 cocktail of MHM and primary neurosphere culture-conditioned medium supplemented with EGF and FGF-2 (MHM/NSC-CM + GF), and cultured, followed by generation of tertiary neurospheres (Figure S7). The percentage of neurosphere-initiating cells in the population of secondary neurospheres was calculated as 100 multiplied by the number of tertiary neurospheres (diameter > 50  $\mu$ m) divided by the number of plated cells. Neurosphere counts were performed in a blinded fashion by the same observer.

Tertiary neurospheres or striatum cells from adult mice were allowed to differentiate into the CNS lineage (Figure S7). Neurospheres (one neurosphere/well) or dissociated striatum cells ( $1 \times 10^4$  cells/mL) were plated onto poly-L-ornithine- and fibronectin-coated chamber slides (#5732-008, Iwaki, Chiba, Japan) with MHM plus 1% FBS. Plated neurospheres were then gently triturated several times. Cells were cultured and fixed for immunocytochemistry at 4 DIV. To assess cell proliferation, BrdU (1  $\mu$ M) was added to the medium.

### Immunostaining

A cryostat (FINETEC CM3050S, Leica, Wetzlar, Germany) or a vibratome (VT1200S, Leica, Heidelberg, Germany) were used for coronal sections (14- $\mu$ m or 50- $\mu$ m, respectively) of adult

mouse brains. Postnatal days 5 or 16 or adult mouse eyes were isolated for whole-mount samples as previously described (Kubota et al., 2009). Vibratome sections were sequentially preincubated with ice-cold acetone and 1% H<sub>2</sub>O<sub>2</sub> in PBS. Whole-mount samples were stored in methanol at -20 °C and rehydrated for staining.

The following primary antibodies and dilutions were used: sheep anti-BrdU (1:100; 20-BS17, Fitzgerald Industries International, Inc., Concord, MA), mouse monoclonal anti-mouse  $\beta$ III-tubulin (1:1000; T8660, Sigma-Aldrich, St. Louis, MO), mouse monoclonal anti-O4 (1:1000; MAB345, Millipore), mouse monoclonal anti-GFAP (1:100; G3893, Sigma-Aldrich), polyclonal rabbit anti-GFAP (1:2000; Z0334, Dako, Carpinteria, CA), rat monoclonal anti-mouse YM1/Chitinase 3-like 3 (1:50 for immunostaining, 1:500 for immunoblotting, 1:100 for immunoelectron microscopy; MAB2446, R&D Systems, Inc., Minneapolis, MN), goat anti-mouse YM1/Chitinase 3-like 3 (1:1000; AF2446, R&D), rat anti-mouse CD31 (1:10; 550274, BD Biosciences, San Jose, CA), hamster anti-CD31 (1:1000; 2H8, Chemicon, Temecula, CA), goat anti-VE-cadherin (1:10; sc-6458, Santa Cruz Biotechnology, Inc., Santa Cruz, CA), goat anti-mouse Noggin (1:10; AF719, R&D), rabbit anti-Aquaporin 4 (1:200; AB3594, Millipore), mouse monoclonal anti-S-100  $\beta$ -subunit (1:500; S2532, Sigma-Aldrich), and anti-Doublecortin (1:100; sc-8066, Santa Cruz Biotechnology, Inc.). GFP was not stained with an anti-GFP antibody for sections; crude GFP expression was observed under a fluorescence microscope. Anti-GFP (1:500; Alexa488-conjugated; Molecular Probes, Eugene, OR) was used only for whole-mount samples.

The following signal amplifications were applied for CD31 and VE-cadherin: horseradish peroxidase-conjugated secondary antibody (1:500; Jackson Laboratory, West Grove, PA) and Tyramide Signal Amplification (Renaissance TSA fluorescence system, NEL701-705 (green) or NEL702-705 (red), Perkin Elmer, Waltham, MA). Nuclei were stained with Hoechst 33258 (94403, Sigma-Aldrich) or 4',6-diamidino-2-phenylindole (DAPI, Molecular Probes). Controls lacking the primary antibody were processed in parallel for all histochemistry.

After staining, cells and sections were observed with a fluorescence microscope (BX-61, Olympus, Tokyo, Japan; or AxiCom, Zeiss Deutschland, Oberkochen, Germany) or a confocal laser microscope (LSM510 META, Zeiss; LSM5 Pascal, Zeiss; or FV1000, Olympus). Fluorescence images were prepared from data files with AxioVision 4 software or Zeiss Image Browser Ver. 3.5 software, and with Adobe Photoshop Ver. 12.1 software (San Jose, CA). Linear adjustments to brightness or contrast were applied to the entire image when necessary. The numbers of  $\beta$ III-tubulin-, O4-, GFAP-, and BrdU-positive cells were counted in five non-overlapping visual fields at a magnification of 400 $\times$ . Cell counts were performed in a blinded fashion by the same observer. The number of BrdU- and Doublecortin-positive cells in the right V-SVZ (the side of the intraventricular infusion) of eight serial in every tenth section was counted and summed in a blinded fashion by the same observer. BrdU-positive cells in the granule cell layer of the olfactory bulb (both injected side and contralateral side) were counted with the Dynamic Cell Count software under a fluorescence microscope (BZ-9000, Keyence, Osaka, Japan). A region of interest was set manually for the granule cell layer. Counts of three in every tenth section were summed.

### Flow cytometry

Single-cell suspensions of secondary neurospheres were processed for flow cytometry. Cells were stained with fluorescein isothiocyanate anti-human CD15 (555401, BD Biosciences) or phycoerythrin anti-human CD15 (55402, BD Biosciences). PI (2  $\mu$ g/mL) was added to discriminate dead cells from live cells. Cell suspensions were analyzed with a FACS Vantage (Becton Dickinson). Cells obtained from E/nestin:dVenus transgenic mouse embryos were assayed for crude Venus expression. The proportions of CD15- and Venus-positive cells among all live cells were obtained by analyzing the cumulative data from each animal.

## ELISA

The following ELISA kits were used according to the manufacturer's instructions: Quantikine Human FGF Basic (DFB50), Quantikine Mouse EGF (MEG00), Quantikine Mouse VEGF (MMV00), Quantikine Human BDNF (DBD00), and Quantikine Mouse Chitinase 3-like 3/ECF-L (MC3L30, all kits from R&D).

For CSF collection, mice were anesthetized with an inhalant anesthetic and placed on a stereotactic frame (SR-5, Narishige, Tokyo, Japan) in a position that flexed the neck. A midline incision on the neck was made, and then the skull of the posterior part and the upper cervical vertebrae were exposed. CSF was gently drawn up at the puncture at the dura mater of the cisterna magna. CSF obtained from one animal or a pooled sample from a few animals was processed for ELISA since the volume of CSF obtained was less than 50  $\mu$ L per animal.

Supernates of the blood were collected as serum after coagulation and centrifugation. Brain cells were rinsed with PBS, chopped into 1-2 mm pieces, and cultured in Roswell Park Memorial Institute medium with 2 mM L-glutamine (11875-093, Gibco) supplemented with 10% FBS and penicillin-streptomycin. Culture supernates of brain cells were removed at 4 DIV and assayed.

## Immuno-electron microscopy

Frozen sections were incubated with rat monoclonal anti-mouse CHIL3 primary antibody followed by incubation with biotin-conjugated donkey anti-rat secondary antibody (1:1000; 712-065, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA) and with Alexa488- and nanogold-conjugated streptavidin (1:100; A-24926, Molecular Probes Invitrogen, Carlsbad, CA). After enhancement with Silver Enhancement Kit (HQ Silver, Catalog number 2012, Nanoprobes Inc., Yaphank, NY), sections were post-fixed, dehydrated, and embedded in Epon. Ultrathin sections were stained with uranyl acetate and lead citrate and observed under a transmission electron microscope (model 1230, JEOL, Tokyo, Japan). Images were taken with Digital Micrograph 3.3 (Gatan Inc., Pleasanton, CA).

## Differential proteomics

ECFC-CM and MSC-CM were pretreated with Multiple Affinity Removal Spin Cartridges (Mouse 3, Agilent Technologies, Santa Clara, CA) according to the manufacturer's instructions to remove albumin, IgG, and transferrin. Proteins were extracted and processed. A pooled sample (1:1 weight mixture of ECFC-CM and MSC-CM), ECFC-CM, and MSC-CM were labeled with Cy2, Cy3, and Cy5 (GE Healthcare Biosciences, Uppsala, Sweden), respectively. Protein aliquots (200  $\mu$ g) were first separated according to isoelectric point with Multiphore II (GE Healthcare Biosciences) and Immobilized pH Gradient Strips (24 cm, pI3-10, GE Healthcare Biosciences). Sodium dodecyl sulfate polyacrylamide gel electrophoresis was applied to the second dimension, separating the proteins by mass, with an Ettan DALT II Electrophoresis System (GE Healthcare Biosciences). The gel images were acquired with Typhoon (GE Healthcare Biosciences) and processed for spot detection, background subtraction, normalization, quantitation of spots in images from a single gel, spot matching on multiple gels, and statistical analysis of changes in protein abundance with DeCyder 2D Differential Analysis Software (GE Healthcare Biosciences).

A 600- $\mu$ g protein extract from ECFC-CM was loaded for two-dimensional electrophoresis. Spots on the gel were stained with Sypro Ruby Protein Gel Stain (#S12001, Molecular Probes Invitrogen). The gel was imaged with MasterImager (GE Healthcare Biosciences). Spots of interest were matched by DeCyder 2D Differential Analysis Software (GE Healthcare Biosciences), picked from the gel with an Ettan Spot Picker (GE Healthcare Biosciences), digested, and analyzed via nanoLC-MS/MS with the CapLC system (Waters, Milford, MA) and the Micromass Q-ToF Micro Mass Spectrometer (Waters) with MassLynx Software (Waters).

## rcCHIL3

Plasmid DNA containing the sequence encoding *Chil3* was obtained from *Escherichia coli* DH10B TonA with the pDNR-LIB vector encoding the mouse *Chil3* cDNA (IRALp962M1053Q, Source

BioScience imaGenes, Berlin, Germany) with a QIAprep Spin Miniprep Kit (27104, QIAGEN Inc., Valencia, CA) and transferred into the pLP-CMV-Myc acceptor vector (631603, Clontech Laboratories, Inc., Mountain View, CA). DH5 $\alpha$  cells were transfected with the acceptor vector and transformed by heat shock. Plasmid DNA was retrieved from the DH5 $\alpha$  competent cells with a QIAprep Spin Miniprep Kit (27104, QIAGEN) and scaled up with the QIAprep Spin Maxiprep Kit (10262, QIAGEN). Expression vector pCS2+ harboring the gene encoding Venus was used for mock experiments. HEK293T cells were cultured on poly-L-ornithine-coated 10-cm plastic dishes for 1 DIV. Then, a mixture of *Chil3* DNA (6  $\mu$ g), Opti-MEM I Reduced-Serum Medium (800  $\mu$ L, 31985-070, Gibco), and GeneJuice Transfection Reagent (15  $\mu$ L, 70967, Novagen, Darmstadt, Germany) was added to 15 mL of culture medium in a 10-cm dish. The cells were cultured for another 1 DIV. The culture medium was then changed to MHM 1 day before obtaining rcCHIL3.

### **CHIL3 knock-down**

ECFCs were established in a 6-well plate as described above. At 21 DIV, a siRNA complex of *Chil3* consisting of siRNA (4  $\mu$ g/well), Opti-MEM I Reduced-Serum Medium (80  $\mu$ L/well, 31985-070, Gibco), and X-tremeGENE siRNA Transfection Reagent (20  $\mu$ L/well, 04 476 093 001, Roche Diagnostics, Mannheim, Germany) was added to the culture medium, and the cells were cultured for another 1 DIV. The culture medium was changed and the conditioned medium, siCHIL3: ECFC-CM, was then obtained. siRNA against the gene encoding glyceraldehyde 3-phosphate dehydrogenase (GAPDH; Silencer FAM, AM4650, Ambion Invitrogen) and negative control siRNA provided by the Sigma Genosys siRNA Service were used as controls.

### **Microarray analysis**

Total RNA was isolated from rcCHIL3-treated or MHM + GF-treated secondary neurospheres with the Qiagen RNeasy Mini Kit (74104, QIAGEN, Hilden, Germany). DNA microarray analysis using Affymetrix Gene Chip technology was performed as described previously (Heishi et al., 2008; Heishi et al., 2006; Ishida et al., 2002; Matsui et al., 2012). Briefly, 100 ng of total RNA was used as a template for cDNA synthesis, and biotin-labeled cRNA was synthesized with the 3' IVT Express Kit (901228, Affymetrix, Santa Clara, CA). After generating the hybridization cocktails, hybridization to the DNA microarray (900496, GeneChip Mouse Genome 430 2.0 Array, Affymetrix) (Lockhart et al., 1996) and fluorescent labeling were performed. The microarrays were then scanned with a GeneChip Scanner 3000 7G System (Affymetrix). Data analysis was carried out using GeneChip Operating Software 1.04 (Affymetrix). Signal detection and quantification were performed using the MAS5 algorithm with default settings.

For the clustering analysis, signals were normalized, calculated, and visualized with Spotfire DecisionSite System 9.1.2 (TIBCO, Palo Alto, CA). Principal component analysis was carried out with Spotfire DecisionSite 9.1.2 using normalized data. Pathway analysis was performed with Ingenuity Pathway Analysis ver.14197757 (Ingenuity Systems, Redwood City, CA).

### **qRT-PCR**

qRT-PCR for *Nog* was performed according to the manufacturer's instructions (QIAGEN). Total RNA was isolated from rcCHIL3-treated or MHM + GF-treated secondary neurospheres, primary neurospheres, V-SVZ cells, and heart muscle cells (from embryonal day 14 mouse embryos) with the miRNeasy Mini Kit (217004, QIAGEN), and was treated with an RNase-free DNase set (79254, Qiagen) to remove contaminating genomic DNA. We used the QuantiFast SYBR Green PCR Kit (204052, Qiagen) and the ABI StepOnePlus instrument and software v2.1 (Applied Biosystems Life Technologies, Carlsbad, CA) for qRT-PCR with the following qPCR program: 95 °C for 5 min and 40 cycles of 95 °C for 10 s, 60 °C for 30 s, and 72 °C for 15 s. Melting-curve analysis was routinely used for each reaction. The gene encoding GAPDH was run in parallel as an internal control for each reaction set.

### **Quantitative phosphoproteome analysis**

Proteins were extracted from 100,000 cells using 12 mM sodium deoxycholate and 12 mM sodium lauroyl sarcosinate, and digested with Lys-C and trypsin (Masuda et al., 2009). Phosphopeptides were enriched by aliphatic hydroxy acid-modified metal oxide chromatography with titania (Sugiyama et al., 2007) and analyzed by nanoLC-MS/MS using an LTQ-Orbitrap instrument (Thermo Fisher Scientific, Bremen, Germany). Peptides and proteins were identified using Mascot version 2.3 (Matrix Science, London, UK) with the Swiss-Prot database. Label-free quantitation was performed based on the peak areas of extracted ion chromatograms for identified phosphopeptides using Mass Navigator (Mitsui Knowledge Industry, Tokyo, Japan). Two independent experiments for each group. Analyses were duplicated for each sample.

For the clustering analysis, the peak area of each phosphopeptide was normalized across samples of the culture groups. The normalized peak areas and the peak area ratios were subjected to cluster analysis with Cluster version 2.11 (<http://rana.lbl.gov/EisenSoftware.htm>) (Eisen et al., 1998).

### ***In vivo* intraventricle infusion**

Adult mice were anesthetized with an inhalant anesthetic and placed on a stereotactic frame (SR-5, Narishige). A cannula (0008851 ALZET Brain Infusion Kit 3, DURECT Co.) was implanted stereotactically at the coordinates of anteroposterior = 0 mm, mediolateral = −1.2 mm, and dorsoventral = −2.3 mm relative to the bregma, and glued with a cyanoacrylate adhesive onto the skull. A mini-osmotic pump (0.5 µL/h, model 1007D ALZET micro-osmotic pump, DURECT Co., Cupertino, CA) was attached to the cannula and implanted subcutaneously into the dorsal flank. After surgery, mice were housed before sacrifice.

For the immunohistochemical preparations, mice were transcardially perfused with PBS, followed by 4% paraformaldehyde. Forebrains were removed and processed. For *ex vivo* culture, forebrains were aseptically removed and processed.

## REFERENCES

- Eisen, M.B., Spellman, P.T., Brown, P.O., and Botstein, D. (1998). Cluster analysis and display of genome-wide expression patterns. *Proc Natl Acad Sci U S A* 95, 14863-14868.
- Heishi, M., Hayashi, K., Ichihara, J., Ishikawa, H., Kawamura, T., Kanaoka, M., Taiji, M., and Kimura, T. (2008). Comparison of gene expression changes induced by biguanides in db/db mice liver. *The Journal of toxicological sciences* 33, 339-347.
- Heishi, M., Ichihara, J., Teramoto, R., Itakura, Y., Hayashi, K., Ishikawa, H., Gomi, H., Sakai, J., Kanaoka, M., Taiji, M., *et al.* (2006). Global gene expression analysis in liver of obese diabetic db/db mice treated with metformin. *Diabetologia* 49, 1647-1655.
- Ishida, N., Hayashi, K., Hoshijima, M., Ogawa, T., Koga, S., Miyatake, Y., Kumegawa, M., Kimura, T., and Takeya, T. (2002). Large scale gene expression analysis of osteoclastogenesis in vitro and elucidation of NFAT2 as a key regulator. *J Biol Chem* 277, 41147-41156.
- Kubota, Y., Takubo, K., Shimizu, T., Ohno, H., Kishi, K., Shibuya, M., Saya, H., and Suda, T. (2009). M-CSF inhibition selectively targets pathological angiogenesis and lymphangiogenesis. *The Journal of experimental medicine* 206, 1089-1102.
- Lockhart, D.J., Dong, H., Byrne, M.C., Follettie, M.T., Gallo, M.V., Chee, M.S., Mittmann, M., Wang, C., Kobayashi, M., Horton, H., *et al.* (1996). Expression monitoring by hybridization to high-density oligonucleotide arrays. *Nature biotechnology* 14, 1675-1680.
- Masuda, T., Saito, N., Tomita, M., and Ishihama, Y. (2009). Unbiased quantitation of *Escherichia coli* membrane proteome using phase transfer surfactants. *Mol Cell Proteomics* 8, 2770-2777.
- Matsui, T., Takano, M., Yoshida, K., Ono, S., Fujisaki, C., Matsuzaki, Y., Toyama, Y., Nakamura, M., Okano, H., and Akamatsu, W. (2012). Neural stem cells directly differentiated from partially reprogrammed fibroblasts rapidly acquire gliogenic competency. *Stem Cells* 30, 1109-1119.
- Sugiyama, N., Masuda, T., Shinoda, K., Nakamura, A., Tomita, M., and Ishihama, Y. (2007). Phosphopeptide enrichment by aliphatic hydroxy acid-modified metal oxide chromatography for nano-LC-MS/MS in proteomics applications. *Mol Cell Proteomics* 6, 1103-1109.

# Supplementary material for: Chitinase-like protein 3: A novel niche factor for mouse neural stem cells
**Source:** Stem Cell Reports. 2022 Nov 10;17(12):2704–17. doi: 10.1016/j.stemcr.2022.10.012
**Supplement:** Document S2. Article plus supplemental information

## Chitinase-like protein 3: A novel niche factor for mouse neural stem cells

Jun Namiki,<sup>1,2,8,\*</sup> Sayuri Suzuki,<sup>1,2</sup> Shinsuke Shibata,<sup>2,9</sup> Yoshiaki Kubota,<sup>3</sup> Naoko Kaneko,<sup>4,10</sup> Kenji Yoshida,<sup>2,5</sup> Ryo Yamaguchi,<sup>2,5</sup> Yumi Matsuzaki,<sup>2,11</sup> Takeshi Masuda,<sup>6,12</sup> Yasushi Ishihama,<sup>6,7</sup> Kazunobu Sawamoto,<sup>4</sup> and Hideyuki Okano<sup>2,\*</sup>

<https://doi.org/10.1016/j.stemcr.2022.10.012>

## SUMMARY

The concept of a perivascular niche has been proposed for neural stem cells (NSCs). This study examined endothelial colony-forming cell (ECFC)-secreted proteins as potential niche factors for NSCs. Intraventricular infusion with ECFC-secreted proteins increased the number of NSCs. ECFC-secreted proteins were more effective in promoting NSC self-renewal than marrow stromal cell (MSC)-secreted proteins. Differential proteomics analysis of MSC-secreted and ECFC-secreted proteins was performed, which revealed chitinase-like protein 3 (CHIL3; also called ECF-L or Ym1) as a candidate niche factor for NSCs. Experiments with recombinant CHIL3, small interfering RNA, and neutralizing antibodies demonstrated that CHIL3 stimulated NSC self-renewal with neurogenic propensity. CHIL3 was endogenously expressed in the neurogenic niche of the brain and retina as well as in the injured brain and retina. Transcriptome and phosphoproteome analyses revealed that CHIL3 activated various genes and proteins associated with NSC maintenance or neurogenesis. Thus, CHIL3 is a novel niche factor for NSCs.

## INTRODUCTION

During embryonic development, neural stem cells (NSCs) in the ventricular zone of the mammalian brain undergo symmetric division (self-renewal) to expand the NSC pool. Next, the expanded NSCs undergo asymmetric division to generate neurons that migrate to the parenchyma. NSC expansion and neurogenesis are closely associated with vascular development in the brain. Neurogenesis from early NSCs and proliferation and differentiation of angioblasts into endothelial cells (ECs) are completed by midgestation. Late NSCs with neurogenic propensity exhibit decreased self-renewal capacity and undergo differentiation into glia, except in two neurogenic niches, throughout adult life: the ventricular-subventricular zone (V-SVZ) of the lateral ventricle and the subgranular zone (SGZ) of the hippocampal dentate gyrus. Adult NSCs in the V-SVZ undergo self-renewal and divide into transit-amplifying cells, which subsequently generate neuroblasts. The neuroblasts migrate from the V-SVZ into the olfactory bulb and differentiate into interneurons (reviewed in [Akter et al., 2021](#)). The correlation between self-renewal of early NSCs with neurogenic propensity and vasculogenesis of

mesoderm-derived angioblasts during development indicates that mesodermal bone marrow-derived endothelial colony-forming cells (ECFCs; reviewed in [Critser and Yoder, 2010](#)) secrete microenvironment-related molecules that maintain the NSC niche.

The concept of a perivascular niche has been proposed for the adult mammalian SGZ ([Palmer et al., 2000](#)) and V-SVZ ([Shen et al., 2008](#); [Tavazoie et al., 2008](#)). The local microvascular bed is important for providing a permissive environment for NSC expansion and neurogenesis. For example, the long basal processes of NSCs directly contact blood vessels, which suggests that NSCs receive signals from the vessels (reviewed in [Obenier and Alvarez-Buylla, 2019](#)). Various ECs that secrete soluble factors have been reported to modulate NSC activity and regulate NSC self-renewal.

This study demonstrated that the ECFC-secreted protein chitinase-like protein 3 (CHIL3) is a critical factor for the NSC niche. Experiments with the recombinant protein, small interfering RNA (siRNA), and neutralizing antibodies revealed that CHIL3 promoted the self-renewal of NSCs with neurogenic propensity. This study demonstrated endogenous expression of CHIL3 in the brain and retina.

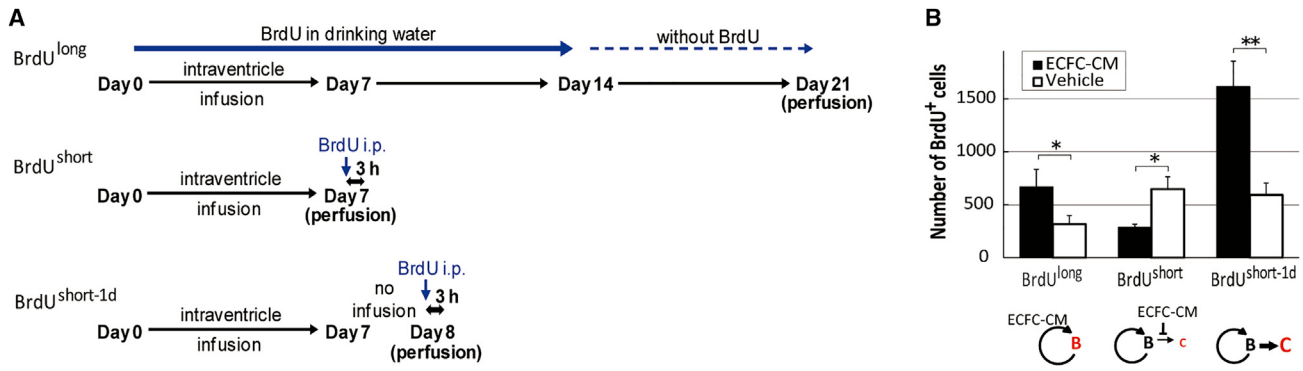

**Figure 1. Endothelial colony-forming cell (ECFC)-secreted factors increase the number of neural stem cells (NSCs) in the adult ventricular-subventricular zone (V-SVZ)**

(A) Intraventricular infusion and distinct regimen of BrdU administration.  
 (B) Numbers of BrdU-positive cells on the infusion side of the V-SVZ after infusion with CM of ECFCs (ECFC-CM) or vehicle. Red letters indicate BrdU-labeled cell types based on long-term ( $\text{BrdU}^{\text{long}}$ ) or short-term ( $\text{BrdU}^{\text{short}}$  and  $\text{BrdU}^{\text{short-1d}}$ ) labeling. B, NSCs; C, transit-amplifying cells.  
 See also Figure S1 for immunohistochemistry images. 3–7 independent experiments for each group; \* $p < 0.05$ , \*\* $p < 0.01$ .

CHIL3 activated various genes and proteins associated with NSC maintenance or neurogenesis in NSCs.

## RESULTS

### ECFC-secreted factors promote NSC self-renewal

ECFC-secreted soluble factors that promote NSC expansion *in vivo* were examined. The conditioned medium (CM) obtained from ECFCs (ECFC-CM) were infused into the adult mouse lateral ventricle for 7 days, followed by administration of bromodeoxyuridine (BrdU) to label NSCs (long labeling [ $\text{BrdU}^{\text{long}}$ ]; Figure 1A) that retain BrdU for a prolonged duration (Doetsch et al., 1999) or transit-amplifying cells that retain BrdU for a short duration (short labeling [ $\text{BrdU}^{\text{short}}$  and  $\text{BrdU}^{\text{short-1d}}$ ]; Figure 1A). The counts of NSCs in the V-SVZ of the ECFC-CM-treated group were significantly higher than those in the V-SVZ of the vehicle-treated group ( $p < 0.05$ ; Figures 1B and S1). This indicated that ECFC-secreted factors promote NSC expansion. A single injection of BrdU labeled the proliferating transit-amplifying cells. In contrast to NSCs, the counts of transit-amplifying cells in the ECFC-CM-treated group were lower than those in the vehicle-treated control group ( $p < 0.05$ ,  $\text{BrdU}^{\text{short}}$ ). On day 1 after ECFC-CM infusion cessation, the number of transit-amplifying cells markedly increased, which indicated that large numbers of transit-amplifying cells were derived from accumulated NSCs ( $p < 0.01$ ,  $\text{BrdU}^{\text{short-1d}}$ ). Thus, infusion of ECFC-CM *in vivo* increased the number of NSCs and suppressed generation of transit-amplifying cells until cessation of the infusion. These findings indicate that ECFC-CM promotes NSC self-renewal in the V-SVZ.

### Differential proteomics analysis identified CHIL3 as a novel ECFC-specific niche factor for NSCs

Next, the principal component of ECFC-CM involved in NSC self-renewal was examined. Self-renewal and multipotency are definitive characteristics of NSCs. The multipotency of neurospheres cultured with ECFC-CM was confirmed (Figure 2A). An *in vitro* neurosphere assay was performed to assess the self-renewal capacity of NSCs, and the results are expressed as the number of neurospheres (tertiary neurospheres; see culture protocol in Figure S7) generated from neurosphere-initiating cells in ECFC-CM-treated neurospheres (secondary neurospheres) (Soares et al., 2021). The percentage of neurosphere-initiating cells in the group treated with ECFC-CM supplemented with neutralizing anti-fibroblast growth factor 2 (FGF-2) and anti-epidermal growth factor (EGF) antibodies (ECFC-CM + anti-growth factor [GF]) was significantly higher than that in the group treated with a control medium containing medium hormone mix (MHM) supplemented with FGF-2 and EGF (GF), an appropriate culture medium for NSC expansion ( $p < 0.05$ ; Figure 2B). This indicated that ECFC-CM comprised a distinct factor that was more effective in increasing the number of neurosphere-initiating cells than this combination and concentration of these GFs. The percentage of neurosphere-initiating cells in the ECFC-CM-treated group was higher than that in the ECFC-CM + anti-GF-treated group ( $p < 0.05$ ; Figure 2B). Thus, the NSC self-renewal-promoting effect of ECFC-CM was not dependent on GF. GF potentiated the NSC self-renewal-promoting effects of ECFC-CM. The results of an enzyme-linked immunosorbent assay revealed the presence of GF in ECFC-CM at picogram concentrations (FGF-2 3.4 and EGF 20.6 pg/mL on average; Figure S2).

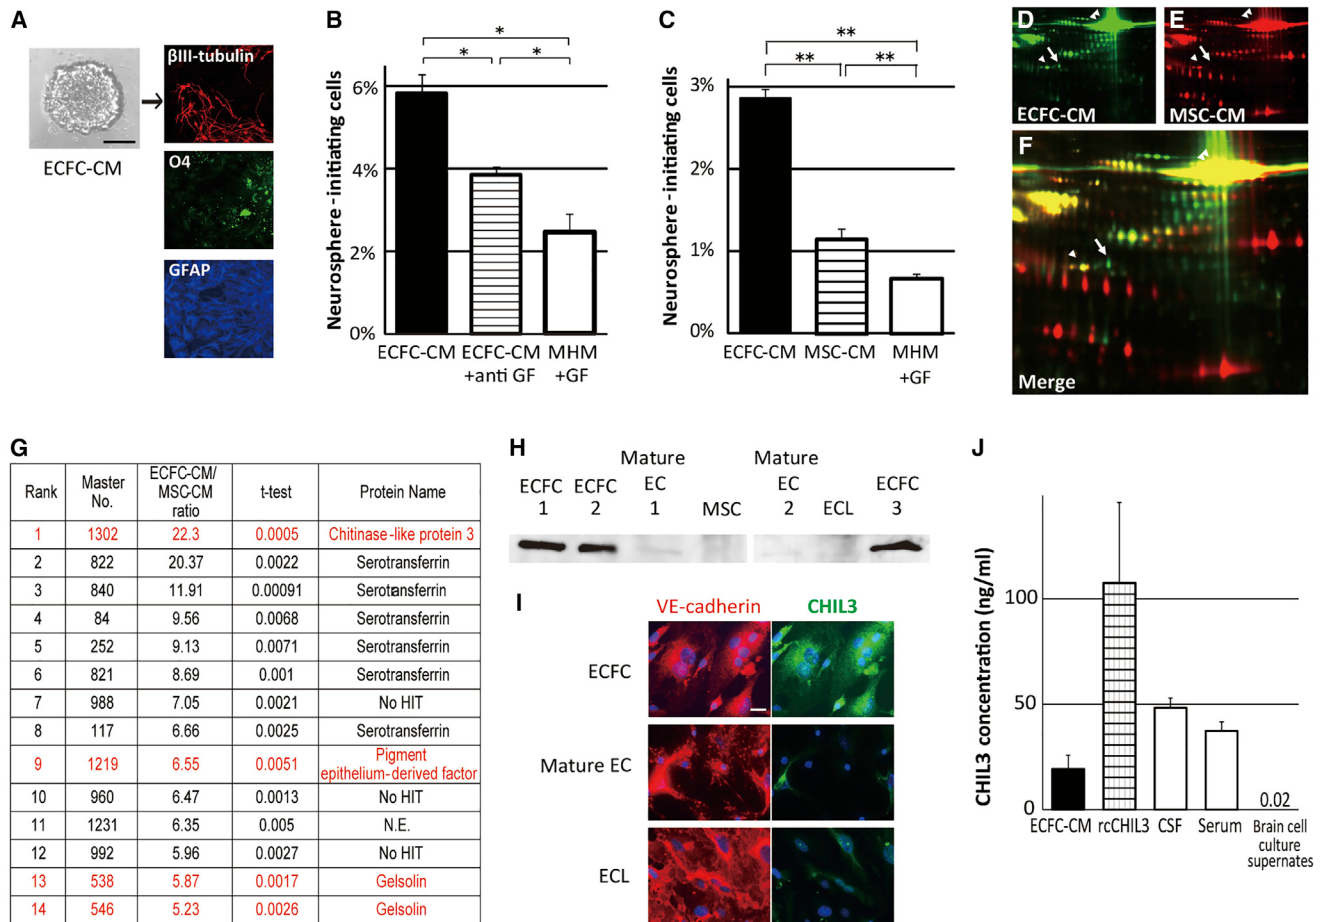

**Figure 2. ECFC-secreted factors promote NSC self-renewal more effectively than marrow stromal cell (MSC)-secreted factors *in vitro*. Differential proteomics analysis of these factors**

(A) ECFC-CM-treated neurospheres exhibiting multipotency and differentiating into the following three neural lineages: neurons ( $\beta$ III-tubulin, red), oligodendrocytes (O4, green), and astrocytes (GFAP, blue). See also Figure S7 for the culture protocol. Scale bars, 50  $\mu$ m. (B and C) Percentages of neurosphere-initiating cells in neurospheres cultured with ECFC-CM, growth factor (GF)-depleted ECFC-CM (ECFC-CM + anti-GF), or control medium with GF (MHM + GF) (B) as well as with ECFC-CM, MSC-CM, or MHM + GF (C). 3 (B) and 20 (C) independent experiments; \* $p < 0.05$ , \*\* $p < 0.01$ .

(D–F) 2D-DIGE analysis of spots from ECFC-CM (green in D and F) and MSC-CM (red in E and F). See also grayscale images in Figure S3. Arrow, the most ECFC-CM-specific spot (spot 1,302 in G); arrowheads and double arrowheads, nonspecific spots of  $\beta$ -actin and transferrin, respectively.

(G) Proteins identified using MS. The top 14 ECFC-CM-specific spots for which the protein abundance ratio (ECFC-CM/MSC-CM) was greater than 5 ( $p < 0.01$ ) were processed. Serotransferrin is derived from the serum in the medium. Red letters indicate ECFC-CM-specific proteins. No HIT, no database match; N.E., not examined because of technical difficulties.

(H–J) CHIL3 expression analysis using immunoblotting (H), immunostaining (I), and enzyme-linked immunosorbent assay (J). ECL, endothelial cell line. 2–5 independent experiments for each group (J). Scale bars, 20  $\mu$ m.

The results of the neurosphere assay demonstrated that the ability of ECFC-CM to increase the percentage of neurosphere-initiating cells was higher than that of marrow stromal cell (MSC)-CM ( $p < 0.01$ ; Figure 2C). Hence, ECFC-CM and MSC-CM (control) were subjected to differential proteomics analyses to identify the candidate ECFC-specific niche factors for NSCs. MSCs, also called mesenchymal

stem cells, are derived from the bone marrow and secrete various GFs, including EGF and VEGF. EGF and VEGF were detected in MSC-CM and ECFC-CM (Figure S2). Two-dimensional fluorescence difference gel electrophoresis (2D-DIGE) analysis revealed that the expression levels of approximately 2,000 proteins with distinct molecular weights and electric charges were different between

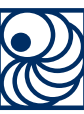

ECFC-CM and MSC-CM (Figures 2D–2F and S3A–S3C). Fourteen ECFC-CM-specific spots exhibiting the highest protein abundance ratio were analyzed, and their peptide composition was identified using nanoscale liquid chromatography and tandem mass spectrometry (nanoLC-MS/MS) (Figures 2G and S3D). The most ECFC-CM-specific protein was CHIL3, also called ECF-L or Ym1 (Figures 2G, S3E, and S3F). In total, 14 spots were examined and identified Pigment epithelium-derived factor (PEDF) (Castro-Garcia et al., 2015; Ramirez-Castillejo et al., 2006) and Gelsolin (Kronenberg et al., 2010). Immunoblotting and immunocytochemical analyses confirmed that CHIL3 expression was high in the culture supernatant or the cytoplasm of ECFCs but faint or absent in the culture supernatant or the cytoplasm of mature ECs, EC lines, and MSCs (Figures 2H and 2I). Endogenous CHIL3 was detected in the cerebrospinal fluid (CSF) and serum (Figure 2J).

### CHIL3 stimulates NSC self-renewal and neurogenesis

To determine the function of CHIL3 in NSCs, recombinant CHIL3 (rcCHIL3) was used. CM was prepared from ECFCs transfected with *Chil3* siRNA (siChil3:ECFC-CM) for a *Chil3* knockdown experiment (Figure S4A). The results of the neurosphere assay revealed that the percentage of neurosphere-initiating cells in the group treated with culture medium containing rcCHIL3 was similar to that in the group treated with ECFC-CM but higher than that in the group treated with MHM + GF ( $p < 0.01$ , Figure 3A;  $p < 0.05$ , Figure S4B). Culture medium supplemented with rcCHIL3 generated neurospheres even in the absence of GF. The percentage of neurosphere-initiating cells in the siChil3:ECFC-CM + GF-treated group was similar to that in the MHM + GF-treated group (Figure 3B). This indicated that CHIL3 is a principal component of ECFC-CM that promotes NSC self-renewal. Expression of the NSC marker in rcCHIL3-treated neurospheres was confirmed using flow cytometry analysis. E/nestin:dVenus transgenic mouse embryos were used, in which *Nes* expression is upregulated only in neural stem/progenitor cells during G1-S phase (Sunabori et al., 2008). The percentages of CD15-positive and Venus-positive cells in rcCHIL3-treated neurospheres were higher than those in the MHM + GF-treated control ( $p < 0.01$ , Figure 3C;  $p < 0.05$ , Figure S4C). Next, the effect of rcCHIL3 on neurogenesis was examined. rcCHIL3-treated NSCs were dissociated, cultured, and allowed to differentiate in the absence of rcCHIL3. The number of cells exhibiting the neuronal phenotype in the rcCHIL3-treated group was higher than that in the MHM + GF-treated control group ( $p < 0.01$ , Figures 3D and S4D; for the culture protocol, see Figure S7). Neurospheres treated with ECFC-CM also exhibited enhanced neurogenesis ( $p < 0.05$ ). However, the number of cells exhibiting the neuronal phenotype in the siChil3:ECFC-CM + GF-treated

group was similar to that in the MHM + GF-treated control group.

The results of *in vitro* experiments indicated that NSCs cultured in the presence of rcCHIL3 promoted neurogenesis. Next, an *in vivo* infusion experiment was performed. After rcCHIL3 infusion for 7 days, V-SVZ cells were dissected and allowed to differentiate with BrdU *ex vivo*. The number of BrdU-incorporating cells in the rcCHIL3-infused group was higher than that in the vehicle-infused control group ( $p < 0.05$ ; Figure 3E). An increased number of dividing V-SVZ cells exhibited the neuronal phenotype rather than the glial phenotype ( $p < 0.05$ ; Figures 3F and S4E). The *in vivo* effects of CHIL3 on NSC self-renewal and neurogenesis were examined using the same protocol as the ECFC-CM infusion experiment shown in Figure 1A. The number of V-SVZ NSCs labeled with BrdU<sup>long</sup> increased after infusion of rcCHIL3 ( $p < 0.05$ ) but decreased after infusion of anti-CHIL3 neutralizing antibodies ( $p < 0.01$ ; Figure 3G). Similar to ECFC-CM infusion (Figure 1B), production of proliferative transit-amplifying cells that were labeled with a single BrdU administration (BrdU<sup>short</sup>) was suppressed at the end of rcCHIL3 infusion ( $p < 0.05$ ) but increased 1 day after terminating rcCHIL3 infusion (BrdU<sup>short-1d</sup>) ( $p < 0.01$ ; Figure 3G). The number of DCX/BrdU double-positive cells in the rcCHIL3-infused group was higher than that in the vehicle control-infused group on day 3 after termination of the rcCHIL3 infusion (BrdU<sup>short-3d</sup>) ( $p < 0.05$ ; Figure 3G). This indicated that the increased number of transit-amplifying cells resulted in an enhanced number of neuroblasts in the V-SVZ. Neuroblasts retain the BrdU<sup>long</sup> phenotype as they differentiate, migrate, and cease dividing. The number of BrdU-positive cells of the olfactory bulb, which were considered to be progenies of neuroblasts that migrated from the V-SVZ, on the infused side of the rcCHIL3-infused group was higher than that of the vehicle control group ( $p < 0.05$ ; Figure 3H). These *in vivo* infusion experiments indicate that rcCHIL3 promoted NSC self-renewal and consequently increased the number of NSCs in the V-SVZ. Subsequently, neuroblasts were generated from the NSCs and migrated into the olfactory bulb.

### CHIL3 is endogenously expressed in the neurogenic niches of the brain and retina

Immunohistochemistry analysis demonstrated the endogenous distribution of CHIL3 in the close vicinity of the SVZ vasculature (exclusively on the lateral side of the ventricle, where adult NSCs reside) (Figures 4D–4F) as well as in the vasculature of the SGZ, another neurogenic niche in the brain (Figures 4A and 4C), but not in the cortex (Figure 4B). VEGFR2 has been reported to be expressed in ECFCs (Chambers et al., 2021). Hence, the expression patterns of VEGF receptors were examined. The V-SVZ harbored a

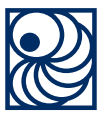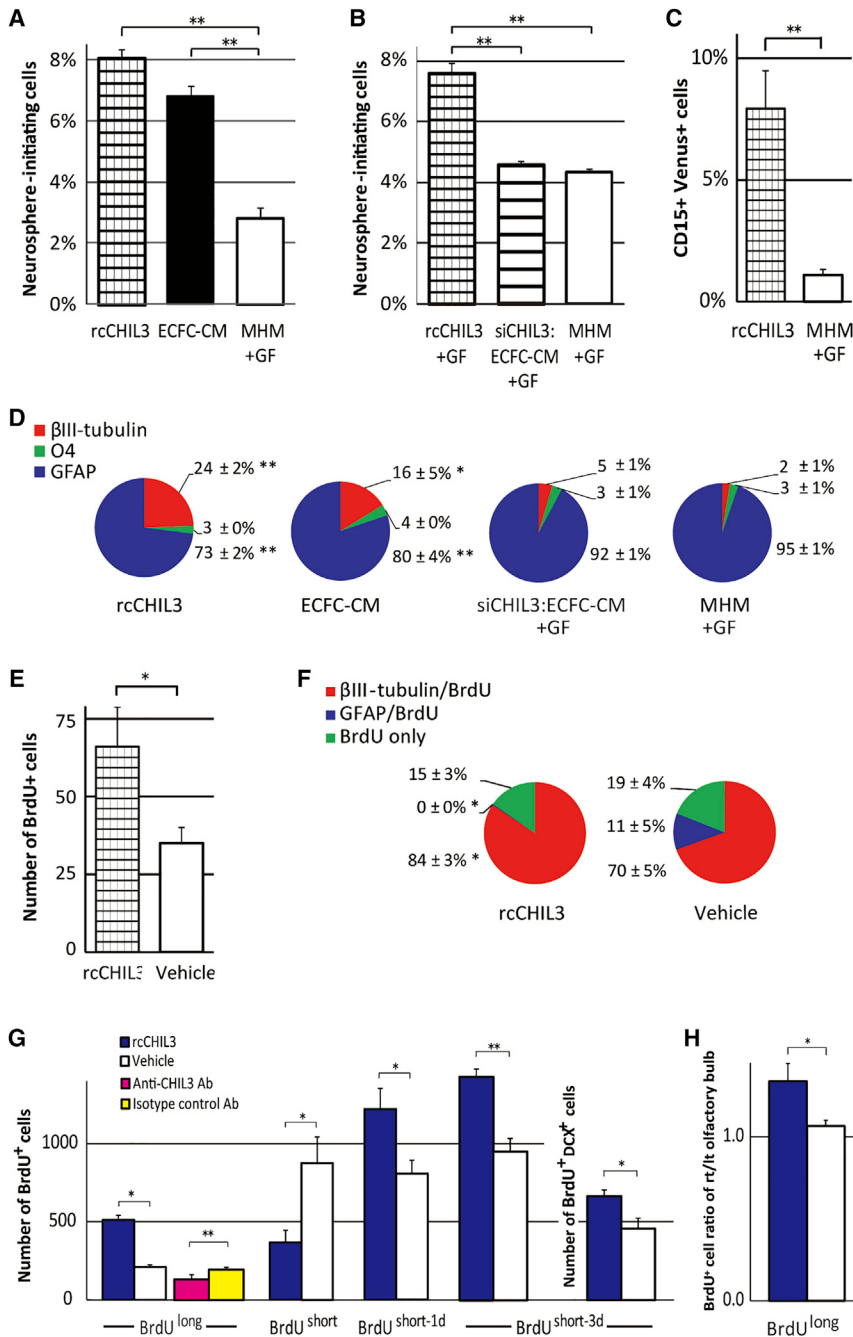

**Figure 3. CHIL3 promotes NSC self-renewal and neurogenesis *in vitro* and *in vivo***

(A and B) Percentages of neurosphere-initiating cells in groups treated with recombinant CHIL3 (rcCHIL3), ECFC-CM, or control medium with GF (MHM + GF) (A; data of adult NSCs are provided in Figure S4B) as well as with rcCHIL3 + GF, *Chil3* knockdown ECFC-CM + GF (siCHIL3:ECFC-CM + GF), or MHM + GF (B). See also Figure S7 for the culture protocol. 18 or 20 (A) and 10 (B) independent experiments.

(C) Flow cytometry analysis of CD15- and Venus-positive cells in the population of rcCHIL3-treated or MHM + GF-treated neurospheres derived from E/nestin:Venus transgenic mouse embryos. See also Figure S4C for plots. 3 independent experiments.

(D) Percentages of neurons ( $\beta$ III-tubulin), oligodendrocytes (O4), or astrocytes (GFAP) after differentiation of neurospheres treated with rcCHIL3, ECFC-CM, siCHIL3:ECFC-CM + GF, or MHM + GF. See also Figure S4D for triple labeling images. 8 independent experiments.

(E and F) *Ex vivo* differentiation of V-SVZ NSCs obtained from mice infused with rcCHIL3 or vehicle. V-SVZ cells were dissected after infusion and cultured to differentiate with BrdU. BrdU-positive (E),  $\beta$ III-tubulin/BrdU double-positive, or GFAP/BrdU double-positive cells (F) were counted. See also Figure S4E for images of  $\beta$ III-tubulin/BrdU double-positive cells. 5 independent experiments.

(G) BrdU-positive cell counts in the V-SVZ after ventricular infusion of rcCHIL3, vehicle, anti-CHIL3 neutralizing antibodies, or isotype control antibodies. Mice were assigned to distinct regimens of BrdU administration as shown in Figure 1A. Three days after short-term labeling (BrdU<sup>short-3d</sup>), BrdU/DCX double-positive cells in the V-SVZ were counted. 3–7 independent experiments for each group.

(H) BrdU-positive cells in the granule cell layer of the olfactory bulb were expressed as ratios of the count at the injected side to that at the contralateral side. Mice were administered rcCHIL3 or vehicle and subjected to BrdU<sup>long</sup>. 2 or 3 independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$  (D and F, Student's *t* test compared with the MHM + GF-treated group).

lot of VEGFR2-positive ECs (Figure 4G). CHIL3 was distributed close to VEGFR2-positive ECs rather than VEGFR1 single-positive vessels (Figure 4H). CD31-positive microvessels expressed CHIL3, especially at sites in contact with SVZ GFAP-positive NSCs (Figure 4I). CHIL3-expressing SVZ microvessels did not express Aquaporin-4 (AQP4) (Figure 4J).

This was consistent with the results of a previous study, which reported that the SVZ vasculature is in direct contact with NSCs at sites lacking a covering of astrocyte endfeet (Tavazoie et al., 2008). The specialized microanatomy and CHIL3 expression patterns of the SVZ vessels indicate that the CHIL3 signal diffuses from the microvessels to

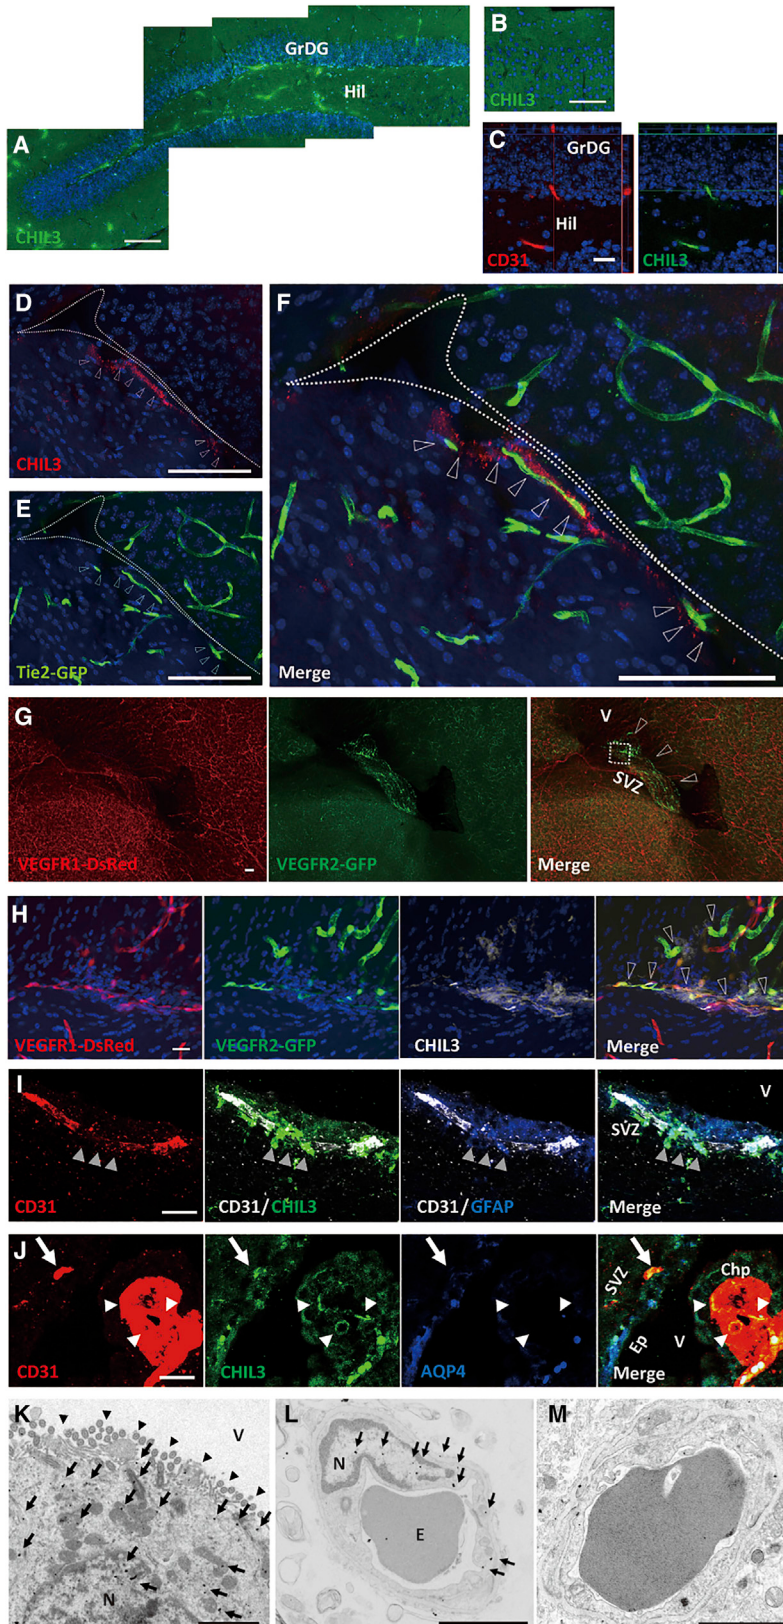

**Figure 4. CHIL3 is endogenously expressed in the SGZ of the hippocampus and the V-SVZ**

(A) Coronal views of the SGZ, the border between the granular layer of the dentate gyrus (GrDG), and the hilus (Hil).

(B) Negative for CHIL3 in the cortex.

(C) Confocal images demonstrating that CD31-positive ECs co-express CHIL3 in the SGZ.

(D–F) Coronal views of z stack confocal images of a Tie2-GFP transgenic mouse, showing the distribution of endogenous CHIL3. Dotted lines indicate the lateral ventricle. CHIL3 expression was marked in the vicinity of Tie2-positive ECs in the SVZ of the lateral side of the ventricle (open arrowheads).

(G) Sagittal images of the forebrain of an Flk1-GFP BAC; Flt1-tdsRed BAC double transgenic mouse. VEGFR2 was exclusively expressed in the V-SVZ (open arrowheads).

(H) VEGFR1, VEGFR2, and CHIL3 expression in SVZ microvessels of an Flk1-GFP BAC; Flt1-tdsRed BAC double-transgenic mouse. High magnifications of a rectangle in panel G demonstrate the closeness of the distributions of CHIL3 and VEGFR2-positive ECs (open arrowheads).

(I) CD31-positive ECs, GFAP-positive NSCs, and CHIL3 expression in the V-SVZ. V-SVZ NSCs are in contact with ECs expressing CHIL3 (arrowheads).

(J) CD31-positive ECs and CHIL3 and AQP4 expression in the V-SVZ. Vessels of the SVZ (arrows) and the Chp (arrowheads) lack the AQP4 covering and express CHIL3. The AQP4-positive ependymal layer also expresses CHIL3. See also Figure S5A for CHIL3 expression in S100 $\beta$ -positive ependymal cells.

(K–M) Immunoelectron micrographs of a ciliated (arrowhead) ependymal cell (K), an SVZ microvessel (L), and a cortical microvessel encompassing an erythrocyte (M). CHIL3-labeled nanogold particles are shown as black dots (arrows in K and L). Chp, choroid plexus; Ep, ependymal layer; E, erythrocyte; N, nucleus; V, lateral ventricle.

Scale bars, 100  $\mu$ m (A, B, and D–G), 20  $\mu$ m (C and H–J), and 2  $\mu$ m (K–M).

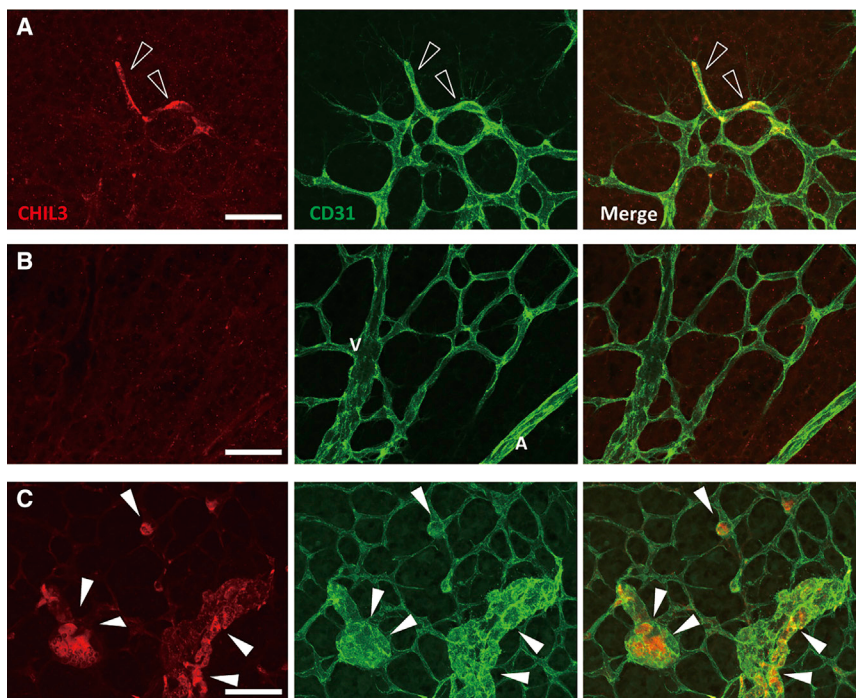

**Figure 5. Retinal neovascular cells express CHIL3**

(A–C) z stack confocal images showing CHIL3 expression and CD31-positive vasculature of post-natal day 5 (A), adult (B), and oxygen-induced retinopathy model (C) mouse retinas. CHIL3 is expressed in sprouting endothelial tip cells (open arrowheads in A) and pathological neovascular tufts (arrowheads in C) but not in mature ECs (B). See also Figure S5B for CHIL3 expression patterns in CD31-positive ECs in the injured brain. A, artery; V, vein. Scale bars, 50  $\mu$ m.

NSCs. In addition to the SVZ microvessels, ECs in the choroid plexus (Chp) of the lateral ventricle did not exhibit AQP4 expression but did exhibit CHIL3 expression (Figure 4J). Because Chp contributes to production of CSF, CHIL3 may be secreted into the CSF. Marked amounts of CHIL3 were detected in crude CSF (48.3 ng/mL on average; Figure 2J). Another specialized structure of V-SVZ NSCs extends a minute apical ending that comprises a cilium at the ventricle surface (reviewed in Obernier and Alvarez-Buylla, 2019), which suggests that NSCs receive the CHIL3 signal from the ventricular CSF. Expression of CHIL3 was also detected in ependymal cells lining the wall of the ventricle (Figures 4J and S5A). Therefore, VEGFR2-positive ECs in the SVZ, CSF in the ventricle, and ventricular ependyma may provide the CHIL3 signal to NSCs in the V-SVZ NSC niche. Immunoelectron microscopy analysis confirmed CHIL3 expression in multi-ciliated ependymal cells and ECs of SVZ microvessels but not in cortical microvessels (Figures 4K–4M).

How the deposited data were processed for this re-analysis (not part of the article)

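Gene expression was measured on 8 Affymetrix mouse arrays, from NSCs cultured as secondary neurospheres with rcCHIL3 or with MHM + GF for 3 or 7 days, 2 arrays for each of the 4 groups. The values are signal intensities, which the authors made with the MAS5 algorithm before deposit (GeneChip Operating Software in the paper, Affymetrix Expression Console 1.1 in the sample labels) and brought to a common scale by global scaling; they are linear and as deposited. The paper states an average signal for this scaling that the deposited values do not have, so each array was divided by its own average and multiplied by 100, as set before the data were examined for that case. The signals and calls of Data S1 come from the paper's supplement.

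Values were compared as log2(signal + 20) without further normalization. Probe sets were kept when at least 2 of 8 arrays reached a signal of 50. This filter was chosen from the present and absent calls of Data S1 before the arrays were rescaled, so on the rescaled values it is stricter than it was meant to be. Of the 45101 probe sets, 34958 are annotated with 1 gene symbol, 932 with several and 9211 with none; genes were named only from probe sets with 1 symbol. Of the 3276 genes with several kept probe sets, 60 had probe sets past the threshold in both directions at 3 days and 52 at 7 days.

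A linear model with 4 group means was fitted with limma 3.58.1 in R 4.3.3 (eBayes with a trend, 4 residual degrees of freedom), with contrasts for rcCHIL3 against MHM + GF at each day, for 7 against 3 days in each medium, and for the difference of the rcCHIL3 effect between the days. The p-values are two-sided and adjusted by the Benjamini-Hochberg method over the kept probe sets, with a threshold of 0.05. Probe sets under the filter were fitted with all probe sets of the array and adjusted over these. A fold change against a group called absent on both arrays was computed from mean signals, with absent signals raised to the lowest signal called present on the same array in Data S1, and is given as at least that size. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The labels give the arrays of each group a number, but deviations from the group means were not correlated between arrays of the same number (r from -0.011 to 0.102), so no block was used. Correlations between the arrays of a group were 0.992 to 0.994. In data simulated from these arrays, 62 of 67 changes of 1.5-fold (92.5%), 67 of 67 of 2-fold and 66 of 66 of 4-fold were recovered. There were 17 false calls among 15679 probe sets, and their share of all calls made was above the threshold of 0.05.

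Of 30 gene lists, 28 had at least 2 measured genes and were tested: DNA replication, mitosis, growth factor (ERK) response, neural stem/progenitor, quiescent NSC, astrocyte, oligodendrocyte progenitor, myelinating oligodendrocyte, neuroblast and neuron, mural and fibroblast, ependymal and choroid plexus, BMP response, Notch, hedgehog, Wnt and beta-catenin targets, TGF-beta targets, cholesterol synthesis, glycolysis and hypoxia, interferon response, unfolded protein and amino acid stress, p53 targets, axon guidance, vitamin D and retinoid X receptor, cardiogenesis, pluripotency, the CHIL3 family with the receptors and the secreted proteins PEDF and Gelsolin that the paper names, and the genes of Figures 6D and 6F. The lists of microglia and macrophages and of endothelial cells had no measured gene. The lists were written from general knowledge before the data were examined, but after the genes of Figures 6D and 6F and the first part of Data S1 had been seen, which includes Uhrf1, Rrm1, Kpna2, Dusp6 and Spry1 in cluster 4. Each list was compared with all other genes by camera with an inter-gene correlation of 0.01, and again with an estimated correlation and with fry. Membership in clusters 1 and 2 was tested by Fisher's exact test for 26 lists.

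The genes named are those of Figures 6D and 6F, the 10 largest rises and falls at each day (a mean signal of at least 200 in the brighter group, the same direction in all 4 pairs of arrays), up to 4 members of each list with the largest change with members of the opposite direction, and the CHIL3 family and receptors. All 10 genes of Figure 6D and 5 of the 7 genes of Figure 6F had a probe set named with that gene alone, and the others are not reported here. The Figure 6D and 6F genes and their Data S1 values had been seen before the rule was written.

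The alternatives were an offset of 50, no offset with a floor of 10, no filter, a filter of 100, quantile normalization and centring on the median. They also included a fit to the groups compared alone, the replicate number as a block, and eBayes without a trend and with a robust trend. Further ones were the test given in the methods, the paper's reproducibility rule with at least 2-fold, and leaving out each array in turn. The note to Data S1 names no 2-fold limit for that rule. The others were the mean of all probe sets of a gene and all named genes of the array as background. The deposited scale without rescaling was added after the array averages were seen. No other splits of the arrays into groups were counted, as each group has 2 arrays.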

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

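The tests of explanations below were all chosen after the results they concern had been seen, whereas the tests of the difference between the days were planned. The arrays of each group, 2 in number, are too few to look for an array far from the others.

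For 9 of 28 gene lists the effect of rcCHIL3 differed between 7 and 3 days by the test of that difference itself, which is why they are given here. The median difference in log2 change was 2.54 for glycolysis and hypoxia genes (camera adjusted p = 3.05e-20, and adjusted p = 0.0139 with an estimated correlation), 0.93 for cholesterol synthesis genes (adjusted p = 2.37e-10, and adjusted p = 0.0269 with an estimated correlation) and -1.23 for neuroblast and neuron genes (adjusted p = 1.47e-08, and adjusted p = 0.0537 with an estimated correlation). It was 0.79 for growth factor (ERK) response genes (adjusted p = 0.000656, and adjusted p = 0.0588 with an estimated correlation), -1.78 for the 4 mural and fibroblast genes (adjusted p = 0.000808, and adjusted p = 0.0798 with an estimated correlation; reversed to 0.01 without a filter, over 14 genes) and -0.41 for quiescent NSC genes (adjusted p = 0.000818, and adjusted p = 0.24 with an estimated correlation). It was 1.43 for mitosis genes (adjusted p = 2.55e-19, and adjusted p = 0.0504 with an estimated correlation), 0.39 for DNA replication genes (adjusted p = 0.000311, and adjusted p = 0.0588 with an estimated correlation) and -1.34 for the genes of Figure 6D, which the paper picked from these arrays (adjusted p = 1.36e-05, and adjusted p = 0.0537 with an estimated correlation). Between the days the effect rose for 17 of 17 hypoxia genes and for 18 of 19 cholesterol genes, and fell for 17 of 20 neuroblast genes.

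Clusters 3, 4 and 5 are given because they hold a signal in probe sets outside those the paper discusses. The median log2 change with rcCHIL3 was -0.71 at 7 days in cluster 3, -1.50 at 3 days in cluster 4 and 0.54 at 7 days in cluster 5. The clusters were made from these arrays, so they are not independent evidence of a direction.

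Mitosis and DNA replication genes were lower with rcCHIL3 at 3 days. The scaling of the arrays is argued against, as the median change of the mitosis genes was -2.23 or lower under quantile normalization, median centring and the deposited scale. An advance along the time course seen in MHM + GF stays open: 48 of the 53 measured genes (90.6%) were lower in both comparisons, but these share the MHM + GF arrays of 3 days. Growth factors present in the control medium alone cannot be told apart from an effect of CHIL3, since no array has rcCHIL3 with matched growth factors. Of the growth factor (ERK) response genes, 50.0% were lower with rcCHIL3. The rcCHIL3 medium was also conditioned by transfected cells, and no array used medium from mock-transfected cells. Other changes that those cells made to the medium were not tested and stay open for every rcCHIL3 effect given here.

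Glycolysis and hypoxia genes were lower with rcCHIL3 at 3 days and higher at 7 days. Scaling is argued against by a median of at least 1.64 at 7 days under the 3 other scalings, and RNA quality by a beta-actin 5' to 3' ratio that differed at most 1.15-fold between the media. A change of the MHM + GF cultures alone is argued against too, as the list also rose from 3 to 7 days in rcCHIL3 (median 0.80, adjusted p = 5.15e-09), although its fall in MHM + GF was larger (17 of 17 genes, median -1.72, adjusted p = 2.52e-14). A difference in oxygen supply or cell density between the cultures was not tested and stays open beside an effect of CHIL3.

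Neuroblast and neuron genes were higher with rcCHIL3 at 3 days for 11 genes and lower at 7 days for 16. Scaling is argued against, as the median difference between the days was -1.02 or lower under the 3 other scalings, and so is a change of the MHM + GF cultures alone, with a median of -0.82 from 3 to 7 days in rcCHIL3 (adjusted p = 7.49e-10). In MHM + GF 15 of the 20 genes rose with time and 4 fell (median 0.57, adjusted p = 0.00654, and adjusted p = 0.186 with an estimated correlation), which is part of that difference. Whether neuronal genes rise earlier and more briefly with rcCHIL3 was not tested, and the difference in growth factors between the media stays open here too.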

How the results depend on the processing

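The deposited scale without rescaling is the 1 alternative chosen after the data were seen; the others were planned. The medians of the 5 clusters at both days kept their direction and side of the threshold in 190 of 190 comparisons with an alternative, the list medians with their camera test in 681 of 715 for 11 lists (DNA replication, mitosis, ERK response, neural stem/progenitor, quiescent NSC, astrocyte, oligodendrocyte progenitor, myelin, neuroblast, cholesterol and hypoxia), the counts of changed probe sets stayed within 1.5 times in 97 of 106, and the odds ratios kept their side in 45 of 52. Over all 28 lists 1714 were kept, 64 were newly past the threshold, 40 were no longer past it and 2 reversed. For changes not explained below the cause was not tested. Leaving out an array left its partner alone in its group, assumed to vary like the other groups.

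Counts. The test given in the methods after Benjamini-Hochberg adjustment gave 2434 probe sets for rcCHIL3 at 3 days, 37 at 7 days, 2376 with time in MHM + GF and 0 with time in rcCHIL3 (6518, 5144, 6583 and 4857 at an unadjusted p under 0.05; limma gave 5617 adjusted calls with time in rcCHIL3). It estimates the spread from 2 degrees of freedom for each probe set. The paper's reproducibility rule, taken here with a change of at least 2-fold, gave 1700, 984, 1912 and 870. Leaving out arrays, the count with time in rcCHIL3 ranged from 3731 (without rcCHIL3 3 days replicate 2) to 5769. With a replicate block the counts were 8103, 7203, 9207, 5866 and, for the difference between the days, 6755.

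Arrays. The mean correlation between the rcCHIL3 and MHM + GF arrays of 3 days (0.905) was 0.918 with offset 50, 0.885 with a floor of 10, 0.967 without a filter, 0.872 with a filter of 100 and 0.930 as deposited. The similarity of the rcCHIL3 effect at 3 days to the change with time in MHM + GF (r = 0.699) was 0.695, 0.704, 0.675, 0.709 and 0.683 in the same order, 0.702 with quantile normalization and 0.689 to 0.706 when leaving out arrays.

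Lists past the threshold. Of 15, 15 and 9 lists at 3 days, at 7 days and for the difference between the days, 3, 4 and 2 passed with an estimated correlation, and 25, 26 and 23 with fry, which tests each list without comparing it with other genes. For those 11 lists, with an estimated correlation the medians no longer past the threshold were, at 3 days, 0.57 (astrocyte), -0.34 (cholesterol synthesis), -0.21 (ERK response), 0.90 (myelin), -0.20 (neural stem/progenitor) and 0.35 (quiescent NSC); at 7 days, -0.73 (mitosis), 0.52 (myelin) and -0.38 (neural stem/progenitor); and for the difference, 0.39 (DNA replication), 0.79 (ERK response), 1.43 (mitosis), -1.23 (neuroblast) and -0.41 (quiescent NSC). The medians are unchanged by construction. With fry those newly past it were, at 3 days, 0.38 (neuroblast) and 0.11 (oligodendrocyte progenitor); at 7 days, 0.06 (astrocyte), 0.01 (ERK response) and -0.13 (oligodendrocyte progenitor); and for the difference, -0.68 (astrocyte), -0.49 (myelin) and -0.15 (oligodendrocyte progenitor). Of the other lists, those no longer past it with an estimated correlation were BMP, Notch, Wnt, mural and Figure 6F genes at both days, Figure 6D genes at 3 days, TGF-beta, interferon and p53 genes at 7 days, and mural and Figure 6D genes for the difference; further lists were newly past it with fry.

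Other settings, for the 11 lists unless named. Without a filter the medians newly past the threshold were -0.54 (astrocyte, difference), 0.14 (astrocyte, 7 days), -0.49 (myelin, difference) and 0.25 (neuroblast, 3 days), with 0.18 for ependymal genes (7 days) and 0.16 (7 days) and 0.30 (difference) for amino acid stress genes outside the 11, and the mural and fibroblast medians reversed to 0.01 (difference) and 0.00 (7 days) and ended at 0.02 (3 days), with 14 genes on the array against 4 measured over the filter. A filter of 100 gave -0.51 for myelin (difference). As deposited, astrocyte genes had -0.37 (difference) and 0.24 (7 days) and neuroblast genes 0.39 (3 days). For astrocyte genes at 7 days, quantile normalization gave 0.10 and the mean of all probe sets 0.22; leaving out arrays gave -0.02 to 0.16, and -0.69 to -0.58 for their difference.

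Clusters. With all named genes of the array as background, so that genes under the filter count, the odds ratios newly past the threshold in cluster 1 were 5.89 (axon guidance), 32.74 (BMP response), 17.26 (cardiogenesis), 26.49 (CHIL3 family), 12.41 (pluripotency) and 19.88 (amino acid stress), and that of the CHIL3 family in cluster 2 no longer past it was 10.72.

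Signal limits the dim genes: Nog, Cntn3, Sema3d and Vamp5 lie under the filter, and they are given as signals, ratios or lower bounds, with tests from the fit to all probe sets.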

Differences from the paper's values

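The paper gives an average signal of all probe sets of 100 after scaling; the deposited values had an average of 291.6 (SD 16.8, n = 8 arrays). None of the alternatives set before the data were examined changes this value. For the genes of Figures 6D and 6F, each of the 44 recomputed ratios lay between 0.92 and 1.09 times that in the paper's Data S1. These differences are small, but they were not compared with the spread between arrays. The ratios of Data S1 come from signals that were not rescaled, which is part of these differences.

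The paper's Fig. 6D gives Tgfb2 the class ++~+ for its ratio to MHM + GF at 7 days, which is that of genes still higher with rcCHIL3. All 3 of its probe sets were higher at 3 days; at 7 days the ratios were 0.81, 1.17 and 0.82, so 2 of 3 lay below 1.

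The paper describes cluster 1 as raised by 3 days and lower by 7 days than in MHM + GF. Of its 156 tested probe sets, 152 were higher at 3 days; at 7 days 81 were still higher and 29 lower than in MHM + GF, while 124 fell from 3 to 7 days within rcCHIL3.

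Cluster 2 is described as genes that rcCHIL3 raised specifically at 7 days. Of its 321 tested probe sets, 257 were higher at 7 days and 205 were also higher at 3 days.

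The genes of Fig. 6F are described as early and increasing responses, with classes set by their ratio to MHM + GF. Of the 5 measured here, that ratio fell from 3 to 7 days for Gfap (17.51 to 1.35 at the brightest probe set; difference in log2 change -3.26, adjusted p = 1.5e-08) and Cxcr4 (6.93 to 1.74; -1.44, adjusted p = 1.9e-05), and it rose for Metrn (1.26 to 2.94; 1.18, adjusted p = 2e-06). Vamp5 was called absent in both media at 3 days, so its ratio cannot be followed over time. For Sema3d (1.73 and 3.51) the difference did not pass the threshold (adjusted p = 0.37). Within rcCHIL3, 4 of the 5 rose with time and Sema3d did not pass (log2 change -0.06, adjusted p = 0.89).

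In the tree of the paper's Fig. 6A, made on the probe sets of Data S1, the groups of 7 days join first. Over the 15679 probe sets kept here the rcCHIL3 groups of 3 and 7 days joined first (0.390), then MHM + GF at 7 days (0.437); in both trees MHM + GF at 3 days joins last.

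The paper lists axon guidance, vitamin D and retinoid X receptor, cardiogenesis and pluripotency among the pathways of cluster 1. With lists written from general knowledge none passed the threshold in the main test (adjusted p = 0.26, 0.3, 0.06 and 0.075), and with all named genes of the array as background, an alternative set before the data were examined, 3 did (0.048, 0.0013 and 0.01) and vitamin D and retinoid X receptor did not; the Ingenuity lists were not used here.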

Other observations

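Astrocyte genes were mostly higher with rcCHIL3 at 3 days. Of 21 measured genes 12 rose, with Gfap and Clu the largest, Agt (2.09, SE 0.13) and the hyaluronan receptor gene Cd44 (1.55, SE 0.08), and 5 fell, among them Aldh1l1 (-1.24, SE 0.09); the counts adjusted over the list alone were the same (camera adjusted p = 0.017, and adjusted p = 0.112 with an estimated correlation). At 7 days 10 rose, led by Acsbg1 (1.14, SE 0.08), and 3 fell (10 and 3 adjusted over the list alone; camera adjusted p = 0.104). Of 13 oligodendrocyte progenitor genes, 6 rose at 3 days, among them Enpp6 (2.06, SE 0.15) and Gpr17 (1.05, SE 0.07), and 5 fell, among them the NG2 proteoglycan gene Cspg4 (-0.83, SE 0.09), and at 7 days 2 rose and 3 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.886 and 0.493). From 3 to 7 days 12 of these 13 fell in MHM + GF (median -0.94, adjusted p = 3.32e-07, and adjusted p = 0.0255 with an estimated correlation) and 12 fell in rcCHIL3 (median -1.10, adjusted p = 5.56e-11, and adjusted p = 0.0249 with an estimated correlation). Of 4 mural and fibroblast genes, 3 rose at 3 days, among them Myl9 (1.24, SE 0.09), and 3 fell at 7 days, among them the PDGF receptor gene Pdgfrb (-2.55, SE 0.10), with the same counts adjusted over the list alone (camera adjusted p = 0.028 and 0.0156, and adjusted p = 0.153 and 0.13 with an estimated correlation). Without a filter, over 14 genes, their medians were 0.02 and 0.00 and neither call held (adjusted p = 0.34 and 0.35).

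Cholesterol synthesis genes fell at 3 days (14 of 19, with 1 higher; 16 and 1 adjusted over the list alone), with Stard4 (-1.17, SE 0.08) the largest (median -0.34, camera adjusted p = 4.59e-05, and adjusted p = 0.0585 with an estimated correlation). At 7 days 17 rose and none fell (18 adjusted over the list alone), among them Hsd17b7 (1.13, SE 0.08) and Dhcr7 (0.99, SE 0.14; median 0.42, camera adjusted p = 1.43e-07, and adjusted p = 0.0351 with an estimated correlation). Over time all 19 fell in MHM + GF (median -1.92) and 17 fell in rcCHIL3 (median -0.81). Of 14 p53 targets, 8 rose and 2 fell at 3 days, and at 7 days 8 rose, among them Phlda3 (1.32, SE 0.10) and the cell cycle inhibitor gene Cdkn1a (0.95, SE 0.09), and Perp fell (-1.46, SE 0.10), with the same counts adjusted over the list alone (camera adjusted p = 0.224, and at 7 days 0.0302, with adjusted p = 0.13 with an estimated correlation and 0.069 with a filter of 100). Of 13 genes of unfolded protein and amino acid stress, 3 rose at 3 days, among them the cystine transporter gene Slc7a11 (0.98, SE 0.09), and 6 fell, among them Atf4 (-0.71, SE 0.07), and at 7 days 6 rose and 1 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.391 and 0.128, and at 7 days 0.025 without a filter).

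Chil3 itself had signals of 0.4 to 1.5 in all 4 groups. The group means were 1.6 to 3.0 for Chil4 and 0.9 to 5.2 for Chia1, both under the filter. Of the CHIL3 relatives, CHI3L1 receptors and other secreted proteins on the list, 6 were measured, of which 4 rose and 2 fell at 3 days, and 3 rose and 1 fell at 7 days (4 and 2, and 4 and 1, adjusted over the list alone; camera adjusted p = 0.277 and 0.239). On the deposited scale this list passed the camera test at 3 days (adjusted p = 0.015), with a median of 1.53 against 0.95 after rescaling. Chil1, called absent in MHM + GF at 3 days, was at least 4.4-fold higher with rcCHIL3. Lgals3 rose by 1.61 at 3 days (SE 0.12), and its rise at 7 days (0.38, adjusted p = 0.027) was lost without MHM + GF 7 days replicate 1, without rcCHIL3 7 days replicate 1 and without rcCHIL3 7 days replicate 2 (adjusted p = 0.23, 0.054 and 0.14), with a floor of 10 (0.066), without a filter (0.086) and with the test given in the methods (unadjusted p = 0.19). Gsn rose by 0.82 (SE 0.08), and Tmem219 fell by 0.45 on the log2 scale at 3 days (adjusted p = 0.014), which was lost without MHM + GF 3 days replicate 1 and without rcCHIL3 3 days replicate 1 (adjusted p = 0.14 and 0.13), without a filter (0.05) and with the test given in the methods (unadjusted p = 0.15). Il13ra2 stayed at signals of 5.4 to 7.8, and Serpinf1, under the filter, was at 38.8 with rcCHIL3 and 5.6 with MHM + GF at 3 days. No gene of the lists of 17 microglia and macrophage and 15 endothelial genes was measured.

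The rcCHIL3 effect at 3 days and the change from 3 to 7 days in MHM + GF correlated across probe sets (r = 0.699). Both are taken against the MHM + GF arrays of 3 days; simulated groups without a change gave r = 0.499 on average (0.483 to 0.516) and a covariance of 0.00519, against 0.232 observed. Of the 4341 probe sets higher with rcCHIL3 at 3 days, 2769 also rose with time in MHM + GF (1351 if independent, and at most 1 in simulated groups without a change) and 295 fell, and of the 3531 lower, 2283 fell (918 if independent, and at most 1 in the simulated groups) and 267 rose. The independent numbers leave out the shared arrays and the simulated ones leave out the effects, so the excess over either does not measure a shared effect. Part of it can come from the shared arrays, which were not split between the comparisons.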
